# The Wound Microenvironment Reprograms Schwann Cells to Invasive Mesenchymal-like Cells to Drive Peripheral Nerve Regeneration

**DOI:** 10.1016/j.neuron.2017.09.008

**Published:** 2017-09-27

**Authors:** Melanie P. Clements, Elizabeth Byrne, Luis F. Camarillo Guerrero, Anne-Laure Cattin, Leila Zakka, Azhaar Ashraf, Jemima J. Burden, Sanjay Khadayate, Alison C. Lloyd, Samuel Marguerat, Simona Parrinello

**Keywords:** PNS regeneration, Schwann cell, dedifferentiation, Eph signaling, TGFb signaling, plasticity

## Abstract

Schwann cell dedifferentiation from a myelinating to a progenitor-like cell underlies the remarkable ability of peripheral nerves to regenerate following injury. However, the molecular identity of the differentiated and dedifferentiated states *in vivo* has been elusive. Here, we profiled Schwann cells acutely purified from intact nerves and from the wound and distal regions of severed nerves. Our analysis reveals novel facets of the dedifferentiation response, including acquisition of mesenchymal traits and a Myc module. Furthermore, wound and distal dedifferentiated Schwann cells constitute different populations, with wound cells displaying increased mesenchymal character induced by localized TGFβ signaling. TGFβ promotes invasion and crosstalks with Eph signaling via N-cadherin to drive collective migration of the Schwann cells across the wound. Consistently, *Tgfbr2* deletion in Schwann cells resulted in misdirected and delayed reinnervation. Thus, the wound microenvironment is a key determinant of Schwann cell identity, and it promotes nerve repair through integration of multiple concerted signals.

**Video Abstract:**

## Highlights

• Wound Schwann cells have a distinct dedifferentiation program
• TGFβ signaling reprograms wound Schwann cells to invasive mesenchymal-like cells
• TGFβ crosstalks with Eph signaling to drive collective Schwann cell migration
• Loss of TGFβ signaling in Schwann cells delays nerve regeneration

## Introduction

The adult peripheral nervous system (PNS) retains significant regenerative potential, enabling the repair of even severe injuries such as full transection of the nerve trunk (Chen et al., 2007). Following a lesion to the nerve, the portion of the axons distal to the injury site degenerates. However, unlike central nervous system axons, damaged peripheral axons are able to regrow and reinnervate their targets (Chen et al., 2007). This process is underpinned by the remarkable plasticity of the PNS glia, the Schwann cells (SCs) (Jessen et al., 2015, Kim et al., 2013a). In intact nerves, SCs are present in two differentiated states, either myelinating large-caliber axons (myelinating SCs) or ensheathing groups of small-caliber axons in Remak bundles (nonmyelinating SCs). In contrast, following injury, differentiated SCs reprogram to a progenitor-like cell. Dedifferentiated SCs switch off the myelination program and acquire an array of new phenotypes, which coordinately support nerve repair. These phenotypes include 1) secretion of neurotrophic factors to promote axonal survival, 2) clearance of myelin debris and expression of axonal guidance and adhesive cues to generate a favorable environment for axonal regrowth, 3) initiation of an inflammatory response to promote wound healing, and 4) proliferation to replace lost cells (Jessen et al., 2015).

Furthermore, upon transection injuries that generate a gap in the nerve, dedifferentiated SCs guide regrowing axons through the nerve bridge, a piece of connective tissue that forms across the gap to rejoin the severed stumps (McDonald et al., 2006). SCs from both stumps invade the bridge as multicellular cords and migrate directionally, eventually rejoining. This generates continuous cellular conduits across the wound and along which axons regrow to cross the gap and reinnervate the distal stump (Jessen et al., 2015, Parrinello et al., 2010).

At the molecular level, cord migration is driven by Eph/ephrin-mediated interactions between SCs and wound fibroblasts. Activation of EphB2 receptors on the SCs by ephrin-B ligands on fibroblasts induces SC sorting into cords through the relocalization of N-cadherin to cell-cell contacts in a Sox2-dependent manner (Parrinello et al., 2010).

Seminal work over the past few decades has uncovered key transcription factors (e.g., c-*jun*, sox2), epigenetic changes, and signaling pathways (e.g., ERK, Notch) that control SC reprogramming (Arthur-Farraj et al., 2012, Hung et al., 2015, Jessen et al., 2015, Le et al., 2005, Napoli et al., 2012, Woodhoo et al., 2009). However, a comprehensive molecular characterization of myelinating and dedifferentiated SCs *in vivo* is still lacking. Furthermore, despite the specialized function of bridge SCs, it remains unclear whether the reprogrammed state is homogeneous throughout the injured nerve or whether regional differences in SC state may exist, particularly within the bridge.

This gap in our knowledge is largely due to the technical limitations of purifying sufficient numbers of SCs for standard downstream molecular analysis. Consistent with this, previous investigation of the transcriptional changes associated with nerve regeneration have been limited to analysis of whole nerves before and after injury (Arthur-Farraj et al., 2012, Jiang et al., 2014, Kubo et al., 2002, Le et al., 2005). However, interpretation of this type of analysis is confounded by the cellular heterogeneity of nerve tissue, the pronounced inflammatory response that ensues injury, and the difference in SC content between intact and injured nerves (Cattin et al., 2015, Jessen et al., 2015). Furthermore, whole-tissue approaches are not amenable to the analysis of bridge SCs due to the extensive influx of stromal and inflammatory cells into the nerve bridge. Nonetheless, deciphering the SC transcriptome and its modulation by the microenvironment is a prerequisite to the understanding of PNS regeneration and, more generally, of the molecular basis of somatic cell plasticity.

In this study, we developed a fluorescence-activated cell sorting (FACS)-based approach to prospectively purify SCs from mouse sciatic nerves. By combining this approach with RNA amplification protocols, we carried out transcriptional profiling of *in vivo* SCs from intact nerves and from bridge and distal stumps of transected nerves. Our analysis reveals novel phenotypes associated with SC reprogramming. Importantly, we also find that bridge SCs are a distinct subpopulation of progenitor-like SCs of increased mesenchymal character. We show that a localized increase in TGFβ signaling in the bridge underlies this change in order to promote SC invasion into the wound. Surprisingly, our studies also reveal an unprecedented crosstalk between TGFβ and EphB2, which we find is effected by transcriptional regulation of N-cadherin downstream of TGFβ.

Together, our findings indicate that extracellular cues from the wound microenvironment intersect with cell-intrinsic dedifferentiation mechanisms to reprogram the SC to an invasive, mesenchymal-like cell. They further identify TGFβ as a key mediator of peripheral nerve regeneration after transection and Eph/ephrin signaling as a novel TGFβ effector, with important implications for the EMT, wound healing, and cancer.

## Results

### Purification of Differentiated and Progenitor-like SCs

To isolate SCs from nerve tissue, we generated Schwann-cell-specific tdTomato reporter mice (hereafter *tdTom*^*SC*^) by crossing *P0A*-Cre animals, which express Cre recombinase under the control of the neural crest-specific Myelin Protein Zero (*Mpz*) promoter, to *Rosa26*^*tdTomato*^ reporter strains (Giovannini et al., 2000, Madisen et al., 2010). Consistent with previous studies, analysis of *tdTom*^*SC*^ mice revealed strong tdTomato expression, unaffected by injury, in adult sciatic nerves (Figures 1A and S1A). Furthermore, coimmunostaining for the SC markers MBP and p75^NGFR^, which specifically label myelinating and nonmyelinating SCs, respectively, confirmed that tdTomato recombination was efficient and restricted to SCs (Giovannini et al., 2000, Zheng et al., 2008) (Figures S1A and S1B). Thus, tdTomato is a suitable marker for purification of differentiated and dedifferentiated SCs from their *in vivo* microenvironment using FACS.

**Figure 1:**
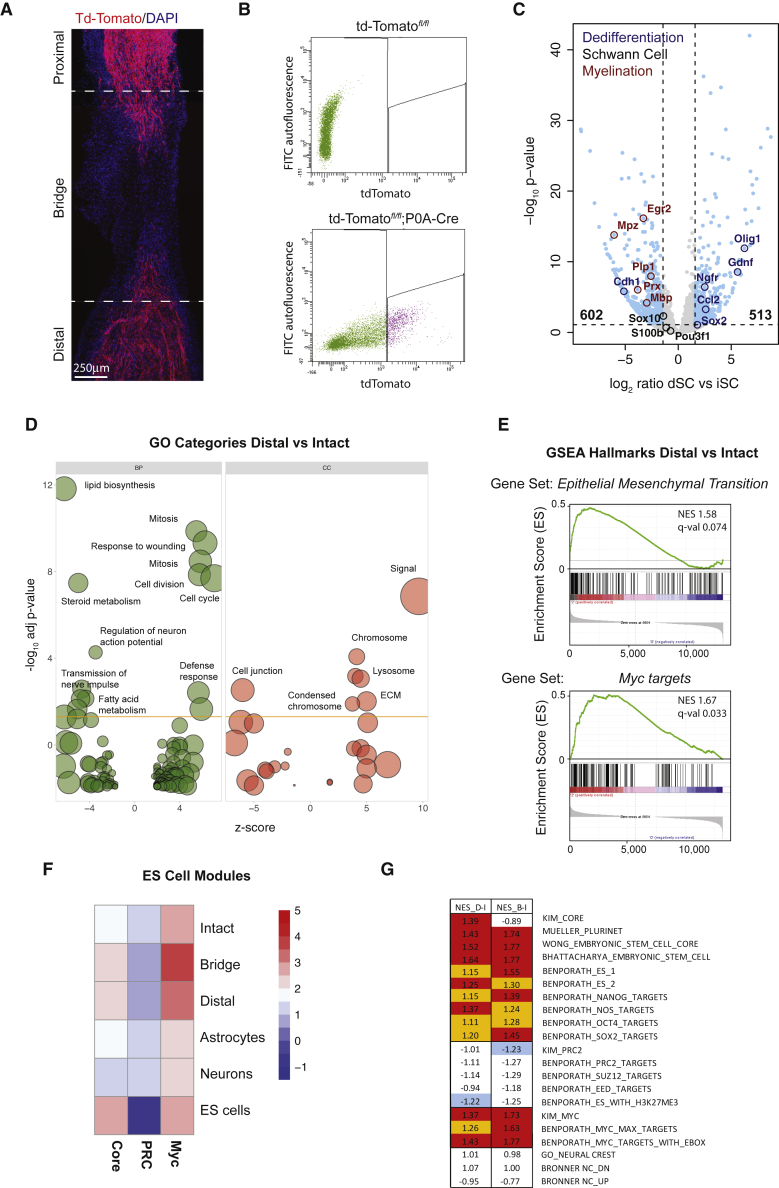
RNA Sequencing of Differentiated and Progenitor-like SCs Identifies Novel Features of Dedifferentiation (A) Example of a regenerating sciatic nerve of *tdTom*^*SC*^ mice collected 6 days post-transection. A representative tiled fluorescent image of the nerve regions collected for FACS purification is shown. tdTomato^+^ SCs are in red, and DAPI-stained nuclei are in blue. Dotted lines demarcate the nerve bridge. (B) Representative FACS plots of the purification of tdTomato^+^ SCs from sciatic nerves of *tdTom*^*SC*^ mice (bottom). Control *P0A*-Cre^−^;*tdTom*^*fl/fl*^ cells (top) were used for gating. (C) RNA-seq differential gene expression analysis of SCs from pooled distal stump (dSCs) and intact nerve (iSCs). Genes regulated over 2.5× (adj. p < 0.05, light blue), myelination genes (red circles), SC markers (black circles), and dedifferentiation markers (dark blue circles) are highlighted. (D) Functional analysis of genes differentially regulated between dSCs and iSCs. Genes with dSC:iSC count ratios >2.5× (adj. p < 0.05) were selected. –log_10_ of the enrichment p values for selected GO categories (BP: biological process, CC: cellular components) are plotted relative to *Z* scores of average dSC:iSC count ratios in each category. Circle size denotes the number of regulated genes. (E) GSEA enrichment plots of dSCs compared to iSCs for the “epithelial mesenchymal transition” and “Myc targets V1” MSigDB hallmarks. (F) Average log_2_ FPKM expression of the ES core, PRC, and Myc modules from (Kim et al., 2010) for iSCs, pooled SCs isolated from the nerve bridge (bSCs), and dSCs, as well as differentiated cells of neural origin (Astrocytes, Neurons) and pluripotent ES cells (ES cells) (Zhang et al., 2014, Marks et al., 2012). FPKM have been median centered to allow comparison across datasets. (G) GSEA enrichment analysis of dSCs compared to iSCs (D–I) and bSCs compared to iSCs (B–I) for MSigDB gene sets related to pluripotency (lines 2–10), regulation by the Prc2 complex (11–15), regulation by Myc (16-18), three ES modules (lines 1, 11, and 16), and markers of neural crest identity (19–21). Numbers represent normalized enrichment score and colors represent the FDR q values ≤ 0.1 (red) or ≤ 0.25 (orange/blue). See also Figure S1.

To this end, the right sciatic nerve of *tdTom*^*SC*^ mice was transected and, 6 days later, the contralateral intact nerve and distal stump of the severed nerve were collected together with the nerve bridge to determine potential effects of the wound microenvironment. This time point was specifically chosen because it coincides with complete SC dedifferentiation and extensive, but not complete, invasion into the bridge (Figure S2B) (Chen et al., 2007, Parrinello et al., 2010). Nerve tissue was dissociated to single cells, and SCs were sorted from other tdTomato^−^ nerve cells based on tdTomato expression (Figure 1B). Single cell preparations from *P0A-Cre*^−^ nerves were used as reference for setting FACS gates. Acute immunostaining and Calcein labeling of FACS-sorted tdTomato cells confirmed that tdTomato^+^ cells were highly enriched for tdTomato expression, contained negligible contamination of tdTomato^−^ cells, expressed the pan-SC marker S100β, and were viable (Figures S1C and S1D). FACS analysis of cell suspensions from all three nerve regions indicated that the vast majority of the tdTomato^+^ but almost none of the tdTomato^−^ cells were S100β^+^, further confirming the purity of sorted tdTomato cells (Figure S1E). Furthermore, qRT-PCR analysis indicated that tdTomato^+^ cells from intact and transected nerves were enriched for the appropriate SC differentiation (*Mpz*, *Plp*, *Pmp22*) and dedifferentiation (*p75*^*NGFR*^, *Sox2*, *c-Jun*) markers, respectively (Figure S1F). Therefore, our approach enables efficient purification of SCs from intact and severed nerve tissue.

We next characterized the *in vivo* SC transcriptome by high-thoughput sequencing of cDNA (RNA-seq). Libraries were prepared from four biological replicates per nerve region using a Smart-seq2 based protocol, generating an average of ∼33 × 10 reads per sample and leading to quantification of ∼15,000 genes (Picelli et al., 2014). 

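The pooled-nerve experiment compared sorted SCs of intact nerves (iSCs), of the bridge (bSCs) and of the distal stump (dSCs) 6 days after transection, with 4 libraries per region and nerves of 3 mice pooled in each library. Smart-seq2 copies full-length cDNA from very small amounts of RNA and amplifies it by PCR before sequencing, so that the reads of one gene are not independent molecules. The authors aligned the reads with TopHat to the mouse genome (build mm9), assigned them to genes with HTSeq and deposited the raw count of each gene, without normalization. The counts cover 24016 genes and 92 ERCC spike-in RNAs. Where a library came as a pair of lanes, the lanes were summed here. Between 11435463 and 22617054 reads per library were counted on genes, with a median of 12711336 for iSCs, 13835592 for dSCs and 17242438 for bSCs. These are the reads that HTSeq assigned to a gene, between 39.15% and 45.75% of the uniquely aligned reads, and not the sequenced or mapped reads that Table S1 lists. Genes with at least 1 count numbered from 13600 to 14987 in iSCs, from 12432 to 14715 in dSCs and from 11735 to 12606 in bSCs. Differential expression was tested here with edgeR's quasi-likelihood test in a single fit of the 12 libraries, with TMM normalization and Benjamini-Hochberg adjustment, on the 13751 genes that passed edgeR's filter on low counts. Expression is given as CPM, the counts of a gene scaled to a common library size with the TMM factors. The paper used DESeq2, which was run as an alternative. In Table S2, the normalized counts of bSC replicate 5 and dSC replicate 5 are not multiples of their summed lanes, whereas those of the other 10 libraries are, so the counts used here for those 2 libraries are not the ones behind Table S2. The labels give the same pool numbers to libraries of different regions. Deviations from the group means of libraries with the same pool number had a mean correlation across genes of -0.0143, against 0.00448 for libraries with different numbers, so the pool number was used as a replicate block only in an alternative fit. Gene lists were scored in each library as the mean log2 CPM of the listed genes and compared with exact permutation tests (two-sided), for which 0.0286 is the smallest p that 4 libraries against 4 allow.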

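The libraries of cultured rat SCs were made from larger amounts of RNA with another library kit. In the deposited counts of these 6 libraries, between 412821 and 565296 reads were counted on genes, from 0.992% to 1.353% of the uniquely aligned reads, whereas 30073822 to 48622140 reads per library were assigned to no gene. From 9860 to 12207 of the 26405 listed rat genes had at least 1 count. In the 12 mouse libraries from sorted SCs, 11735 to 14987 genes had at least 1 count. Table S1 gives the genes quantified in each library as the paper's own values. For 10 of the 12 mouse libraries these are the number of genes and spike-ins with at least 1 count, and the exceptions are the bSC and dSC libraries of pool number 5. For all 6 rat libraries they lie above the number found in the deposited counts, and the normalized rat counts of the part of Table S2 read here sum to between 1.27 and 2.06 times all counts deposited for the same library.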

Comparable transcriptome coverage was obtained from higher-RNA-input libraries derived from *in vitro* material, indicating that low RNA inputs did not compromise the sensitivity of our analysis (Table S1). Moreover, reproducibility of transcript level quantification between biological repeats was high, and PCA analysis separated the samples into three clearly distinct groups, which corresponded to nerve region of origin (Figures S1G and S1H).

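Correlations between libraries were computed on TMM-normalized counts of all genes. Pearson's r was 0.867 on average over the 6 pairs of iSC libraries (from 0.697 to 0.969), 0.926 over the 6 pairs of dSC libraries (from 0.850 to 0.957) and 0.907 over the 6 pairs of bSC libraries (from 0.829 to 0.961). Between regions, the mean r was 0.457 for iSCs with dSCs, 0.348 for iSCs with bSCs and 0.522 for dSCs with bSCs, each over 16 pairs of libraries. These correlations are across genes, which are not independent replicates, and on the linear scale they rest on the most highly expressed genes. On log2 CPM of the tested genes, the mean r was 0.786 within regions and 0.675 between regions, and on log2 CPM of all genes the difference between these means was 0.0398 against 0.458 on the linear scale. A principal component analysis of the log2 CPM of the 13751 tested genes placed 27.4% of the variance on the first component and 17.0% on the second. In the plane of these components every library lay on average closer to the libraries of its own region than to those of either other region, with silhouette values (1 for complete separation, 0 for none) from 0.332 for an iSC library to 0.789 for another iSC library. From the separation of the libraries, the paper concludes that the regions of origin form 3 distinct groups.

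**Figure D1:**
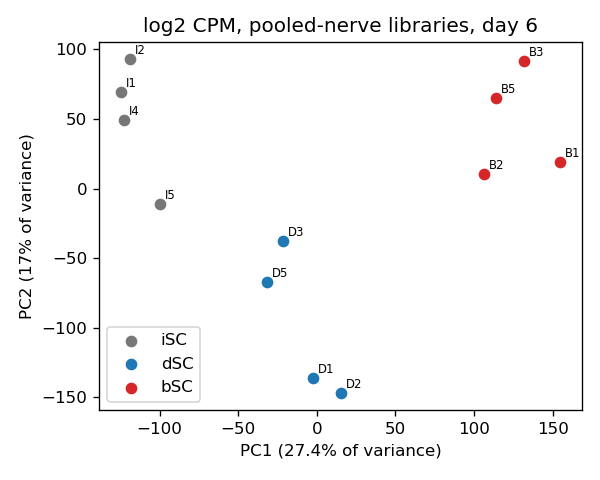
Each point is one pooled-nerve library (4 each of iSCs, dSCs and bSCs, day 6), placed by its first principal component on the x axis (27.4% of the variance) and its second on the y axis (17.0%), from the log2 CPM of 13751 genes. The libraries of the 3 regions occupy separate parts of the plane.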

Having confirmed the quality and reproducibility of the RNA-seq data, we first examined the transcriptional changes that accompany dedifferentiation by comparing the transcriptomes of SCs isolated from intact nerve (iSCs) and distal stump (dSCs) (Tables S2 and S3). Importantly, analysis of RNA spike-in controls was not supportive of a global relative increase in RNA polymerase II (RNAPII) transcription levels upon dedifferentiation (Figure S1I). Instead, differential expression analysis indicated that a relatively small proportion of the SC transcriptome changed significantly (1,692 genes; 1,115 with >2.5-fold change). This entailed similar numbers of up- and downregulated genes that included well-established markers for both populations, further corroborating the validity of our method (Figure 1C). 

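ERCC spike-ins are synthetic RNAs added in a fixed amount, so that their counts relative to those of the cells' genes fall when more cellular RNA enters the library. The log2 ratio of spike-in counts to gene counts was -11.29 ± 2.3 (SD, n = 4) in iSCs, -11.69 ± 1.31 (SD, n = 4) in dSCs and -10.42 ± 2.90 (SD, n = 4) in bSCs. The difference between dSCs and iSCs was -0.40 on the log2 scale, smaller than the spread between libraries of either region (exact permutation test, p = 0.8). The ratio differed 213-fold between the lowest and the highest of the 12 libraries. In the 3 pairs of dSC and iSC libraries with the same pool number, taken from the labels, the paired difference was 0.53 on the log2 scale and 2 of the pairs were higher in dSCs. At this spread no difference in the ratio was detectable. The spike-ins were added to extracted RNA, and the paper states no number of sorted cells per library. The ratio therefore follows the RNA put into each library and cannot test RNA content per cell.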

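Of 13751 tested genes, 732 differed between dSCs and iSCs with an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 593 of these by more than 2.5-fold. An unadjusted p under 0.05 was found for 2269 genes. With the pool number as a replicate block (the pairing is taken from the labels) 287 genes passed, the lowest count of the alternatives, and with DESeq2 1537 passed. The libraries of dSCs and iSCs that share a pool number carried transcripts of different sexes in 3 of 3 cases (Xist against genes of the Y chromosome, or both in one of them), so this pairing is not one of the same mice. With each library of these regions left out in turn, the count lay between 310 and 1007. In simulated counts with the same group sizes and 200 genes changed 4-fold, the same test recovered 36 of them and called 2 unchanged genes. From the number of changed genes, the paper concludes that a small part of the SC transcriptome changes upon dedifferentiation.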

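Among the genes that differed between dSCs and iSCs, 362 were higher and 370 lower in dSCs, and past 2.5-fold 271 were higher and 322 lower. With the pool number as a replicate block, 116 were higher and 163 lower past 2.5-fold. Of the myelin genes that the paper names, Pmp22 fell from 32546 ± 11320 CPM (SD, n = 4) in iSCs to 672 ± 528 CPM (SD, n = 4) in dSCs, a log2 fold change of -5.60 (adjusted p = 0.000516 from edgeR). The log2 fold changes of Egr2, Prx and Mbp were -3.43, -4.43 and -3.34, with edgeR's adjusted p of 0.000583, 0.0367 and 0.0402. Of the genes named for dedifferentiated SCs, Ngfr rose from 146 ± 62.0 CPM to 916 ± 591 CPM (log2 fold change 2.65, standard error 0.47, adjusted p = 0.00560 from edgeR). Ccl2 (log2 fold change 2.91, adjusted p = 0.0364 from edgeR), Olig1 (9.45, adjusted p = 0.0172) and Gdnf (10.38, adjusted p = 0.0142) were also higher in dSCs, the last of these with no count in any iSC library. Sox2 (log2 fold change 2.15) had an adjusted p of 0.275 from edgeR, although each dSC library was above each iSC library. Jun, S100b and Pou3f1 were lower in dSCs, by log2 fold changes of -0.65, -1.24 and -0.87, with edgeR's adjusted p of 0.473, 0.408 and 0.776, although for S100b each dSC library was below each iSC library.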

Gene ontology (GO) and gene set enrichment analysis (GSEA) revealed several distinct biological features between differentiated and progenitor-like SCs. 

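Reactome gene sets were used here in place of the GO terms of Figure 1D, which were not used here. The cell cycle score (Reactome Cell Cycle, Mitotic, 383 genes scored) was 4.58 ± 0.32 (SD, n = 4) in dSCs and 4.21 ± 0.15 (SD, n = 4) in iSCs, a difference in mean log2 CPM of 0.37 (exact permutation test, p = 0.114). Of these genes, 21 were higher and 2 lower in dSCs past an adjusted p of 0.05 in edgeR's test. Relative to the mean of all genes in each library, the cell cycle difference was 0.57 (exact permutation test, p = 0.0286). The innate immune score (442 genes) differed by 0.31 (exact permutation test, p = 0.143), with 22 genes higher and 9 lower in dSCs. Marker genes of macrophages were higher in dSCs than in iSCs by 3.29 in mean log2 CPM (exact permutation test, p = 0.0286). RNA of macrophages in the sorted cells is therefore not excluded as a source of the immune genes or of Ccl2. For myelination, the cholesterol biosynthesis score (21 genes), a set on which myelin membrane depends, was 3.44 ± 0.63 (SD, n = 4) in dSCs and 6.49 ± 0.62 (SD, n = 4) in iSCs, a difference of -3.05 (exact permutation test, p = 0.0286). All 21 genes were lower in dSCs, 13 of them past the adjusted p of edgeR's test. The paired differences over the 3 pool numbers shared by both regions were 0.22 for the cell cycle, 0.24 for the innate immune set and -3.23 for cholesterol biosynthesis, a number of pairs that cannot give an exact p under 0.25.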

As expected, the transcriptome of dSCs was enriched for genes involved in cell cycle, immune recruitment, and phagocytosis, whereas GO terms associated with myelination and nerve conduction were significantly downregulated (Chen et al., 2007, Jessen et al., 2015) (Figure 1D). Moreover, our analysis revealed a switch in how SCs communicate with the surrounding nerve tissue, in that iSCs showed increased levels of cell-cell communication genes (cell junction), whereas dSCs favored expression of genes mediating communication with the extracellular matrix (extracellular signal and extracellular matrix). 

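The score of the Reactome set on cell-cell junction organization (31 genes) was 5.04 ± 0.33 (SD, n = 4) in iSCs and 3.84 ± 0.40 (SD, n = 4) in dSCs. The difference of -1.20 in mean log2 CPM separated the libraries of the regions (exact permutation test, p = 0.0286), and 6 of the genes were lower and 0 higher in dSCs past edgeR's adjusted p. The score on extracellular matrix organization (197 genes) was 5.76 ± 0.42 (SD, n = 4) in iSCs and 5.95 ± 0.20 (SD, n = 4) in dSCs. Its difference was 0.19, less than the SD of the iSC libraries (exact permutation test, p = 0.514). Past edgeR's adjusted p, 22 of its genes were higher and 9 lower in dSCs, and the median over its genes in place of the mean differed by 0.49 (exact permutation test, p = 0.0286). With the libraries paired by pool number, the differences were -1.36 for junctions and 0.23 for the matrix. From the junction and matrix genes, the paper concludes that SCs switch from cell-cell to matrix communication.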

Notably, signatures of epithelial-to-mesenchymal transition (EMT) and activated Myc were among the most highly enriched GSEA gene sets in dSCs (Figure 1E).

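The hallmark sets of Figure 1E were not used here. The 56 EMT genes listed in Figure 2E were scored in their place. The paper lists there the EMT genes that were significantly higher in bSCs than in iSCs of these libraries, so the list was chosen for low values in the iSC libraries that are also the baseline here, and the comparison is not independent of that choice. Their score was 5.73 ± 0.44 (SD, n = 4) in iSCs and 7.48 ± 0.17 (SD, n = 4) in dSCs, a difference in mean log2 CPM of 1.75 (exact permutation test, p = 0.0286). Of the 56 genes, 51 were higher in dSCs, 24 of them past an adjusted p of 0.05 in edgeR's test, and 0 were lower past it. In the 3 pairs with the same pool number the paired difference was 1.77, higher in each pair. Myc itself did not differ detectably between dSCs and iSCs (log2 fold change -0.35, standard error 0.37, adjusted p = 0.774 from edgeR). In bSCs Myc was higher than in dSCs by a log2 fold change of 1.36 (standard error 0.38, adjusted p = 0.0531 from edgeR). Each bSC library was above each dSC library. Against iSCs the log2 fold change of Myc in bSCs was 1.0 (adjusted p = 0.0878 from edgeR). Both stayed short of the threshold.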

The EMT has been linked to both somatic cell dedifferentiation to cancer stem cells and somatic cell reprogramming to induced pluripotent cells (iPS) (Ye and Weinberg, 2015). The transcription factor Myc is a crucial regulator of ES pluripotency and one of the original Yamanaka reprogramming factors (Takahashi and Yamanaka, 2016). Therefore, these signatures support the notion that dedifferentiation is a reprogramming event that converts SCs to progenitor-like cells (Arthur-Farraj et al., 2012). To investigate this further, we analyzed expression of the three transcriptional programs that define ES cell pluripotency (Kim et al., 2010). These comprise targets of core pluripotency factors (i.e., Sox2, Nanog, Oct4, Core module), polycomb-related factors, which repress lineage-specific genes (PRC module), and Myc target genes (Myc module). Publicly available RNA-seq datasets of ES cells and differentiated CNS cells (astrocytes and neurons) served as reference transcriptomes (Marks et al., 2012, Zhang et al., 2014) (Figure 1F). Remarkably, we found that dSCs activate Core and Myc modules while repressing the PRC module, a behavior reminiscent of ES cells (Kim et al., 2010). In contrast, module activity patterns of iSCs were similar to those of differentiated cells. Consistent with these results, GSEA analysis indicated that signatures of ES cells were highly enriched in dSCs (Figure 1G) (Ben-Porath et al., 2008, Bhattacharya et al., 2004, Kim et al., 2010, Müller et al., 2008, Wong et al., 2008), whereas signatures of the neural crest, from which the SCs derive, were not (Simões-Costa et al., 2014). These results suggest that, although lineage characteristics are retained after injury, dedifferentiation is not a reversal of the SC developmental program. Rather, injury reprograms SCs to a stem-like state.

### Distal and Bridge SCs have Distinct Molecular Features

We next compared the transcriptomes of dSCs and bridge SCs (bSCs) (Tables S2 and S3). Interestingly, the number of differentially expressed genes between bSCs and dSCs, despite both of these being in a dedifferentiated state, was comparable to the number detected between iSCs and dSCs (2,021 genes; 1,169 with >2.5-fold change), with an overall bias toward downregulation in the bridge (Figure S2A). 

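Between bSCs and dSCs, 746 of 13751 genes differed with an adjusted p under 0.05 in edgeR's quasi-likelihood test, against 732 between dSCs and iSCs and 2022 between bSCs and iSCs. Of the 746 genes, 318 were higher and 428 lower in bSCs. Past 2.5-fold, 167 were higher and 388 lower. With the pool number as a replicate block (pairing taken from the labels, correlation of deviations 0.0352 for the 4 same-numbered pairs against -0.0115 for the others), 236 genes differed, 74 higher and 135 lower past 2.5-fold. With DESeq2, 2111 genes differed, 342 higher and 1049 lower past 2.5-fold. A fit of the bSC and dSC libraries alone gave 485 genes. Leaving out each of these libraries in turn gave from 325 to 800 genes. In each of these fits more genes fell than rose past 2.5-fold in bSCs. The fits share the same bSC libraries, in which 11735 to 12606 genes were detected, against 12432 to 14715 in dSCs. Loss of transcripts in preparation is therefore not excluded as a source of this bias, and none of these fits tests it. From these counts, the paper concludes that bSCs and dSCs differ about as much as dSCs and iSCs, with a bias toward lower expression in the bridge.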

We generated seven gene clusters by K-means clustering of expression ratios that were further examined by GO analysis and combined with GSEA analysis of the entire dataset (Figures 2A and 2B; Table S4). 

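The K-means clusters of Table S4 were followed in the deposited counts, with edgeR's fold changes. They were selected by the paper on these libraries, so their direction is not an independent test. Cluster 1 (204 genes tested) had a median log2 fold change of 1.61 from iSCs to dSCs and of -2.37 from dSCs to bSCs, and each of its genes was lower in bSCs than in dSCs. Cluster 7 (29 genes tested) rose by a median of 7.37 in dSCs over iSCs and had a median of -8.84 in bSCs over dSCs. Cluster 2 (153 genes tested) was higher in bSCs than in dSCs by a median of 1.90 and higher than in iSCs by 2.26, and 99 of its genes passed edgeR's adjusted p between bSCs and dSCs. Cluster 6 (118 genes tested) was lower in dSCs than in iSCs (median -1.87) and higher in bSCs than in dSCs (median 2.15). Clusters 3, 4 and 5 were lower in bSCs than in dSCs by medians of -5.52, -9.37 and -2.02.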

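Scores of Reactome gene sets were compared between bSCs and dSCs. The innate immune score (442 genes) was 4.54 ± 0.27 (SD, n = 4) in bSCs and 5.17 ± 0.23 (SD, n = 4) in dSCs, a difference of -0.63 in mean log2 CPM (exact permutation test, p = 0.0286). The cytokine signaling score (191 genes) differed by -0.79 (exact permutation test, p = 0.0286) and the extracellular matrix score (197 genes) by -0.68 (exact permutation test, p = 0.0286). Past edgeR's adjusted p, 13 innate immune genes were higher and 20 lower in bSCs, and 10 matrix genes were higher and 17 lower. For the cytokine set these counts went against the score, with 8 genes higher and 2 lower. Without a threshold, 62 cytokine genes were higher and 128 lower. Each of the 4 pairs with the same pool number was lower in bSCs for these 3 sets, a number of pairs that cannot give an exact p under 0.125. All 4 numbers are shared, so the mean paired differences equal the differences given by arithmetic. Relative to the mean of all genes in each library, which was itself lower in bSCs, the differences were -0.18, -0.35 and -0.24, with exact permutation p of 0.114, 0.143 and 0.229. The score of the generic transcription pathway (151 genes) was 4.76 ± 0.18 (SD, n = 4) in bSCs and 4.93 ± 0.19 (SD, n = 4) in dSCs, a difference of -0.17 that lay within the spread between libraries (exact permutation test, p = 0.286). Relative to the mean of all genes its direction changed, with a difference of 0.27 (exact permutation test, p = 0.0286). Marker genes of macrophages were also lower in bSCs, by -1.49 in mean log2 CPM (exact permutation test, p = 0.0286), as were those of fibroblasts, by -2.90 (exact permutation test, p = 0.0286), so that fewer macrophages or fibroblasts in the sorted cells are not ruled out as a source of the lower immune and matrix scores. Ccl2 was lower in bSCs (log2 fold change -3.55, standard error 0.75, adjusted p = 0.0190 from edgeR).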

Our analysis revealed a downregulation in genes essential to the repair program in bSCs, such as genes involved in inflammation, immune signaling, and ECM production, and a decrease in transcriptional activity. In contrast, genes involved in cell division, growth, and metabolism were strongly upregulated, suggesting that bridge cells might have an increased proliferative capacity. 

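The DNA replication score (98 genes) was 5.99 ± 0.31 (SD, n = 4) in bSCs and 5.03 ± 0.29 (SD, n = 4) in dSCs, a difference in mean log2 CPM of 0.96 (exact permutation test, p = 0.0286). Of its genes, 15 were higher and 0 lower in bSCs past edgeR's adjusted p. The cell cycle score (383 genes) was 5.22 ± 0.33 (SD, n = 4) in bSCs and 4.58 ± 0.32 (SD, n = 4) in dSCs, a difference of 0.64 with an exact permutation p of 0.0571. Relative to the mean of all genes in each library the cell cycle difference was 1.09 (exact permutation test, p = 0.0286). The score of the citric acid cycle and respiratory electron transport (118 genes) differed by 0.23 (exact permutation test, p = 0.2), and by 0.67 relative to the mean of all genes (exact permutation test, p = 0.0286). Within the pairs that share a pool number, 4 of 4 were higher in bSCs for DNA replication and the cell cycle and 3 of 4 for the citric acid cycle. Tested as pairs, 4 cannot give an exact p under 0.125. Aurkb, which encodes a mitotic kinase, rose from 15.5 ± 13.7 CPM in dSCs to 76.8 ± 19.7 CPM in bSCs (log2 fold change 2.31, standard error 0.60, adjusted p = 0.0534 from edgeR). From the gene sets that rose, the paper proposes that bridge cells have an increased capacity to proliferate.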

To test this more directly, we measured cell proliferation *in vivo* by pulsing *tdTom*^*SC*^ mice with EdU for 4 hr from 4 to 10 days post-transection, a timeline encompassing all stages of SC migration into the bridge (Figure S2B). Consistent with the RNA-seq data, more EdU^+^ SCs were detected in the bridge than in distal stump at all time points (Figures 2C and 2D), indicating that bSCs are more proliferative than their distal counterparts.

**Figure 2:**
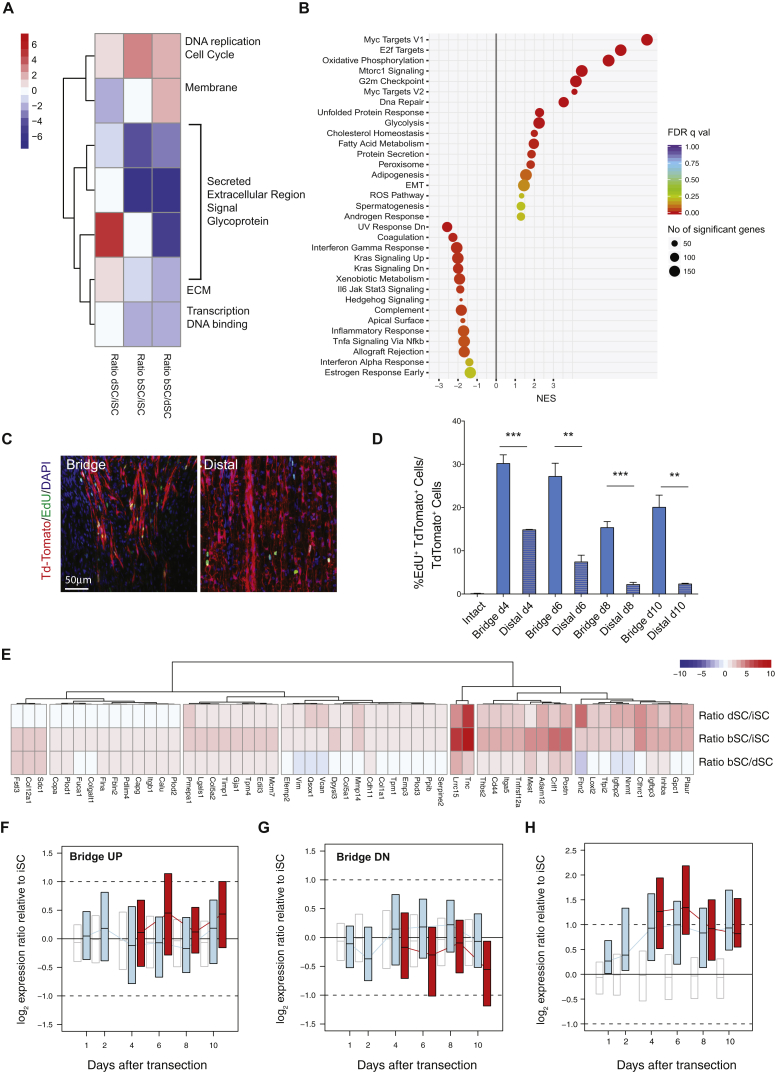
Bridge and Distal SCs Have Distinct Molecular Signatures (A) Seven k-means clusters of dSC:iSC, bSC:iSC and bSC:dSC expression ratios. Colors represent the mean of log_2_ expression ratios in each cluster and condition. Selected functional categories enriched in each cluster are shown. Cluster numbers from top to bottom: 2,6,3,4,7,1,5, as in Table S4. (B) GSEA enrichment analysis of preranked bSC:dSC ratios for MSigDB hallmarks. Gene sets with FDR q values <0.25 are plotted relative to normalized enrichment scores (NES). Categories with negative or positive NES are down- or upregulated, respectively, in bSCs. Circle size denotes the number of enriched genes in each category and circle colors represent FDR q values as indicated. (C) Representative EdU staining (green) of actively proliferating tdTomato^+^ SCs in the bridge and distal stump 6 days post-transection. (D) Quantification of EdU^+^/tdTomato^+^ SCs relative to total tdTomato^+^ SCs in the bridge and distal nerves at 4, 6, 8, and 10 days post-transection and in the intact nerve (mean ± SEM). n = 6 at day 6 and n = 3 at days 4, 8, and 10, ^∗∗^p < 0.01 and ^∗∗∗^p < 0.001, two-tailed paired Student’s t test. (E) Hierarchical clustering of log_2_ expression ratios for genes belonging to the “epithelial mesenchymal transition” MSigDB hallmark. Genes significantly upregulated (adj. p < 0.05) in bSCs compared to iSCs are shown. Rows are dSC:iSC, bSC:iSC, and bSC:dSC log_2_ ratios from top to bottom. (F–H) RNA-seq time course analysis of dSC and bSC gene expression changes after sciatic nerve transection. dSC:iSC (blue) or bSC:iSC (red) expression ratios are plotted relative to time after injury for the genes (F) upregulated in bSCs relative to dSCs from figure S2A, (G) downregulated in bSCs relative to dSCs from S2A, and (H) belonging to the EMT signature from (E). Boxes denote the interquartile range, and black strikes denote the median of ratios in the list. Open boxes represent dSC:iSC ratios for all genes as a reference. Data from cells isolated from single nerves are shown; n = 3–4 per time point. See also Figure S2.

GSEA analysis indicated that the EMT and active Myc signatures detected upon transition from iSCs to dSCs were further enriched in bSCs, indicative of a potential change in differentiation state (Figure 2B). Indeed, closer examination of the bridge EMT signature revealed that bSCs had a more pronounced mesenchymal signature than did dSCs, with many EMT genes being more highly expressed in bSCs than in dSCs (Figure 2E). 

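The 56 EMT genes of Figure 2E had a mean log2 CPM of 8.32 ± 0.28 (SD, n = 4) in bSCs, 7.48 ± 0.17 (SD, n = 4) in dSCs and 5.73 ± 0.44 (SD, n = 4) in iSCs. The difference of 0.84 between bSCs and dSCs was larger than the spread between libraries (exact permutation test, p = 0.0286). The 4 pairs with the same pool number were each higher in bSCs, a number of pairs that cannot give an exact p under 0.125. The paper chose the list for higher expression in bSCs than in iSCs of these libraries, so the score of bSCs is not independent of that choice. Marker genes of endothelial cells differed by 1.08 in mean log2 CPM (exact permutation test, p = 0.2), with at least 5.44 in each of bSC replicates 1, 2 and 3, above each dSC library (highest 4.91), and 3.31 in replicate 5, below each (lowest 3.51). The EMT scores of these bSC libraries were 8.31, 8.29, 7.99 and 8.68. Of the 56 genes, 46 were higher in bSCs than in dSCs, 18 of them past an adjusted p of 0.05 in edgeR's test, and 1 was lower past it. The largest increase was in Lrrc15, on chromosome 16 of the mouse build NCBIM37 (30269388 to 30283342, - strand), which rose from 7.16 ± 8.02 CPM (SD, n = 4) in dSCs to 149 ± 72.7 CPM (SD, n = 4) in bSCs, a log2 fold change of 4.38 (standard error 1.05, adjusted p = 0.0309 from edgeR). Mest and Col12a1 had log2 fold changes of 2.82 and 2.79, with edgeR's adjusted p of 0.0268 and 0.0317. The largest decrease was in Fbn2 (log2 fold change -2.66, standard error 0.55, adjusted p = 0.0165 from edgeR). From the higher expression of many EMT genes, the paper concludes that bSCs are more mesenchymal than dSCs.

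**Figure D2:**
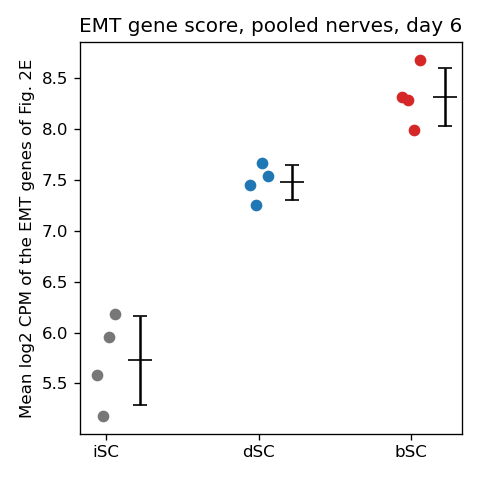
Each coloured point is one pooled-nerve library of day 6, by region on the x axis, and the y axis gives the mean log2 CPM of the 56 EMT genes of Figure 2E. Black marks and bars show the mean and SD of the 4 libraries, which rise from 5.73 in iSCs to 7.48 in dSCs and 8.32 in bSCs.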

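Cdh1 encodes E-cadherin and lies on chromosome 8 of NCBIM37 (109127251 to 109194146, + strand). In iSCs it had 96.0 ± 33.9 CPM (SD, n = 4), with 618 to 2073 counts per library. In dSCs it had 0.0706 ± 0.0816 CPM (SD, n = 4), with 0 or 2 counts per library. In bSCs it had 3.84 ± 6.34 CPM (SD, n = 4), of which 154 counts were in one library, 46 in another and 0 in the other two. The log2 fold change from iSCs was -10.22 in dSCs (standard error 1.92, adjusted p = 0.00872 from edgeR) and -4.66 in bSCs (standard error 1.43, adjusted p = 0.0441 from edgeR). With the pool number as a replicate block they were -12.09 and -7.73 (adjusted p = 0.0224 and 0.0455 from edgeR). The difference between bSCs and dSCs, a log2 fold change of 5.57, had an adjusted p of 0.0725 from edgeR. With counts this low in dSCs, the size of the fold change depends on how a count of 0 is treated.

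**Figure D3:**
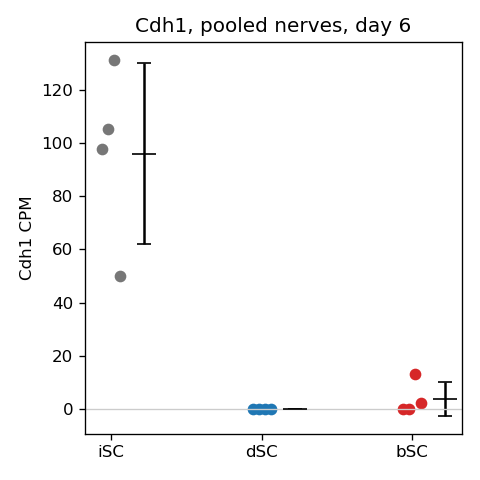
Each coloured point is one pooled-nerve library of day 6, by region on the x axis, and the y axis gives the CPM of Cdh1. Black marks and bars show the mean and SD of the 4 libraries, 96.0 CPM in iSCs, 0.0706 CPM in dSCs and 3.84 CPM in bSCs.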

Of note, a similar decrease in *Cdh1* expression, a hallmark of the EMT, was detected in both dSCs and bSCs (dSCs/iSCs: −5.13, p = 1.52e^−6^; bSCs/iSCs: −3.33, p = 2.5e^−3^). To further assess these differences and determine whether they are distinctive properties of bSCs throughout repair, we carried out time-course analysis of bSC and dSC transcriptomes by RNA-seq (Table S6). SCs were acutely FACS-sorted from the bridge and distal stumps of single transected or contralateral intact nerves. dSCs were analyzed at days 1, 2, 4, 6, 8, and 10; nerve-matched bSCs were analyzed from day 4, the earliest time point at which invasion into the bridge occurs, up to day 10 (Figure S2B). 

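The time course has 35 libraries of sorted SCs from single nerves: 5 of intact nerves, 3 of dSCs at each of days 1, 2, 4, 6, 8 and 10, and 3 of bSCs at each of days 4, 6, 8 and 10. The paper's methods state 4 intact nerves, whereas the labels and Table S6 list 5, and all 5 were used here. The authors deposited raw HTSeq counts per gene for each library, made as for the pooled nerves. Between 9240883 and 22426128 reads per library were counted on genes, with a median of 13149913. In each group of day and region the median lay between 11927565 and 21042325. Genes with at least 1 count numbered from 10042 to 15815. As in the paper's methods, genes with at least 100 counts in at least 85% of the libraries were kept, which left 7171 genes. The 4 libraries with the fewest detected genes, 2 of intact nerves and 1 each of dSCs at day 1 and day 2, had TMM factors down to 0.459. bSC and dSC libraries were paired by the animal given in the labels, which gave 10 pairs: 3 at each of days 4, 6 and 8 and 1 at day 10, where the labels of one bSC library conflict. Within days, the correlation of deviations of libraries of one animal was 0.415 at day 4, 0.102 at day 6 and -0.0127 at day 8, against -0.205, -0.0511 and 0.00587 for libraries of different animals. The animal labels were also compared with sex-specific transcripts, and in 6 of the 10 pairs both libraries carried those of the same sex. Differences in gene list scores over the pairs were tested with exact sign-flip permutation tests (two-sided), for which 0.00195 is the smallest p that 10 pairs allow, and each was repeated with no replicate block, that is unpaired.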

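The genes that differed between bSCs and dSCs in the pooled nerves past 2.5-fold were scored in the single nerves. The 146 scored genes that were higher in bSCs had a mean paired difference of 0.60 ± 0.43 in mean log2 CPM (SD, n = 10 pairs), higher in bSCs in 8 of 10 pairs (exact sign-flip permutation test, p = 0.00781). By day, the mean difference was 0.39 at day 4, 0.86 at day 6, 0.40 at day 8 and 1.04 in the single pair of day 10 (0.61 over all 3 libraries of each region). The 185 scored genes that were lower in bSCs had a mean paired difference of -1.0 ± 0.68 (SD, n = 10 pairs), lower in 9 of 10 pairs (exact sign-flip permutation test, p = 0.00586). By day, it was -0.48 at day 4, -1.40 at day 6, -0.80 at day 8 and -1.97 in the pair of day 10 (-1.27 over all libraries). A dependence on the day was not detectable for either list (exact permutation test over 16800 arrangements, p = 0.36 and 0.128). Gene by gene, 0, 1, 0 and 1 genes of 7171 differed between bSCs and dSCs at days 4, 6, 8 and 10 with edgeR's adjusted p under 0.05, and 76, 455, 53 and 209 had an unadjusted p under 0.05. With the animal as a replicate block, 20 genes differed at day 6 and 0 at days 4 and 8.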

Importantly, this analysis revealed that the differences in gene expression between bSCs and dSCs observed at day 6 are established as soon as bSCs enter the bridge and are maintained over time (Figures 2F and 2G). Similarly, genes associated with repair (k-means clusters 1 and 7) were downregulated in bSCs at all time points (Figures S2C and S2D). In contrast, the increase in EMT genes was restricted to time points at which bSCs invade into the bridge, in that this increase began at day 4, peaked at day 6, and subsided at day 8, when invasion is largely complete (Figures 2H and S2B). 

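Cluster 1 of Table S4 (101 genes scored) had a mean paired difference between bSCs and dSCs of -0.78 ± 0.58 in mean log2 CPM (SD, n = 10 pairs), lower in bSCs in 9 of 10 pairs (exact sign-flip permutation test, p = 0.00586). The mean was -0.44 at day 4, -1.15 at day 6, -0.57 at day 8 and -1.27 in the single pair of day 10 (-0.99 over all 3 libraries of each region). At day 8 one of 3 pairs was higher in bSCs. Only 6 of the 35 genes of cluster 7 found in the counts passed the filter on counts in single nerves. Their mean paired difference was -2.21 ± 1.72 (SD, n = 10 pairs), lower in 8 of 10 pairs (exact sign-flip permutation test, p = 0.0137). It was -0.67 ± 1.21 (SD, n = 3 pairs) at day 4, smaller than the spread between pairs, and -3.31, -1.99 and -4.23 at days 6, 8 and 10 (-2.79 over all libraries of day 10). Unpaired, with no replicate block, the differences were -0.79 for cluster 1 and -2.19 for cluster 7 (exact permutation test within days, p = 0.00173 and 0.00226).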

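The EMT genes of Figure 2E (51 scored in single nerves) had a mean paired difference between bSCs and dSCs of 0.41 ± 0.32 in mean log2 CPM (SD, n = 10 pairs), higher in bSCs in 10 of 10 pairs (exact sign-flip permutation test, p = 0.00195). The mean was 0.36 ± 0.33 (SD, n = 3 pairs) at day 4, 0.54 ± 0.43 (SD, n = 3) at day 6 and 0.23 ± 0.20 (SD, n = 3) at day 8, and 0.71 in the single pair of day 10. Over all libraries of day 10, the score was 8.18 ± 0.51 (SD, n = 3) in bSCs and 8.03 ± 0.16 (SD, n = 3) in dSCs, a difference of 0.15, and the lowest bSC library (7.61) lay below each dSC library of that day. Its dependence on the day was not detectable (exact permutation test over 16800 arrangements, p = 0.546), and days accounted for 0.270 of the sum of squares. Unpaired, with no replicate block, the difference over the 24 libraries was 0.32 (exact permutation test within days, p = 0.0115), and a dependence on the day was not detectable either (permutation test, p = 0.694). Marker genes of endothelial cells were higher in bSCs by 0.83 on average, in 8 of the 10 pairs (exact sign-flip permutation test, p = 0.0117), so RNA of such cells is not excluded as a source of the EMT difference. From Figure 2H, the paper concludes that the increase is restricted to the days of invasion.

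**Figure D4:**
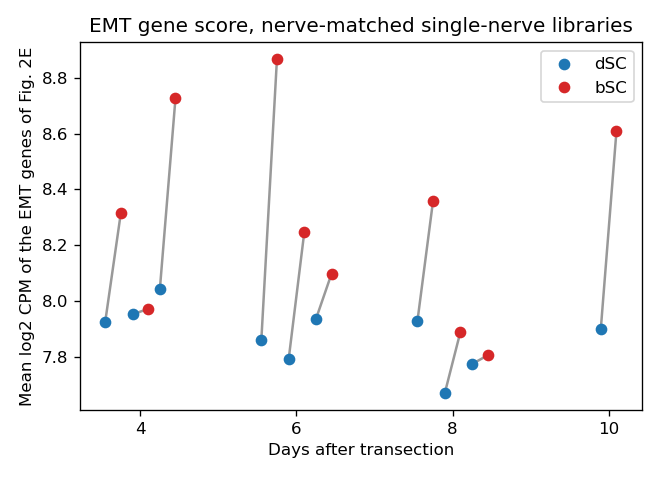
Each line joins the dSC (blue) and the bSC (red) library of one animal of the labels, by day after transection on the x axis, and the y axis gives the mean log2 CPM of the EMT genes of Figure 2E in single nerves. The bSC library is the higher in each of the 10 pairs, by 0.23 on average at day 8 and 0.54 at day 6.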

Importantly, this enhanced EMT signature was never detected in dSCs, indicating that it is a bridge-specific phenotype (Figure 2H). 

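In dSCs of single nerves, the EMT score was 7.06 ± 0.43 (SD, n = 3) at day 1, 7.46 ± 0.43 at day 2, 7.97 ± 0.06 at day 4, 7.86 ± 0.07 at day 6, 7.79 ± 0.13 at day 8 and 8.03 ± 0.16 at day 10, against 6.31 ± 0.70 (SD, n = 5) in intact nerves, of which 2 libraries were among the 4 with the fewest detected genes. The difference from intact nerves was 0.76 at day 1 (exact permutation test, p = 0.143), 1.15 at day 2 (exact permutation test, p = 0.0893) and 1.67, 1.56, 1.49 and 1.72 at days 4, 6, 8 and 10 (exact permutation test, p = 0.0179 at each, the smallest that 3 against 5 libraries allow). In bSCs the difference from intact nerves was 2.03 at day 4, 2.10 at day 6, 1.71 at day 8 and 1.87 at day 10, with the same exact permutation p at each day.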

Together, these results indicate that bridge SCs are a molecularly distinct subpopulation of dedifferentiated cells with reduced repair-promoting ability and with increased proliferation and differentiation toward the mesenchymal lineage.

### TGFβ Signaling Reprograms Bridge SCs to Invasive Mesenchymal-like Cells

The ECM and cellular composition of the bridge microenvironment is markedly different from the rest of the injured nerve (Cattin et al., 2015, McDonald et al., 2006, Parrinello et al., 2010). We therefore hypothesized that wound-specific extracellular signals might underlie the distinct molecular profile of bSCs. TGFβ is a particularly good candidate for this because it is a master regulator of the EMT and wound healing and has been previously linked to PNS regeneration (D’Antonio et al., 2006, Lamouille et al., 2014; reviewed in Mirsky et al., 2008). We therefore examined TGFβ activity in the regenerating nerve using two approaches. First, we coimmunostained wild-type nerves 6 days after cut for phosphorylated Smad3 (p-Smad3), the canonical downstream effector of the TGFβ pathway (Shi and Massagué, 2003), and also S100β, which labels all SCs in the injured nerve (Figure S1E). Consistent with previous reports of increased TGFβ levels upon injury, p-smad3^+^/S100β^+^ cells could be detected throughout the cut nerve, but their number strongly increased in the bridge, indicating that TGFβ signaling activity is maximal in bSCs (Figures 3A and 3B) (Mirsky et al., 2008). Similar results were obtained in *tdTom*^*SC*^ nerves (Figure S3A). Second, we interrogated the *in vivo* SC transcriptome for signatures of active TGFβ signaling. 

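Primary rat SCs were cultured with TGFβ at 10 ng/ml or without it for 16 h, with 3 libraries of each, made with a strand-specific kit from more RNA than the sorted cells gave. The authors aligned the reads with TopHat to the rat genome (build Rnor_5.0), assigned them to genes with HTSeq and deposited the raw count of each of 26405 genes, listed by Ensembl identifier. The deposited counts hold few reads on genes. They were 453505 to 565296 per control library (median 516724) and 412821 to 487243 per TGFβ library (median 459187), between 0.992% and 1.353% of the uniquely aligned reads. The part of Table S2 read here sums to more normalized counts than were deposited for any of these libraries as a whole. The counts behind the paper's rat results may therefore differ from those used here. A single gene took from 10.64% to 22.49% of each library's counts. After edgeR's filter on low counts, 3888 genes were tested with its quasi-likelihood test, with TMM factors from 0.711 to 1.34. The control and TGFβ libraries share rat numbers in the labels, and libraries with the same number deviated together (mean correlation of deviations 0.405 for the 3 same-numbered pairs, against -0.203 for the others). The fit with the rat number as a replicate block is given beside the unpaired fit. No table used here pairs the rat identifiers with gene symbols, so single rat genes are given by identifier.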

To generate Schwann-cell-specific TGFβ signatures, we performed RNA-seq of *in vitro* rat SCs that were cultured in the presence or absence of recombinant TGFβ for 16 hr. Transcripts differentially expressed in response to TGFβ treatment were used as signature gene sets for GSEA analysis of the *in vivo* datasets (Table S5). 

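At the thresholds of Table S5 (adjusted p under 0.0001 and more than 2-fold), 1 gene was higher and 0 were lower with TGFβ in edgeR's quasi-likelihood test of the deposited counts. At an adjusted p under 0.05, 7 genes were higher and 1 lower, and 232 of 3888 genes had an unadjusted p under 0.05. With the rat number as a replicate block (paired as in the labels), 24 genes were higher and 9 lower at the thresholds of Table S5. The gene past these thresholds, ENSRNOG00000001414, rose from 38.2 ± 18.9 CPM (SD, n = 3) in control cultures to 461 ± 134 CPM (SD, n = 3) with TGFβ, a log2 fold change of 3.56 (standard error 0.46, adjusted p = 9.3e-05 from edgeR). ENSRNOG00000017210 fell from 1115 ± 986 CPM to 166 ± 74.3 CPM (log2 fold change -2.75, standard error 0.53, adjusted p = 0.0139 from edgeR). The signatures scored in the nerve libraries are therefore the paper's own lists of Table S5, with 132 genes up and 42 down.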

As shown in Figure 3C, we found that the Schwann-cell-specific TGFβ signatures were enriched significantly in bSCs, but not in iSCs or dSCs. 

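The genes of Table S5 were scored in the pooled nerves, and bSCs were compared with the 8 libraries of iSCs and dSCs. The score of the genes raised by TGFβ (121 scored) was 4.00 ± 0.35 (SD, n = 4) in bSCs and 3.94 ± 0.25 (SD, n = 8) in iSCs and dSCs, a difference of 0.06 within the spread between libraries (exact permutation test, p = 0.723). Relative to the mean of all genes in each library, which was lower in bSCs, the difference was 0.60 (exact permutation test, p = 0.00404). The score of the genes lowered by TGFβ (37 scored) was 2.69 ± 0.17 (SD, n = 4) in bSCs and 4.14 ± 0.44 (SD, n = 8) in the others, a difference of -1.46 (exact permutation test, p = 0.00202, the smallest that 4 against 8 allow). Paired by pool number, the differences were 0.02 and -1.48. Between bSCs and dSCs, 11 of the raised genes were higher and 2 lower past edgeR's adjusted p. The largest increase was in Kit, which had 6.70 ± 7.81 CPM (SD, n = 4) in bSCs, with 0 counts in bSC replicate 5, and no count in dSCs (log2 fold change 9.67, standard error 2.44, adjusted p = 0.0480 from edgeR). In iSCs Kit had 11.8 ± 11.8 CPM (SD, n = 4), so that bSCs were not higher than iSCs (log2 fold change -0.82, adjusted p = 0.806 from edgeR). The largest decrease past the threshold was in Rspo1 (log2 fold change -8.45, standard error 1.70, adjusted p = 0.0151 from edgeR). From Figure 3C, the paper reports that the TGFβ signatures are enriched in bSCs and not in iSCs or dSCs.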

To further assess TGFβ activity throughout the formation and invasion of bSC cords, we next examined TGFβ signature genes in the RNA-seq time course data. 

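The paper followed the 30 TGFβ-raised genes with the highest significant ratios of bSCs to dSCs. In edgeR's test only 11 genes of Table S5 were higher in bSCs past an adjusted p of 0.05, of which 10 passed the filter in single nerves. Their mean paired difference between bSCs and dSCs was 0.68 ± 0.60 in mean log2 CPM (SD, n = 10 pairs), higher in bSCs in 9 of 10 pairs (exact sign-flip permutation test, p = 0.00391). By day, the mean was 0.46 at day 4 (3 of 3 pairs higher), 0.75 at day 6 (3 of 3), 0.52 at day 8 (2 of 3) and 1.65 in the single pair of day 10 (0.82 over all 3 libraries of each region). No dependence on the day was detectable (exact permutation test over 16800 arrangements, p = 0.408). The score itself was 6.38 ± 0.42, 6.92 ± 0.70, 6.60 ± 0.63 and 7.29 ± 0.48 (SD, n = 3 each) in bSCs at days 4, 6, 8 and 10, and 7.27 ± 0.32 and 6.90 ± 0.30 (SD, n = 3 each) in dSCs at days 1 and 2, which have no bSC libraries. These differences between days were not tested. Unpaired, with no replicate block, the difference was 0.64 (exact permutation test within days, p = 0.00178). These genes were chosen for being higher in bSCs of the pooled nerves. The 146 genes chosen in a like way (past 2.5-fold), whatever their response to TGFβ, differed by 0.60 over the same pairs. The difference is therefore not shown to be specific to TGFβ-raised genes, and the whole list was not scored in single nerves.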

We found that TGFβ target gene expression is increased in bSCs relative to dSCs at all time points, confirming that TGFβ signaling is highest in invading bSCs within regenerating cut nerves (Figure 3D). Consistent with these findings, TGFβ mRNA levels were highly enriched in the bridge microenvironment; this was judged by qRT-PCR analysis of acutely FACS-sorted tdTomato^−^ bridge cells compared to tdTomato^+^ SCs (Figure S3B). Furthermore, the bridge contained large numbers of p-Smad3^+^/S100β^−^ cells—many of which were fibroblasts and endothelial cells, the most abundant cell types in this region—and fibroblasts expressed higher levels of TGFβ than SCs *in vitro* (Figures S3C–S3E) (Cattin et al., 2015, Parrinello et al., 2010).

**Figure 3:**
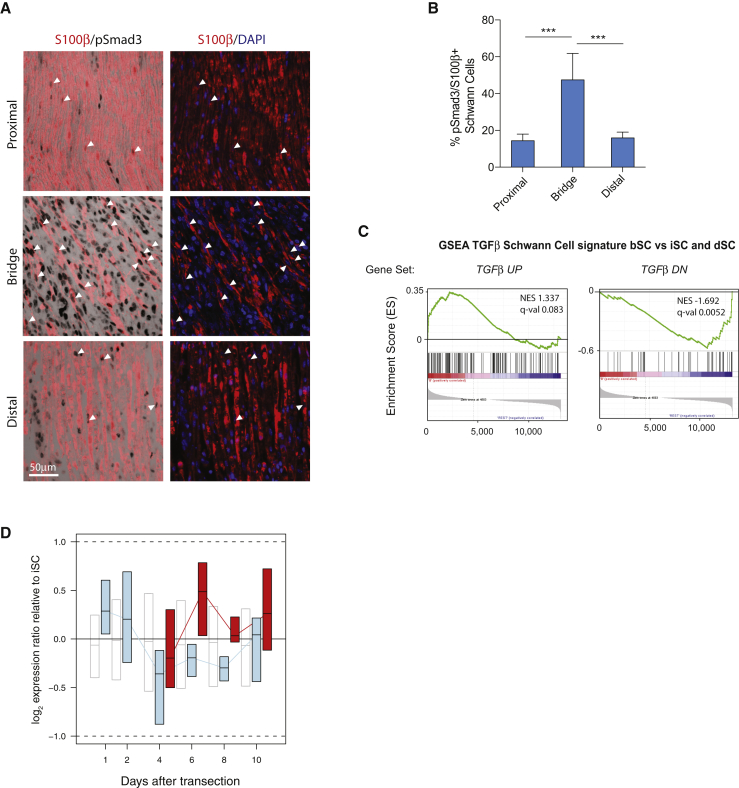
TGFβ Signaling Is Increased in the Nerve Bridge (A) p-Smad3 expression in the proximal (top), bridge (middle), and distal (bottom) nerve 6 days post-transection. Paraffin sections were stained for p-Smad3 (DAB), the SC marker S100β (red), and DAPI (blue). White arrowheads indicate p-Smad3 colocalization with SC nuclei. (B) Quantification of p-Smad3-expressing SCs in each region (mean ± SEM). n = 9, ^∗∗∗^p < 0.001, one-way ANOVA with Bonferroni correction. (C) GSEA enrichment plots of bSCs compared to dSCs and iSCs for the SC-specific transcriptional response to TGFβ (this study). TGFβ UP and TGFβ DN gene sets are up- or downregulated, respectively, by TGFβ. (D) RNA-seq time course analysis of dSC or bSC gene expression changes after sciatic nerve transection. dSC:iSC (distal:intact; blue) or bSC:iSC (bridge:intact; red) expression ratios are plotted relative to time after injury for the 30 TGFβ UP genes with the highest significant bSC:dSC ratios in the dataset in (C) (p < 0.05). Boxes denote the interquartile range, and black strikes denote the median of ratios in the list. Open boxes represent dSC:iSC expression ratios for all genes as a reference. Data from cells isolated from single nerves are shown; n = 3–4 per time point. See also Figure S3.

To understand the functional role of TGFβ signaling in the bridge, genes that were commonly upregulated in both bSCs and TGFβ-treated rat SCs were compared to GSEA Hallmark gene sets. This identified the EMT signature as the most significantly enriched gene set (p = 5.86e^−15^), indicating that TGFβ may be primarily involved in driving the increased mesenchymal transition of bSCs. 

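The overlap of the TGFβ-raised genes with the EMT genes was counted among the 996 genes that were higher in bSCs than in iSCs in edgeR's test. Of these, 12 are in the raised list of Table S5 and 45 in the EMT list of Figure 2E. Both lists hold 4 of them. This is 33.3% of the TGFβ-raised genes against 4.17% of the others, an odds ratio of 11.4 (Fisher's exact test, two-sided, p = 0.00138). Among the 649 genes higher by more than 2.5-fold the odds ratio was 9.69 (Fisher's exact test, p = 0.00259). The gene sets that the paper ranked were not used here, so the rank of the EMT set among them was not examined.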

In agreement with this, qRT-PCR analysis confirmed that many bSC-specific EMT genes were TGFβ targets (Figure S4A).

Next, we assessed the effects of loss of TGFβ function in bSCs. We ablated TGFβ receptor (TGFR) activity specifically in SCs by crossing the *P0A-Cre* strain to mice carrying conditional *Tgfbr2* alleles, which encode for the obligatory component of the TGFβ receptor complex TGFβ receptor 2 protein (hereafter referred to as *Tgfbr2*^*ΔSC*^) (Levéen et al., 2002). Genomic recombination of the *Tgfbr2*-floxed alleles in the adult sciatic nerves of *Tgfbr2*^*ΔSC*^ mice was confirmed by PCR analysis (Figure S4B). To assess recombination efficiency and functional inactivation of the pathway, *Tgfbr2*^*fl/fl*^ and *Tgfbr2*^*ΔSC*^ nerves were immunostained for p-smad3 and S100β, as in Figure 3. This showed efficient, but variable, SC-specific loss of TGFR activity (60% to 80% of all SCs), consistent with previous studies (Figures S4C and S4D) (Giovannini et al., 2000, Zheng et al., 2008). Importantly, ultrastructural analysis by electron microscopy of intact *Tgfr2*^*ΔSC*^ adult sciatic nerves revealed that they were similar to controls, indicating that this model can be used to study PNS regeneration in the absence of confounding developmental defects (Figures S4E–S4G).

Six days following transection, *Tgfbr2*^*ΔSC*^ and *P0A-Cre*^*−*^ *Tgfbr2*^*fl/fl*^ control nerve bridges were immunostained for S100β, and SC regrowth from the proximal stump was examined by quantifying the average SC cord length and maximal migrated distance into the bridge. This revealed a marked defect in bridge regeneration in *Tgfbr2*^*ΔSC*^ compared to controls (Figure 4A). In control nerves, numerous parallel SC cords invaded and migrated robustly into the bridge, as expected (McDonald et al., 2006, Parrinello et al., 2010). In contrast, in *Tgfbr2*^*ΔSC*^ mice, SC invasion was uneven and severely stunted, with cells extending much shorter distances from the proximal stump (Figures 4B and 4C). To determine whether this phenotype depended on loss of TGFβ-induced mesenchymal traits, we crossed *Tgfbr2*^*ΔSC*^ to *tdTomato* reporter mice, FACS-sorted bSCs from day-6 cut nerves of the resulting *tdTom*;*Tgfbr2*^*ΔSC*^ and littermate controls, and measured expression of bSCs-specific EMT genes by qRT-PCR. We found that the EMT signature was significantly downregulated in bSCs, but not in dSCs of *Tgfbr2*^*ΔSC*^ (Figures 4D, S4J, and S4K). In addition, we carried out Boyden chamber assays and found that TGFβ treatment significantly increases the ability of cultured rat and *Tgfbr2*^*fl/fl*^ mouse SCs to invade through fibronectin, a major component of the bridge ECM (Figure 4E) (Cattin et al., 2015). In contrast, although SCs themselves produce TGFβ (Figure S3E), neither pharmacological inhibition of TGFR in rat cells using two highly selective inhibitors (Akhurst and Hata, 2012) nor genetic deletion of *Tgfbr2* in mouse SCs that were freshly isolated from *Tgfbr2*^*fl/fl*^ mice affected invasion (Figures 4F, S4H, and S4I). Together, these results indicate that basal TGFR signaling is dispensable for sustaining the invasive ability of SCs. Rather, activation of TGBR by extrinsic TGFβ in the bridge enhances SC invasiveness.

**Figure 4:**
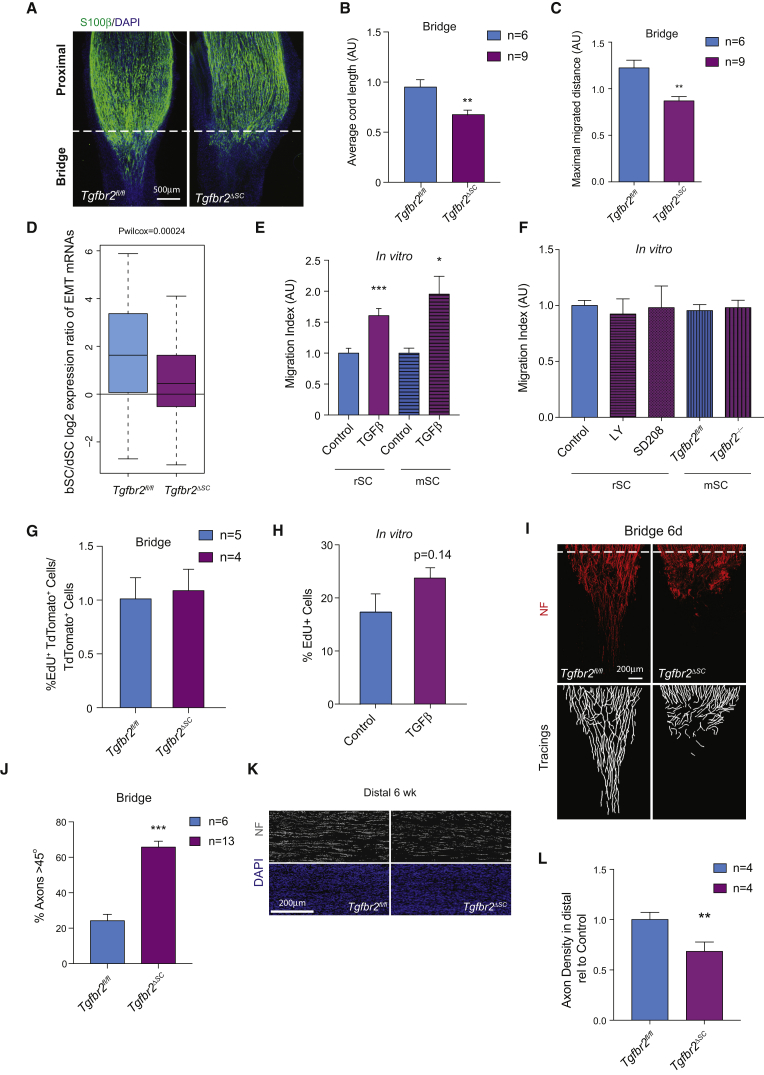
TGFβ Drives SC Invasion into the Bridge (A) Representative immunofluorescence staining for the SC marker S100β (green) in longitudinal sections of regenerating proximal stumps of *Tgfbr2*^*ΔSC*^ mice and P0A-Cre^−^ control littermates *Tgfbr2*^*fl/fl*^ 6 days post-transection. Nuclei are stained with DAPI. Dashed lines mark the border between the proximal stump and the nerve bridge. (B) Average length of the SC cords from the *Tgfbr2*^*ΔSC*^ and *Tgfbr2*^*fl/fl*^ cut nerves from (A) (mean ± SEM). n = 6 for *Tgfbr2*^*fl/fl*^, n = 9 for *Tgfbr2*^*ΔSC*^, ^∗∗^p < 0.01, two-tailed paired Student’s t test. (C) Maximal migrated distance of the SC cords from *Tgfbr2*^*ΔSC*^ and *Tgfbr2*^*fl/fl*^ cut nerves from (A) (mean ± SEM). n = 6 for *Tgfbr2*^*fl/fl*^, n = 9 for *Tgfbr2*^*ΔSC*^, ^∗∗^p < 0.01, two-tailed paired Student’s t test. (D) qRT-PCR analysis of the bridge-specific mesenchymal gene signature in bSCs and dSCs FACS-sorted from single nerves of *tdTom;Tgfbr2*^*fl/fl*^ and *tdTom;Tgfbr2*^*ΔSC*^ mice. Boxplots represent log_2_ bSC:dSC expression ratios of 24 bridge-specific EMT genes. Pooled data for *Tgfrb2*^*fl/fl*^ (blue bar, n = 6) and *Tgfbr2*^*ΔSC*^ (purple bar, n = 5) mice are shown; p_Wilcoxon_ = 0.00024. The whiskers extend to the most extreme data point, which is no more than 1.5× the interquartile range from the box. (E) SC invasion through fibronectin-coated Boyden chambers in the absence or presence of TGFβ. Rat SCs (rSC, solid bars) and mouse SCs (mSC, hatched bars) were treated with vehicle (blue bar) or TGFβ (purple bar, 10 ng/mL) (mean ± SEM). n = 3, ^∗^p < 0.05, ^∗∗∗^p < 0.001, one-way ANOVA. (F) SC invasion through fibronectin-coated Boyden chambers upon inhibition of TGFR signaling. Rat SCs (rSC) were left untreated or treated with TGFR inhibitors LY2157299 (LY; purple hatched bar) or SD208 (SD; purple spotted bar) for 24 hr prior to the assay. Mouse SCs (mSC) were either wild-type (*Tgfbr2*^*fl/fl*^, blue vertical lines) or knockout (*Tgfbr2*^*−/−*^; purple vertical lines) (mean ± SEM). n = 3. (G) EdU incorporation in the bridges of *tdTom;Tgfbr2*^*fl/fl*^ (blue bar, n = 5) and *tdTom;Tgfbr2*^*ΔSC*^ (purple bar, n = 4) mice 6 days post-transection. EdU incorporation in *tdTom;Tgfbr2*^*ΔSC*^ is normalized to controls (mean ± SEM). (H) EdU incorporation in rat SCs treated with vehicle (Control, blue bar) or TGFβ (TGFβ, purple bar) for 16 hr *in vitro* (mean ± SEM). n = 3, p = 0.14, two-tailed paired Student’s t test. (I) Representative immunofluorescence staining for the axonal marker neurofilament (red) in longitudinal sections of regenerating proximal stumps of *Tgfbr2*^*ΔSC*^ mice and P0A-Cre^−^ control littermates (*Tgfbr2*^*fl/fl*^) 6 days post-transection (Top). Dashed lines mark the border between the proximal stump and the bridge. The bottom panels show axonal tracings of images from the top panels obtained in NeuronJ. (J) Angles of axonal regrowth relative to the long axis of the nerves. Means ± SEM of the percentage of axons at angles >45° per group are shown. n = 6 for *Tgfbr2*^*fl/fl*^ and n = 13 for *Tgfbr2*^*ΔSC*^, ^∗∗∗^p < 0.001, two-tailed paired Student’s t test. (K) Analysis of distal stump reinnervation 6 weeks post-transection in *Tgfbr2*^*fl/fl*^ and *Tgfbr2*^*ΔSC*^ mice. Representative images of neurofilament staining in distal nerves are shown. (L) Quantification of neurofilament staining in the distal nerves of *Tgfbr2*^*fl/fl*^ and *Tgfbr2*^*ΔSC*^ mice shown in (K). Axon density was measured by fluorescence quantification in ImageJ. Data are normalized to *Tgfbr2*^*fl/fl*^ controls (blue bar) ± SEM n = 4 for each set, ^∗∗^p < 0.01, two-tailed paired Student’s t test. See also Figure S4.

TGFβ was shown to drive proliferation of cultured SCs in the presence of Neuregulin-1, a key SC mitogen (Parkinson et al., 2001). This raised the possibility that wound TGFβ might also be responsible for the increased proliferation of bSCs. We therefore measured EdU incorporation in bSCs of *tdTom*;*Tgfbr2*^*ΔSC*^ and control mice. As shown in Figure 4G, we found no significant difference in the number of EdU^+^/tdTomato^+^ bSCs, indicating that TGFβ does not regulate SC proliferation within the bridge. Consistent with this, TGFβ treatment of SCs cultured in serum, a condition that mimics the wound environment, did not significantly affect their proliferation (Figure 4H). We conclude that TGFβ induces a specialized mesenchymal transition in bSCs to increase their invasiveness, whereas bSCs proliferation is TGFβ independent.

### TGFβ Potentiates and Enables Eph-Dependent SC Sorting

While analyzing the regenerating nerve bridge of *Tgfr2*^*ΔSC*^, we noticed that SC cord migration into the bridge was highly disorganized. As regrowing axons comigrate with SCs from the proximal stump, we examined whether this aberrant SC migratory pattern also affected axons (Cattin et al., 2015, McDonald et al., 2006, Parrinello et al., 2010). Immunostaining for axonal markers revealed that whereas in control mice axonal regrowth into the bridge was directed toward the distal stump, regrowing *Tgfbr2*^*ΔSC*^ axons were disordered and misdirected. Indeed, quantification of the angles of axonal regrowth relative to the long axis of the nerve showed a marked increase in the percentage of axons that grew at >45° angles in *Tgfbr2*^*ΔSC*^ compared to controls (Figures 4I and 4J). The defect in SC and axonal migration into the bridge observed in *Tgfbr2*^*ΔSC*^ mice resulted in a significant decrease in reinnervation of the distal stump at 6 weeks post-transection (Figures 4K and 4L). However, no significant differences in the number or remyelination of distal axons were detected by electron microscopy at 3 months, suggesting that compensatory mechanisms enable long-term regeneration (data not shown).

This phenotype is remarkably similar to the regeneration defect of EphB2 knockout mice, raising the interesting possibility that the two pathways might interact *in vivo* (Parrinello et al., 2010). We previously reported that treatment of cultured SCs with recombinant ephrin-B2 ligands recapitulates their *in vivo* cell sorting behavior in response to bridge fibroblasts, resulting in the grouping of SCs into defined clusters (Parrinello et al., 2010). We therefore used this assay to examine effects of TGFβ on EphB2-mediated SC sorting. SCs were cultured on control Fc or ephrin-B2-Fc proteins in the presence or absence of TGFβ for 16 hr, and clustering was scored following immunostaining for S100β. Surprisingly, we found that TGFβ induced mild clustering on its own and significantly enhanced cell sorting in response to ephrin-B2, leading to larger and more compact clusters (Figures 5A and 5B). Furthermore, we examined the effects of loss of TGFβ activity on ephrin-B2-induced cell sorting in rat SCs cultured in the presence or absence of TGFR inhibitors and in freshly isolated *Tgfbr2*^*−/−*^ and *Tgfbr2*^*fl/fl*^ mouse cells. In both experiments, cell sorting was impaired (Figures 5C and 5D), indicating that EphB2 is strictly dependent on TGFβ signaling for function. These effects were mediated by Smad-dependent transcription downstream of TGFR because siRNA to the Co-Smad *Smad4*, which is required for nuclear translocation and transcriptional activity of p-Smads and which specifically inactivated TGFβ signaling in our system (Figure S5A), also severely disrupted SC clustering in response to ephrin-B2 (Figures 5E and 5F) (Shi and Massagué, 2003). Efficiency and specificity of the knockdown were confirmed by western blot analysis and parallel cell-sorting experiments, respectively, using a second independent siRNA oligo (Figures S5B, S5C, 6B, and 6I). Thus, TGFβ potentiates EphB2-dependent cell sorting, and its absence abolishes EphB2 function.

**Figure 5:**
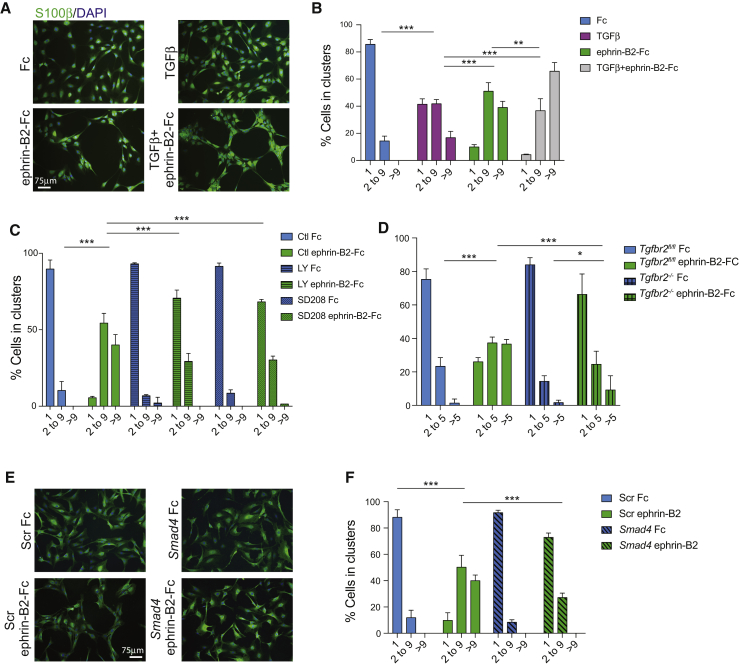
TGFβ Crosstalks with EphB2 to Modulate SC Sorting (A) Fluorescence images of rat SCs stained for S100β (green) plated on Fc control or ephrin-B2-Fc ligand in the presence or absence of TGFβ. (B) Quantification of cell sorting shown in (A) (mean ± SEM). n = 3, ^∗∗^p < 0.01; ^∗∗∗^p < 0.001, Fisher’s exact test. (C) Quantification of cell sorting as in (B) of rat SCs plated on Fc or ephrin-B2-Fc in the absence or presence of TGFR inhibitors LY2157299 (LY) or SD208 (SD). Cell sorting data is represented as mean ± SEM n = 3, ^∗∗∗^p < 0.001, Fisher’s exact test. (D) Quantification of cell sorting as in (B) for wild-type (*Tgfbr2*^*fl/fl*^) and knockout (*Tgfbr2*^*−/−*^) mouse SCs plated on Fc or ephrin-B2-Fc (mean ± SEM). n = 3, ^∗^p < 0.05; ^∗∗∗^p < 0.001, Fisher’s exact test. (E) Representative fluorescence images of rat SCs treated with Scr siRNA or siRNA against *Smad4* (*siSmad4*) and cultured on Fc or ephrin-B2-Fc recombinant proteins. (F) Quantification of cell sorting from (E) (mean ± SEM). n = 3, ^∗∗∗^p < 0.001, Fisher’s exact test. See also Figure S5.

**Figure 6:**
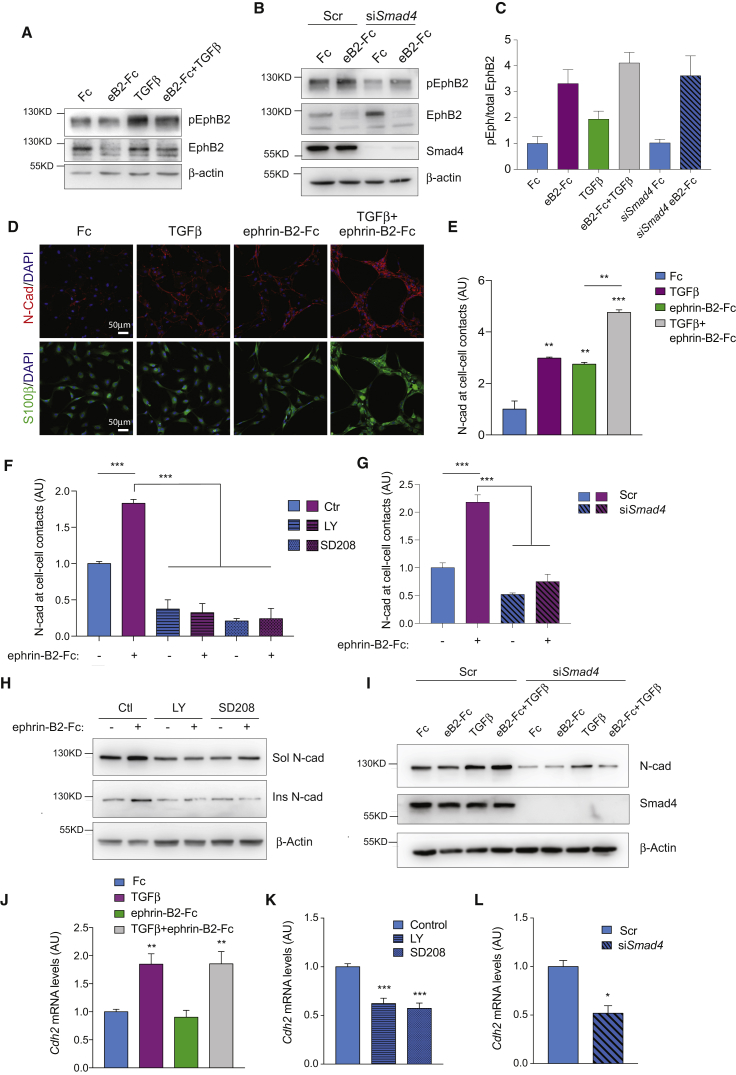
The TGFβ/EphB2 Crosstalk Is Mediated by N-Cadherin (A) Western blot analysis of p-EphB2 and total EphB2 levels in rat SCs seeded on Fc control or ephrin-B2-Fc ligands (eB2-Fc) in the presence of TGFβ or with ephrin-B2-Fc and TGFβ combined for 16 hr. β-actin is used as a loading control. (B) Western blot analysis of p-EphB2 and total EphB2 levels in rat SCs treated with Scr siRNA or siRNA against *Smad4* (si*Smad4*) and seeded on Fc control or ephrin-B2-Fc (eB2-Fc) ligands for 16 hr. Smad4 indicates knock down efficiency and β-actin loading. (C) Densitometric quantification of western blots shown in (A) and (B) obtained in FiJi (mean ± SEM), n=3. (D) Representative confocal images of rat SCs treated with the indicated ligands for 16 hr and stained for S100β (green) and N-cadherin (red). (E) Quantification of N-cadherin fluorescence at cell-cell junctions in the conditions shown in (D). Bar graphs show pixel intensities normalized by cell number (mean ± SEM). n = 3, ^∗∗^p < 0.01; ^∗∗∗^p < 0.001, two-tailed paired Student’s t test. (F) Quantification of N-cadherin fluorescence at cell-cell junctions in SCs treated with Fc (−) or ephrin-B2-Fc (+) in the absence (Ctr) or presence of LY2157299 (LY) and SD208 (SD) TGFR inhibitors. Means ± SEM are shown; n = 3, ^∗∗∗^p < 0.001, one-way ANOVA. (G) Quantification of N-cadherin fluorescence at cell-cell junctions in Scr and *Smad4* knockdown SCs treated with Fc (−) or ephrin-B2-Fc (+). Means ± SEM are shown; n = 3, ^∗∗∗^p < 0. 001, one-way ANOVA. (H) Western blot analysis of actin-bound and soluble N-cadherin in SCs cultured on Fc (−) or ephrin-B2-Fc (+) in the absence (Ctl) or presence of LY2157299 (LY) and SD208 (SD) TGFR inhibitors. β-actin is shown for loading. (I) Western blot analysis of total N-cadherin in Scr and *Smad4*-knockdown SCs plated on Fc and ephrin-B2-Fc in the presence or absence of TGFβ (TGFβ; eB2-TGFβ). Smad4 indicates knockdown efficiency and β-actin loading. (J) Quantitative RT-PCR analysis of *Cdh2* levels in SCs treated with Fc, TGFβ, ephrin-B2-Fc, and TGFβ and ephrin-B2-Fc combined, as indicated. Fold changes relative to Fc-treated controls are shown (mean ± SEM). n = 6, ^∗∗^p < 0.01, two-tailed paired Student’s t test. (K) qRT-PCR analysis of *Cdh2* levels in SCs cultured in the absence (Control) or presence of LY2157299 (LY) and SD208 TGFR inhibitors, as in (J). Means ± SEM are shown. n = 8, ^∗∗∗^p < 0.001, two-tailed paired Student’s t test. (L) Quantitative RT-PCR analysis of *Cdh2* levels in SCs treated with Scr siRNA or siRNA against *Smad4* (si*Smad4*). Means ± SEM are shown. n = 4, ^∗^p < 0.05, two-tailed paired Student’s t test.

### N-Cadherin Mediates TGFβ/Eph Crosstalk

We next determined the mechanisms by which TGFβ modulates the EphB2 pathway. On activation by ephrin-B ligands, EphB2 becomes phosphorylated (p-EphB2) and induces cell sorting by post-translationally modifying and stabilizing the pluripotency factor Sox2, which, in turn, increases Schwann cell-cell adhesion via relocalization of N-cadherin to cell-cell contacts (Parrinello et al., 2010). We therefore asked whether TGFβ directly modulates any of these pathway components. Western blot analysis indicated that EphB2 phosphorylation was largely unaffected by either TGFβ treatment or *Smad4* knockdown (Figures 6A–6C). Of note, a small increase in phosphorylation levels was detected in TGFβ samples. However, it was not accompanied by EphB2 internalization, a hallmark of activation, indicating that it did not elicit significant signaling (Figures 6A and 6B). Similarly, whereas ephrin-B2 stimulation increased Sox2 levels as expected (Parrinello et al., 2010), TGFβ treatment did not (Figure S6). In contrast, analysis of N-cadherin in cell-sorting assays revealed marked regulation by TGFβ. TGFβ alone relocalized N-cadherin to Schwann cell-cell contacts to a similar extent as ephrin-B2 ligands alone, and the two ligands combined synergised to potentiate this effect (Figures 6D and 6E). Conversely, treatment with TGFR inhibitors or *Smad4* knockdown abrogated the ability of ephrin-B2 to redistribute N-cadherin (Figures 6F and 6G). This was paralleled by changes in N-cadherin protein levels; TGFβ increased N-cadherin levels, whereas *Smad4* knockdown and inhibitor treatment strongly reduced basal N-cadherin levels, depleting both soluble and actin-bound N-cadherin pools (Figures 6H and 6I).

N-cadherin is a key EMT gene and a well-established TGFβ target (Yang et al., 2015). To test whether TGFβ may regulate *Cdh2*, the N-cadherin encoding gene, at the transcriptional level, we performed qRT-PCR analysis. We found that whereas *Cdh2* mRNA levels were unaffected by treatment with ephrin-B2 on its own, as expected, exposure to TGFβ alone or with ephrin-B2 significantly increased *Cdh2* expression. Inhibition of TGFβ signaling had the opposite effect, reducing *Cdh2* mRNA levels by about 50% (Figures 6J–6L) (Parrinello et al., 2010).

To functionally assess whether transcriptional regulation of N-cadherin mediates the TGFβ/EphB2 crosstalk, we carried out gain- and loss-of-function cell sorting experiments. First, we knocked down *Cdh2* using a concentration of siRNA oligos sufficient to block its increase in response to TGFβ but insufficient to significantly alter *Cdh2* basal levels and thus inhibit basal ephrin-B2-induced clustering (Figure S7A). This partial *Cdh2* knockdown abolished clustering in TGFβ samples and reduced cell sorting to the levels of ephrin-B2-treated samples in cells treated with both ligands (Figure 7A). Then we ectopically increased *Cdh2* expression by adenoviral transduction to a level similar to TGFβ treatment (Ad-*Cdh2* cells, Figure S7B) and quantified cell sorting in the presence or absence of ephrin-B2 relative to GFP-transduced controls (Ad-*Gfp* cells). We found that untreated Ad-*Cdh2* cells phenocopied TGFβ-treated Ad-*Gfp* cultures and that treatment of Ad-*Cdh2* cells with ephrin-B2 ligands closely mimicked the synergistic effects of TGFβ and ephrin-B2 treatment combined (Figure 7B). Furthermore, increased *Cdh2* levels fully rescued ephrin-B2-induced cell sorting in the presence of TGFR inhibitors (Figure 7C). Together, these results indicate that the increase in *Cdh2* expression is both necessary and sufficient to potentiate cell sorting downstream of TGFβ.

**Figure 7:**
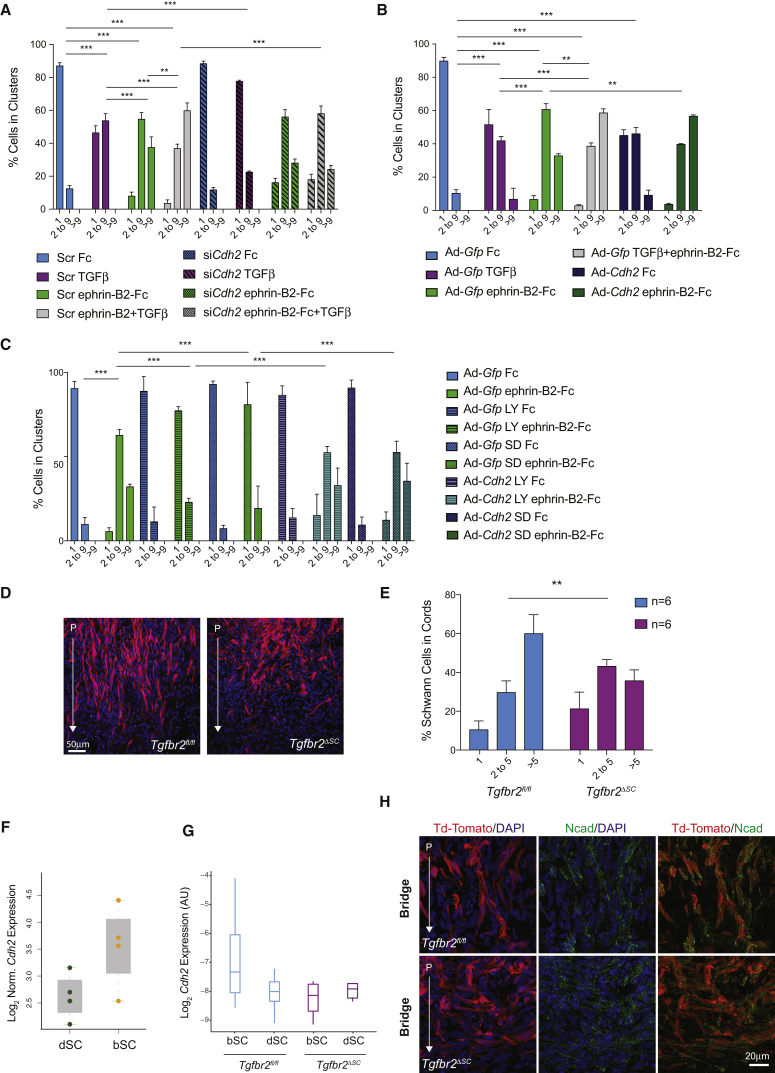
An Increase in N-Cadherin Levels Mediates TGFβ Effects on EphB2-Dependent Cell Sorting In Vitro and In Vivo (A) Quantification of cell sorting in Scr or partial *Cdh2* knockdown in rat SC cultures treated with Fc, TGFβ, ephrin-B2, and TGFβ and ephrin-B2 combined, as indicated. Cell sorting data is represented as mean ± SEM. n = 3, ^∗∗^p < 0.01; ^∗∗∗^p < 0.001, Fisher’s exact test. (B) Quantification of cell sorting in rat SCs transduced with adenoviruses encoding GFP (Ad-*Gfp*) or *Cdh2* (Ad-*Cdh2*) and treated with Fc, TGFβ, ephrin-B2-Fc, or TGFβ and ephrin-B2-Fc combined, as indicated (mean ± SEM). n = 3, ^∗∗^p < 0.01; ^∗∗∗^p < 0.001, Fisher’s exact test. (C) Quantification of cell sorting in rat SCs transduced with adenoviruses encoding GFP (Ad-*Gfp*) or *Cdh2* (Ad-*Cdh2*) and treated with Fc or ephrin-B2-Fc in the absence or presence of LY2157299 (LY) and SD208 (SD) inhibitors, as indicated (mean ± SEM). n = 3, ^∗∗∗^p < 0.001, Fisher’s exact test. (D) *In vivo* cell sorting in *tdTom;Tgfbr2*^*fl/fl*^ and *tdTom;Tgfbr2*^*ΔSC*^ in the bridge. Representative images of SC cords invading the bridge in *tdTom;Tgfbr2*^*fl/fl*^ and *tdTom;Tgfbr2*^*ΔSC*^ at 6 days post-transection. (E) Quantification of the *in vivo* cell sorting shown in panel D. Numbers of SCs in cords proximal to the migration front in *tdTom;Tgfbr2*^*fl/fl*^ and *tdTom;Tgfbr2*^*ΔSC*^ bridges are shown (mean ± SEM). n = 6 for each genotype, ^∗∗^p < 0.01, Fisher’s exact test. (F) Boxplot of RNA-seq FPKM expression scores for *Cdh2* in dSCs and bSCs. Colored dots represent single biological repeats. The whiskers extend to the most extreme data point, which is no more than 1.5× the interquartile range from the box. (G) qRT-PCR analysis of *Cdh2* levels in bSCs and dSCs from single nerves 6 days post-transection from *Tgfbr2*^*fl/fl*^ (blue bars, n = 4–5) and *Tgfbr2*^*ΔSC*^ mice (purple bars, n = 3–5). The whiskers extend to the most extreme data point, which is no more than 1.5× the interquartile range from the box. (H) Representative fluorescence images of N-cadherin protein levels in longitudinal sections of nerve bridges from *tdTom;Tgfbr2*^*fl/fl*^ (top) and *tdTom;Tgfbr2*^*ΔSC*^ (bottom) mice 6 days post-transection. P marks the proximal side and the arrow marks the direction of SC invasion. See also Figure S7.

Finally, we examined the relevance of these findings to TGFβ-mediated nerve regeneration *in vivo*. We first assessed effects of *Tgfbr2* loss on SC cords in the bridge. We found a decrease in the number of SCs in cords and an increase in single cells indicative of impaired EphB2-mediated cell sorting (Figures 7D and 7E). Then we analyzed N-cadherin expression *in vivo*. 

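Cdh2 encodes N-cadherin and lies on chromosome 18 of NCBIM37 (16747386 to 16967755, - strand). It had 73.0 ± 48.1 CPM (SD, n = 4) in bSCs, 31.6 ± 8.31 CPM (SD, n = 4) in dSCs and 139 ± 63.2 CPM (SD, n = 4) in iSCs. The log2 fold change of bSCs over dSCs was 1.21, a fold change of 2.31, with a standard error of 0.46 on the log2 scale and an adjusted p of 0.137 from edgeR. The libraries of these regions overlapped. With the pool number as a replicate block, the log2 fold change was 1.14 (adjusted p = 0.32 from edgeR). Leaving out each library in turn gave log2 fold changes from 0.67 to 1.46. Against iSCs, Cdh2 was lower in dSCs (log2 fold change -2.14, standard error 0.47, adjusted p = 0.0204 from edgeR).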

Consistent with a bridge-specific function, N-cadherin levels were 1.96-fold higher in bSCs than in dSCs in our RNA-seq dataset (Figure 7F). In addition, qRT-PCR analysis indicated that, although variable due to the low RNA input and the variable recombination efficiency seen in the *Tgfbr2*^*ΔSC*^ mice, *Cdh2* levels trended toward downregulation in *Tgfbr2*^*ΔSC*^ bSCs compared to *Tgfbr2*^*fl/fl*^ bSCs, but remained unchanged in dSCs (Figure 7G). At the protein level, immunofluorescence analysis indicated that whereas N-cadherin was highly enriched at Schwann cell-cell contacts in the bridges of control nerves, the protein appeared mislocalized and more diffuse in *Tgfbr2*^*ΔSC*^ nerves (Figure 7H). This difference was not due to axonal *Cdh2* expression; colocalization of neurofilament and N-cadherin proteins was minimal, and similar numbers of axonal fibers were seen in both genotypes (Figure S7C). Together, these observations confirm that N-cadherin is a TGFβ effector within regenerating nerves *in vivo*.

## Discussion

Since the groundbreaking discovery that differentiated somatic cells can be induced to become pluripotent by overexpression of defined transcription factors, the molecular basis of experimental reprogramming has been the focus of intense investigation (Merrell and Stanger, 2016, Takahashi and Yamanaka, 2016). However, increasing evidence suggests that, at least in some adult mammalian tissues, reprogramming can also occur naturally in response to injury (Merrell and Stanger, 2016). One of the most striking examples of physiological reprogramming is the dedifferentiation of SCs that occurs in peripheral nerve regeneration (Jessen et al., 2015, Kim et al., 2013a).

Here we developed a method to isolate pure populations of differentiated and dedifferentiated SCs from their *in vivo* nerve microenvironment, enabling us to define the molecular profile of both states. This revealed several new features of SC reprogramming, including the acquisition of mesenchymal traits. The EMT has emerged as a hallmark of cell fate conversion in development, tumorigenesis and somatic cell reprogramming (Ye and Weinberg, 2015). Our work indicates that natural reprogramming is also accompanied by passage through an EMT-like transition. This finding is further underscored by a recent study on leprosy (Masaki et al., 2013), which demonstrated that the leprosy bacteria reprograms SCs to mesenchymal-like stem cells by downregulating lineage determinants and upregulating EMT genes. Consistent with previous reports, we found SC marker gene expression to be retained in injury-induced dedifferentiation. Indeed, our analyses showed that both bSCs and dSCs remain S100β^+^ and express significant amounts of Sox10 mRNA (Figures S1E and S7D) (Chen et al., 2007, Jessen et al., 2015). 

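Sox10, on chromosome 15 of NCBIM37 (78985343 to 78994920, - strand), had 337 ± 86.6 CPM (SD, n = 4) in iSCs, 123 ± 49.9 CPM (SD, n = 4) in dSCs and 129 ± 66.1 CPM (SD, n = 4) in bSCs. Its log2 fold change from iSCs was -1.46 in dSCs (standard error 0.39, adjusted p = 0.0471 from edgeR) and -1.39 in bSCs (standard error 0.39, adjusted p = 0.0302 from edgeR). With the pool number as a replicate block these were -1.74 and -1.74, with edgeR's adjusted p of 0.0528 and 0.0301. Between bSCs and dSCs the log2 fold change was 0.07 (adjusted p = 0.948 from edgeR). S100b had 187 ± 31.8 CPM (SD, n = 4) in iSCs, 79.5 ± 13.7 CPM in dSCs and 19.0 ± 25.3 CPM in bSCs, with a log2 fold change from iSCs of -3.31 in bSCs (standard error 0.72, adjusted p = 0.00804 from edgeR).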

Interestingly, however, we found that Sox10 mRNA levels were reduced to similar extents in both dSCs and bSCs compared to iSCs (Figure S7D). Thus, a mesenchymal-like transition is likely not idiosyncratic to leprosy infection, but a physiological response to injury, which is exploited and augmented by the bacteria.

The identification of a partial mesenchymal transition provides important insights into the nature of SC dedifferentiation. Traditionally, dedifferentiation has been considered as a reversal to an earlier developmental stage in the SC lineage (Chen et al., 2007). However, an important study recently challenged this view. The authors demonstrated that dedifferentiated SCs upregulate a specialized repair-promoting transcriptional program orchestrated by c-*jun* and suggested that injury reprograms cells to a “repair cell” (Arthur-Farraj et al., 2012). Our analysis supports this idea and confirms that dedifferentiated SCs are more closely related to ES cells than their developmental progenitors, the neural crest. It also uncovers acquisition of mesenchymal traits as an additional molecular feature of the repair cell. Interestingly, the mesenchymal program was not altered in c-Jun knockout mice, suggesting that other EMT-specific transcription factors are likely involved (Arthur-Farraj et al., 2012). Consistent with this idea, c-*jun* expression was not affected in bSCs and dSCs from *Tgfbr2*^*ΔSC*^ mice (data not shown), whereas the EMT factors Zeb1, Sox9, and HMGA2 were all upregulated in dedifferentiated SCs (Tables S2 and S3) (Lamouille et al., 2014).

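Zeb1 had 47.3 ± 3.86 CPM (SD, n = 4) in iSCs, 102 ± 38.6 CPM (SD, n = 4) in dSCs and 74.6 ± 31.1 CPM (SD, n = 4) in bSCs. Each dSC and bSC library was above each iSC library, with log2 fold changes of 1.1 in dSCs (standard error 0.33, adjusted p = 0.0769 from edgeR) and 0.66 in bSCs (standard error 0.33, adjusted p = 0.212 from edgeR). Hmga2 had 2.24 ± 2.21 CPM in iSCs, 25.2 ± 19.5 CPM in dSCs and 19.5 ± 12.2 CPM in bSCs, with log2 fold changes of 3.49 (standard error 1.01, adjusted p = 0.0668 from edgeR) and 3.12 (standard error 1.00, adjusted p = 0.0519 from edgeR). With DESeq2, the adjusted p was 0.0183 for Zeb1 in dSCs, and 0.00165 and 0.00399 for Hmga2 in dSCs and bSCs. Sox9 had 82.0 ± 72.0 CPM in iSCs, 198 ± 56.4 CPM in dSCs and 30.3 ± 35.9 CPM in bSCs. Its log2 fold change was 1.27 in dSCs (standard error 0.72, adjusted p = 0.444 from edgeR) and -1.43 in bSCs (standard error 0.73, adjusted p = 0.219 from edgeR). Neither difference of Sox9 passed the threshold of this test.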

The ability to carry out RNA-seq on minute numbers of cells purified from the *in vivo* nerve enabled us to compare the transcriptomes and ES modules of distal and bridge cells. We found that bSCs and dSCs are distinct cell populations with different transcriptomes and repair features, indicating that the microenvironment is a key regulator of the dedifferentiation program. Bridge cells switch off repair genes, increase expression of mesenchymal and Myc target genes, and proliferate more extensively than their distal counterparts. Intriguingly, this transcriptional profile is reminiscent of partially dedifferentiated cancer cells, suggesting that the wound microenvironment may promote a cancer-like phenotype (Kim et al., 2010, Ye and Weinberg, 2015). A link between wounding and cancer is well established in many tissues, including the PNS (Ribeiro et al., 2013, Zhu et al., 2016). Our results reinforce this link and suggest that modulation of cell plasticity may be a key mechanism by which injury sensitizes normal cells to tumorigenesis. They might also explain recent findings that nerve injury induces neurofibroma formation selectively at the wound site in a mouse model of neurofibromatosis type 1 (Ribeiro et al., 2013).

We identified TGFβ as an important mediator of the bSC phenotype. Although TGFβ signaling has been previously linked to the regulation of SC proliferation, apoptosis, and myelination, its role in nerve regeneration had not been previously assessed (D’Antonio et al., 2006; reviewed in Mirsky et al., 2008, Parkinson et al., 2001). We showed that TGFβ signaling is strongly increased across many cell types within the bridge and exploited our conditional, SC-specific *Tgfbr2* knockout model to selectively study its role in bSCs. We found that TGFβ exerts two highly interrelated and synergistic functions in PNS repair that are specific to bridge SCs: it reprograms bSCs to an invasive, mesenchymal-like cell type to drive invasion into the wound, and it concomitantly enhances EphB2-mediated cell sorting to promote directional collective migration. Together, these phenotypes drive repair through the hostile bridge microenvironment to enable peripheral nerve regeneration.

However, consistent with a previous study, TGFβ signaling was dispensable for bSC proliferation, indicating that signals other than TGFβ are responsible (D’Antonio et al., 2006). Our data suggest that TGFβ is also not a key regulator of the increased Myc activity detected in the bridge. Indeed, although TGFβ increased Myc expression *in vitro*, the overlap in differentially expressed Myc target genes between TGFβ-treated SC and bSCs-specific genes was minimal (Tables S2 and S5). It will be important to identify the signals that drive proliferation and Myc within the wound in the future.

Whereas the ability of TGFβ to induce a mesenchymal transition is well established, a crosstalk with Eph signaling has never been observed (Xu et al., 2009). Remarkably, TGFβ not only enhanced cell sorting downstream of EphB2 but was also necessary for EphB2 function. The crosstalk was mediated by the EphB2 effector N-cadherin, which we show is also a TGFβ target. Overall, our mechanistic studies suggest a model whereby TGFβ enhances Eph effects by maintaining high N-cadherin protein levels within bSCs. Upon activation by wound fibroblasts, Eph signaling relocalizes N-cadherin to cell-cell contacts, leading to robust SC sorting and directional migration. In contrast, in the absence of TGFβ signaling, N-cadherin expression decreases to levels that are insufficient for Eph-mediated cell sorting, resulting in disorganized migration of the SCs and their accompanying axons.

In summary, our findings indicate that dedifferentiation is a multifaceted process controlled by the interplay of cell-intrinsic programs and cell-extrinsic signals. Following injury, neuronal degeneration relieves prodifferentiative axonal signals, thereby triggering SC dedifferentiation through activation of cell-intrinsic transcriptional programs. Extrinsic signals from the microenvironment then superimpose on these programs in a context-dependent manner to adapt SC function to the specific repair requirements of their surrounding tissue.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse anti-rat OX42	Abcam	Cat# ab33827 RRID: AB_726081
Rabbit polyclonal S100	DAKO	Cat# Z0311 RRID: AB_10013383
Mouse monoclonal N-cadherin	BD Biosciences	Cat# 610920 RRID: AB_2077527
Sheep polyclonal N-cadherin	R and D Systems	Cat# AF6426 RRID: AB_10718850
Goat polyclonal MBP (D-18)	Santa Cruz Biotechnology	Cat# sc-13912 RRID: AB_648794
Chicken polyclonal anti-70kDa neurofilament	Abcam	Cat# ab72997 RRID: AB_1267598
Rabbit polyclonal anti-nerve growth factor (NGF-receptor) p75	Millipore	Cat# AB1554 RRID: AB_90760
Rat monoclonal reticular fibroblast and reticular fibers	Abcam	Cat# ab51824 RRID: AB_881651
Rat monoclonal endomucin (V.7C7)	Santa Cruz Biotechnology	Cat# sc-65495 RRID:AB_2100037
Rabbit monoclonal anti-smad3 (phosho S423 + S425)	Abcam	Cat# ab52903 RRID: AB_882596
Rabbit polyclonal Eph recpeptor B1 + Eph receptor B2 (phosho Y594)	Abcam	Cat# ab61791 RRID: AB_2099832
Goat polyclonal anti-mouse EphB2	R and D systems	Cat# AF467 RRID: AB_355375
Rabbit polyclonal beta actin	Abcam	Cat# ab8227 RRID: AB_2305186
Rabbit monoclonal Smad4 (C-term) clone EP618Y	Millipore	Cat# 04-1033 RRID: AB_1977326
Rabbit polyclonal TGF beta 1	Abcam	Cat# ab25121 RRID: AB_2271652
Moiuse monoclonal TGF beta 2	Abcam	Cat# ab36495 RRID: AB_778343
Rabbit polyclonal anti-smad2 phospho (ser465/Ser467) PhosphoDetect	Millipore	Cat# 566415-50UL RRID: AB_10684669
Mouse monoclonal anti-Smad2	Cell signaling technology	Cat# 3103 RRID: AB_490816
Mouse monoclonal anti-GAPDH	Abcam	Cat# ab9484 RRID: AB_307274
Rabbit polyclonal Sox2	Abcam	Cat# ab97959 RRID: AB_2341193
Goat polyclonal lamin B	Santa Cruz Technologies	Cat# sc-6216 RRID: AB_648156

**Bacterial and Virus Strains**		

Adenoviral cre-GFP	Vector Biolabs	1700
Adenoviral GFP	Vector Biolabs	1060
Adenoviral N-cadherin	Gift from M.Herlyn	N/A

**Chemicals, Peptides, and Recombinant Proteins**		

EdU (5-ethynyl-2′-deoxyuridine)	ThermoFisher	Cat # A10044
Human TGF-β	R and D systems	Cat# 302-B2-002 GenPept: P61812
SD 208	Tocris	Cat# 3269 Cas # 627536-09-8
Galunisertib (LY2157299)	Selleckchem	Cat# S2230 Cas # 700874-72-2
Recombinant mouse Ephrin-B2 Fc Chimera Protein	R and D Systems	Cat# 496-EB Accession# AAA82934
AffiniPure Anti-human IgG, Fc fragment specific	Jackson ImmunoResearch Labs	Cat# 109-005-008 RRID: AB_2337534

**Critical Commercial Assays**		

Click-iT™ EdU Alexa Fluor™ 488 Imaging kit	ThermoFisher	Cat # C10337
Lightning-Link APC conjugation kit	Innova Bioscience	Cat # 705-0005
Nextera XT DNA library preparation kit	Illumina	Cat # FC-131-1096

**Deposited Data**		

Raw and analyzed data	This paper	GEO: GSE103039
Mouse reference genome NCBI Build 37, USCS mm9	UCSC Genome Browser Gateway	http://hgdownload.cse.ucsc.edu/downloads.html
Rat reference genome RGSC Rnor_5.0	Ensembl	http://www.ensembl.org/Rattus_norvegicus/Info/Annotation

**Experimental Models: Cell Lines**		

Primary Rat Schwann Cells isolated at p7	This paper	N/A
Primary Mouse Schwann Cells isolated at p2	This paper	N/A

**Experimental Models: Organisms/Strains**		

Mouse: P0A-cre	RIKEN BioResource Center	RRID: IMSR_RBRC01459
Mouse: B6.Cg-Gt(ROSA)*26Sor*^*tm14(CAG-tdTomato)Hze*^	The Jackson Laboratory	RRID: IMSR_JAX:007914
Mouse Tgfbr2^tm1Karl^	The Jackson Laboratory	RRID: IMSR_JAX:012603

**Oligonucleotides**		

Mouse MPZ primer Fwd: ctttgccctaccccagctatg Rev: acggcaccatagatttccct	This paper	N/A
Mouse Plp1 primer Fwd: cacctgtttattgctgcgtt Rev: cgcacagaccagcaaggatt	This paper	N/A
Moue Pmp22 primer Fwd: actgtaccacatccgccttg Rev: cgcacagaccagcaaggatt	This paper	N/A
Mouse Sox2 primer Fwd: catgggctctgtggtcaagt Rev: tacatggtccaattcccccg	This paper	N/A
Mouse cJun Primer Fwd: agcagacgcttgagttgaga Rev: gggtccctgcttttgagataa	This paper	N/A
Mouse Ngfr Primer Fwd: agctcccagcctgtagtgac Rev: gcagctgttccatctcttga	This paper	N/A
Mouse Tgfβ2 Primer Fwd: gcagctgttccatctcttga Rev: gctggactgttgtgactcca	This paper	N/A
Mouse Cdh2 Primer Fwd: tgtgggaaagatcaagtcca Rev: ttccctgtgttagcatcgac	This paper	N/A
Mouse Fstl3 Primer Fwd: aatcagcctgctagggttcc Rev: ctccgtcgcaggaatcttt	This paper	N/A
Mouse Tagln Primer Fwd: ccttccagtccacaaacgac Rev: gggccagaggagtcatcc	This paper	N/A
Mouse Ctgf Primer Fwd: cgccaagcctgtcaagtt Rev: ccgcagaacttagccctgta	This paper	N/A
Mouse Cyr61 Primer Fwd: cccttctccacttgaccaga Rev: cacttgggtgcctccaga	This paper	N/A
Mouse Plaur Primer Fwd: gtgttgcaactacacccactg Rev: cacttgggtgcctccaga	This paper	N/A
Mouse Pmepa1 Primer Fwd: tcatgcagaagcgggttag Rev: cagggtggaactgcgtaga	This paper	N/A
Mouse Edil3 Primer Fwd: gaaggcattgtactttaagaatgga Rev: tttcatccccaaaggttctg	This paper	N/A
Mouse Tpm4 Primer Fwd: cctggagggtgagctgaa Rev: tcttccaggtcaccacacttt	This paper	N/A
Mouse Adam12 Primer Fwd: cagagagtttcagaggcaagg Rev: gcgatctctattaatcgctgct	This paper	N/A
Mouse Fbln5 Primer Fwd: tgatatggacgagtgcagctt Rev: ggctggttcacacactcgt	This paper	N/A
Mouse Plod2 Primer Fwd: tccaaactcatggacacagg Rev: tgtaaccttgggagggacat	This paper	N/A
Mouse Pdlim4 Primer Fwd: tccacattgaccctgagtcc Rev: cctccagactaatcccagagac	This paper	N/A
Mouse Postn Primer Fwd: cgtggaaccaaaaattaaagtcat Rev: cttcgtcattgcaggtcctt	This paper	N/A
Mouse Tnc Primer Fwd: gatgccacctcccatgtc Rev: gcccttctcagcaatgagg	This paper	N/A
Mouse Lrrc15 Primer Fwd: ggggaagcaaaattgctaaga Rev: ggtttccattacacttggtcgt	This paper	N/A
Mouse Gja1 Primer Fwd: gagagcccgaactctccttt Rev: cgccaaagtggtggaact	This paper	N/A
Mouse Sdc1 Primer Fwd: ggaagtgctgggaggtgtca Rev: gaaagccaccaggcacacag	This paper	N/A
Mouse Mcm7 Primer Fwd: gcttttgcctgagtacaagga Rev: tcagccggtgttcaatgtaa	This paper	N/A
Mouse Timp1 Primer Fwd: gcaaagagctttctcaaagacc Rev: agggatagataaacagggaaacact	This paper	N/A
Mouse Lgals1 Primer Fwd: ctcaaagttcggggagaggt Rev: cattgaagcgaggattgaagt	This paper	N/A
Mouse Dyps13 Primer Fwd: tggggtgggacgtgtact Rev: acacacaatgcccttctgc	This paper	N/A
Mouse B2M Primer Fwd: ctgctacgtaacacagttccaccc Rev: catgatgcttgatcacatgtctcg	This paper	N/A
Mouse Tgfbr2 Exon4 Primer Fwd: acgttcccaagtcggatgtg Rev: ttcagtggatggatggtcct	This paper	N/A
Rat Crlf1 Primer Fwd: ggatgtcctggacgtggt Rev: gagacccagcgcactc	This paper	N/A
Rat Fstl3 Primer Fwd: ggtgctgaagacacaggtca Rev ggaatcctagcaggctgattt	This paper	N/A
Rat Tagln Primer Fwd: tccagactgttgacctctttga Rev: actgcccaaagccattacag	This paper	N/A
Rat Cyr61 Primer Fwd: aggtgtttcaaaactgccgta Rev: actgcgactgcgttactgt	This paper	N/A
Rat Adam12 Primer Fwd: tcttccctgaaccctctcag Rev: tggtcatcttaagggtctctcttt	This paper	N/A
Rat CD44 Primer Fwd: gagaaaactggacccaggaac Rev: ttaggatctgcccaggttgt	This paper	N/A
Rat Tpm4 Primer Fwd: ggcggaggtgtctgaactaa Rev: tcagattgttagttacgttcttgagc	This paper	N/A
Rat Fbln5 Primer Fwd: cacggtgggctcctacac Rev: ctgtctcacactcattcactcc	This paper	N/A
Rat Edil3 Primer Fwd: tcgaaggcactgtacattaagaat Rev: tttcatccccaaggttctg	This paper	N/A
Rat Tnfsrsf12a Primer Fwd: ttcgggttggtgttgataca Rev: ccagtctcctctatgggggta	This paper	N/A
Rat Plod2 Primer Fwd: ctaaacacgacatcagctctataaaaa Rev: atcctgacggcagaaatcc	This paper	N/A
Rat Pdlim4 Primer Fwd: ggttcatgctgggagcaa Rev: gcttggatcgagtcacctg	This paper	N/A
Rat Cdh2 Primer Fwd: cccacttacggcctttca Rev: gtaaactctggaggattgtcattg	This paper	N/A
Rat B2M Primer Fwd: cgctcggtgaccgtgatctt Rev: cggtggatggcgagagtaca	This paper	N/A
siRNA targeting sequence Smad4 (oligo1) 5′-CAGCTACTTACCACCATAACA-3′	QIAGEN	SIO3113068
siRNA targeting sequence Smad4 (oligo2) 5′-TCAGTAGCATTTGACTTAAA-3′	QIAGEN	SIO1905232
siRNA targeting sequence Cdh2 5′-CAGCGCGGTCTTACCGAAGGA-3′	QIAGEN	SIO1497230

**Software and Algorithms**		

TopHat v.2.0.11	Kim et al., 2013b	https://ccb.jhu.edu/software/tophat/index.shtml
HTSeq v.0.6.1	Anders et al., 2015	http://htseq.readthedocs.io/en/release_0.9.1/overview.html
The R project		https://www.r-project.org/
DESeq2 Bioconductor package	Love et al., 2014	http://bioconductor.org/packages/release/bioc/html/DESeq2.html
GOplot R package	Walter et al., 2015	https://cran.r-project.org/web/packages/GOplot/index.html
GSEA	Subramanian et al., 2005	http://software.broadinstitute.org/gsea/index.jsp
DAVID	Walter et al., 2015	https://david.ncifcrf.gov/

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Dr Simona Parrinello ().

### Experimental Model and Subject Details

#### Animals

Mice were bred and maintained in the animal care facility at Hammersmith Hospital. All animal procedures were carried out in accordance with the Animal Scientific Procedures Act, 1986 and in accordance with the local ethical and care guidelines at Imperial College London, Hammersmith Hospital and the International guidelines of the Home Office (UK). Mouse lines were obtained from the Jackson Laboratory and the Riken BioResource. In order to specifically identify Schwann cells *tdTom*^*SC*^ reporter mice were generated by crossing the protein myelin zero promoter specific cre recombinase mice P0A-Cre (Giovannini et al., 2000) obtained from RIKEN BioResource Center (RBRCo1459) to B6.Cg-Gt(ROSA)26Sor^*tm14(CAG-tdTomato)Hze*^ mice (Madisen et al., 2010) obtained from The Jackson Laboratory (Jax 007914), which express tdTomato after removal of a floxed stop codon under the control of the Rosa promoter. In line with previous reports (Giovannini et al., 2000), Cre-mediated recombination led to 70%–95% of both myelinating and nonmyelinating Schwann cells expressing tdTomato as assessed by staining of 10 μm *tdTom*^*SC*^ nerve cryosections with with Myelin basic protein and p75^NGFR^ antibodies, respectively (Figures S1A and S1B). Deletion of TGFβ signaling in nerves was achieved by crossing *P0A-Cre* mice with *Tgfbr2*^*tm1Karl*^ mice (Levéen et al., 2002) obtained from The Jackson Laboratory (Jax 012603), which possess loxP sites flanking exon 4 of the *Tgfbr2* gene to generate *Tgfbr2*^*ΔSC*^ animals. Deletion of exon 4 leads to a loss in TGFβ signaling in 50%–85% of Schwann cells as assessed by genomic PCR and phospho-smad3 staining in the nerves (Figures S4C and S4D). *Tgfbr2*^*ΔSC*^ animals were also crossed to B6.Cg-Gt(ROSA)26Sor^*tm14(CAG-tdTomato)Hze*^ reporter mice to identify recombined cells. 70%–90% of tdTomato^+^ Schwann cells were found to also carry *Tgfbr2* recombination in these animals.

#### Sciatic nerve transections

Full sciatic nerve transections were carried out on male and female mice aged 6-8 weeks. The left sciatic nerve was exposed under isoflurane general anesthesia in aseptic conditions and transected at a point 1cm from the sciatic notch. The incision was closed using surgical clips and vetergesic analgesia was administered. Six days post-operation transected nerves, along with the contralateral control nerve, were collected for subsequent studies. For proliferation studies, mice were injected intraperitoneally with EdU (50mg/kg; Invitrogen) 4 hr prior to nerve collection. For the time course study nerves were collected at d1, d2, d4, d6, d8 and d10 post-transection.

#### Schwann Cell Cultures

Primary rat Schwann cells were prepared from p7 Sprague-Dawley rats (male and female). Sciatic nerves were dissected from pups, finely chopped and digested in EBSS containing DNase (7 units), collagenase (1mg/ml) and 0.025% trypsin at 37°C for 35 min. Macrophages were removed from digested cells by panning with anti-CD11 antibody OX42 (Harlan sera-labs, MAS 370p) at 1:500 dilution. Fibroblasts were removed from the macrophage depleted cells by panning three times using Thy1 antibody (OX7 1:1000 BD Biosciences 554898). Rat Schwann cells were plated onto poly-L-lysine (1:2500) and laminin (1:100) coated dishes in Schwann cell media (DMEM, GIBCO 11880-028) containing 3% FCS, 4mM glutamine, 1 μM forskolin, kanamycin/gentamycin and GGF (Glial growth factor, manufactured in house).

Mouse Schwann cells were prepared from *Tgfbr2*^*fl/fl*^ pups (male and female) at post-natal day 2. Sciatic and brachial nerves were collected, digested in a 1:1 mixture of 0.4% collagenase type 2 (Worthington 405U/mg-4176) and trypsin 1:300 (GIBCO 840-7073 2.5mg/ml) in tilted 35 mm dish at 37C for 30-35 min. Cells were pelleted, suspended in dissociation medium (DMEM low glucose from GIBCO 31885-023, 5% horse serum, arabinosylcytosine and penicillin/streptomycin and plated on poly-L-lysine (1:2500) and laminin (1:100) coated dishes. After 3 days cells media was replaced with complete G5 medium: Neurobasal media (ThermoFisher 21103049) containing 4mM glutamine, G5 supplement (ThermoFisher 17503012), heregulin (20ng/ml PreProtech 100-03), dibutryl-cyclic AMP (0.1mM Sigma D0260), kanamycin/gentamycin and 3% horse serum.

### Method Details

#### Preparation of mouse Schwann cells for FACS and RNA extraction

Transected nerves, or contralateral control nerves, from *tdTom*^*SC*^ mice (male and female) were collected into ice-cold HEPES buffered HBSS. The bridge region, and the nerve portion distal to the wound were separated from the proximal nerve by dissection under a fluorescent stereomicroscope. In each dissection 90mm of nerve distal to the wound site was collected. For characterization of the SC transcriptome shown in Figures 1, 2A–E, and 7F, nerves from 3 mice were pooled for each FACS sample. This yielded ≥ 250pg RNA/sample enabling the generation of high coverage sequencing data. Bridges from 3 mice were digested together while the distal and intact nerves were digested separately and pooled prior to centrifugation. Nerve fractions were finely chopped prior to digestion in a trypsin (GIBCO 1:250 3mg/ml): collagenase II (Worthington 1.62U/ul): hyaluronidase (Worthington 1%) mix 1:1:0.04 with the addition of pronase (Sigma-Aldrich 10%) 1 μl/50 μl. Nerves were digested for a total of 20 min at 37°C with trituration after 10 min. Digestion was terminated by trituration in dissociation medium (DMEM containing 5% horse serum and penicillin-streptomycin). Following centrifugation (10 min, 1000rpm, 4°C) cells were resuspended in 400 μL FACs sorting buffer containing 2.5% RNAsin (Promega). tdTomato-expressing cells were FACs sorted (BD FACS ARIA III machine) and collected into RLT buffer (QIAGEN) along with non-tdTomato-expressing cells and RNA was extracted using the RNeasy Plus Micro Kit according to manufacturer’s recommendations (QIAGEN). For time-course analysis, RNA was extracted from single intact nerves as control, distal nerve stumps at d1, d2 post-transection (no bridge is present at this stage) and both bridge and distal regions at d4, 6, 8 and 10.

#### Characterization of FACS sorted cells

FACS sorted cells were collected into 350μl of dissociation buffer which was transferred to a PLL coated 4 well plate in complete Schwann cell media (Parrinello et al., 2010). The cells were allowed to adhere for 6 hr to overnight (37°C with 10% CO_2_) and characterized by immunofluorescence for S100β expression to determine purity of the Schwann cell preparation, or were stained with Calcein AM (1:10,000 for 10 min, Sigma), to assess cell viability of the tdTomato^+^ cells. For quantitative assessment of purity, dissociated tdTomato^+^ Schwann cells were acutely stained with S100-APC linked (1:50; Lightning-Link Innova Biosciences) and subjected to FACS analysis to assess coexpression of S100β and tdTomato.

#### RNA-Sequencing Library Preparation

RNA libraries from FACS sorted cells were prepared from samples which had an RNA integrity number (RIN) greater than 7 and were sufficiently concentrated to provide a minimum of 250pg RNA in a maximum volume of 2.4 μl. Samples were spiked with ERCC spike-in controls (Mix 1 ThermoFisher) at a dilution of 1:1x10^6^. dsDNA libraries were prepared according to the Smart-seq2 protocol (Picelli et al., 2014) and 1ng was tagmented using the Nextera XT DNA library preparation kit (Illumina) according to manufacturer’s instructions. The libraries were diluted to a final concentration of 2nM, the samples pooled and 10pmol were sequenced on an Illumina HiSeq 2500 instrument. Time course RNA libraries were prepared from a minimum of 100pg of RNA with a RIN greater than 7.

Rat Schwann cell libraries were prepared from RNA extracted using the Trizol method from control Schwann cells or Schwann cells treated overnight with 10ng/ml recombinant TGFβ (R&D Systems). 500ng of RNA was used for library preparation using the NEB Next Ultra Directional RNA library prep kit for Illumina (NEB). RNA sequencing was performed on pooled libraries as above.

RNA sequencing data was processed using RTA version 1.18.64, with default filter and quality settings. The reads were demultiplexed with CASAVA 1.8.4 (allowing 0 mismatches). Raw reads were aligned to mouse (NCBI Build 37, USCS mm9) or rat (RGSC Rnor_5.0) genomes using the TopHat v.2.0.11 software (Kim et al., 2013b) and assigned to genomic features using HTSeq v.0.6.1 (Anders et al., 2015). RNA-seq data derived from single nerves were preprocessed by i) removing datasets containing less than 10000 detectable genes, ii) filtering out genes with less than 100 raw counts in more than 15% of the remaining datasets. After filtering, 4 intact single nerves and 3 of each other conditions were included in our analysis, each containing data for > 6500 genes (Table S6). Differential expression, RPKM, and normalized counts where generated using the DESeq2 Bioconductor package (Love et al., 2014). Figures 1E and 3C are based on normalized counts and 2B on preranked ratios. Downstream data analysis was performed in R. Functional analysis was performed using the DAVID and GSEA toolsets (Huang da et al., 2009, Subramanian et al., 2005). Visualization of GO enrichments on Figure 1D was generated using the GOplot R package and outputs from DAVID (Walter et al., 2015). Visualization of GSEA enrichment on Figure 2B was generated using R code made available from https://www.biostars.org/p/168044/. ES modules were described in (Kim et al., 2010). Figure 1F represents the mean expression values in FPKM from the iSC, dSC, and bSC datasets, mature astrocytes and neurons from (Zhang et al., 2014) and embryonic stem cells from (Marks et al., 2012). FPKM from all datasets were further normalized by median centring to allow cross-comparison.Schwann cell TGFβ signaling signatures were defined by DESseq2 analysis of RNA-seq data from rat Schwann cells treated *in vitro* with TGFβ. Signatures include genes up or downregulated more than 2 fold with an adjusted p value < 0.0001 (Table S5) (Love et al., 2014). The list of 200 genes form the HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION available on the GSEA website was used as EMT signature.

#### Cell Clustering Experiments and Infections

For clustering experiments, rat or mouse Schwann cells (2.8x10^4^) were plated on PLL-treated coverslips which had been coated with recombinant ephrinB2-Fc clustered with anti-Fc antibodies at a 2:1 molar ratio (8ug/ml R&D Systems) at 37°C overnight or with molar equivalent anti-human Fc antibodies. Cells were plated in the presence or absence of 10ng/ml recombinant TGFβ (R&D Systems) and 16 hr later fixed and stained for S100β (DAKO ZO311; 1:500) and N-cadherin (BD Biosciences 610921; 1:500). Quantification of cell sorting was performed on duplicate coverslips. A minimum of 200 cells per coverslip was counted across randomly selected fields of view. Two coverslips were counted for each condition. Cells were assigned to groups depending on whether they were single, in a cluster of 2-9 cells or in a cluster of more than 9 cells and percentage of cells in clusters of increasing size calculated. N-cadherin at cell-cell contacts was measured in ImageJ.

Samples for western blotting were plated at a density of 1.25 × 10^5^ in 6-well plates previously coated with ephrinB2-Fc or Fc as above in the presence or absence of 10ng/ml recombinant TGFβ and collected after 16 hr in RIPA buffer. For inhibition of TGFR activity cells were cultured in the presence or absence of two independent inhibitors; LY2157299 (Selleck; final concentration 5nM) and SD208 (Tocris Bioscience; final concentration 2.5nM).

siRNA transfection of Schwann cells were performed For siRNA oligonucleotides were transfected using Hiperfect according manufacturer’s instructions (QIAGEN). Silencing target sequences for *Smad4* were: 5′-CAGCTACTTACCACCATAACA-3′ (oligo 1) and 5′-TCAGTAGCATTTGACTTAAA-3′ (oligo 2), oligonucleotides were used at a final concentration of 25nM. For *Cdh2* target sequence was 5′-CAGCGCGGTCTTACCGAAGGA-3′ and was used at a final concentration of 4nM to produce partial knockdown.

N-cadherin rescue in rat Scwhann cells and deletion of *Tgfbr2* in mouse cells was achieved by adenoviral infection. *Tgfbr2*^*fl/fl*^ mouse cells were transfected with adenoviruses encoding Cre recombinase. Control cells were infected with adenoviruses encoding GFP (Ad-*Gfp*). Adenoviral supernatants were prepared as described in the manufacturer’s instructions (Vivapure-VivaScience) and added at a multiplicity of infection of ?80 to Schwann cells. Twenty-four hours later the adenoviral supernatant was removed, and the medium changed to fresh growth medium. Infection conditions were optimized to achieve maximal infection efficiency as judged by the percentage of GFP-positive cells (> 95%) and minimal cell toxicity. Successful *Tgfbr2* deletion was confirmed by qPCR (Figure S4I).

#### Invasion Assays

Invasion of rat Schwann cells (2x10^5^) through a 1:40 fibronectin matrix was carried out using the xCelligence system and CIM-Plates 16 (ACEA Biosciences) according to manufacturer’s instructions. Cells were cultured overnight in the presence or absence of 10ng/ml TGFβ prior to seeding and invasion was allowed to proceed for 48 hr. Measurements were taken at the point of maximal invasion, which corresponded to 4-6 hr after seeding.

For invasion of mouse Schwann cells, 5x10^5^ cells were placed in the upper well of Boyden Chamber (Millicel 8.0 μm pore size) in the presence or absence of TGFβ (10ng/ml). Invasion through fibronectin-coated (1:40) membrane was allowed to proceed for 48 hr before cells were fixed, stained with dapi (1:5000) and counted.

#### Immunofluorescence, Immunohistochemistry and Western Blotting

For quantifications of axonal regrowth and Schwann cell migration (Figure 4), cryo-sections (50 μm) of cut sciatic nerves were processed for immunohistochemistry. Sections were thawed (10 min at room temperature), post-fixed (15 min 4% paraformaldehyde), treated with NH_4_Cl_2_/glycine (0.2%/0.37%) before permeabilisation (3 hr in 1%NP-40 in TBST; tris-buffered saline with 0.1% tween 20). Sections were blocked and antibdodies added in TBST containing 10% donkey serum). All other immunostainings were carried out on 15 μm cryo-sections. Antibodies were: anti-S100β (DAKO ZO311; 1:1000), chicken polyclonal anti-neurofilament (Abcam ab72997 1:2000), sheep polyclonal anti-N-cadherin (R&D systems AF426 1:200), Myelin basic protein (MBP, Santa Cruz sc-13912 1:100) and p75^NGFR^ (Millipore ab1554 1:1000). In addition, 5 μm paraffin sections were processed for phospho-smad3 (Abcam ab52903 1:50) and S100β (DAKO ZO311 1:500) staining. To confirm the identity of psmad3 stained cells within the wound site psmad3/S100β stained sections were also stained for fibroblasts (reticular fibroblast antibody1:500 ab51824) and endothelial cell markers (endomucin 1:1000 sc65495). For identification of EdU incorporation 15 μm cryostat sections were stained using the Click-It kit (Invitrogen) according to manufacturer’s instructions.

Western blotting and immunostaining of cells were performed according to standard protocols. Antibodies used for western blotting were as follows: pEphB1/B2, rabbit polyclonal (Abcam ab61791 1:1000); EphB2, goat polyclonal (R&D Systems AF467 1:2000); β-actin rabbit polyclonal (Abcam ab8227 1:5000); N-cadherin mouse monoclonal (BD Biosciences 610921; 1:1000); Smad4, rabbit polyclonal (Millipore 04-1033; 1:1000). TGFβ1 – rabbit polyclonal (1:1000 Abcam ab25121); TGFβ2 – mouse polyclonal (1:1000 Abcam ab36495): phospho-smad2 – rabbit polyclonal (1:1000 Merck 566415); smad2 – mouse monoclonal (1:1000 Cell Signaling Technology 3103S); gapdh – mouse monoclonal (1:10,000 Abcam ab9484): Sox2 – rabbit polyclonal (1:1000 Abcam ab97959); laminB – goat polyclonal (1:1000 Santa Cruz sc-6216).

#### Quantitative RT-PCR

RNA was extracted from control Schwann cells or from Schwann cells treated overnight with 10ng/ml TGFβ (R&D systems) using Trizol Reagent (Ambion). Frozen nerve samples were homogenized in Trizol Reagent using a TissueRuptor (QIAGEN). RNA was reverse transcribed using iScript gDNA clear cDNA synthesis kit (Bio-rad) and quantitative PCR was performed using the qPCRBIO SyGreen Mix Lo-Rox (PCR Biosystems). For quantitative RT-PCR from bridge and distal FACS-purified Schwann cells prepared from transected nerves of *Tgfbr2*^*fl/fl*^ *or Tgrb2*^*ΔSC*^ mice, cDNA libraries were prepared according to the Smart-Seq2 protocol. RNA input was 200pg for distal cells and 100pg for the bridge cells. Relative expression values for each gene of interest were obtained by normalizing to B2M and plotted in R.

#### In vivo quantifications

Quantifications of Schwann cell migration and axonal regrowth were carried out on fluorescent images acquired using inverted SPE confocal microscopes (Leica). 50 μm cryosections from *Tgfbr2*^*fl/fl*^ *and Tgfbr2*^*ΔSC*^ nerves were stained with S100β and/or neurofilament and DAPI and for each nerve, the same volume and number of z- stacks was taken and the same settings of acquisition were used. A projection of the z stacks was made and used for quantifications using Fiji software (http://fiji.sc/Fiji). For quantifications at 6 days post-transection, images of the 4 central sections of the bridge region of each nerve were taken and analyzed, as follows. A horizontal line was drawn demarcating the boundary between proximal stump and bridge, as assessed by DAPI staining and Schwann cell morphology. Lines perpendicular to this boundary were then drawn from the leading edge of each Schwann cord to the boundary itself across the entire width of the nerve. Cord length was then averaged in each mouse to calculate ‘average cord length’. Maximum migrated distance was also measured as the longest cord in each animal. For quantification of axonal regrowth at 6 weeks post-transection, z stack images of distal stumps stained for neurofilament to identify axons were taken across the entire width of the nerve. Projections were converted to binary images and area occupied by axons was measured as a readout of reinnervation. 3 areas of identical size were measured along the entire length of the distal stump at regular intervals from the wound site and average axonal density calculated for each mouse. Quantifications of cell sorting were carried out in *tdTom;Tgfbr2*^*fl/fl*^ and *tdTom;Tgfbr2*^*ΔSC*^ mice to facilitate visualization of bridge Schwann cells. Images of the proximal bridge were taken across the four sections encompassing the central region of the nerve. Within each section, two areas of identical size were selected proximal to the leading edge of the Schwann cell cords and number of Schwann cells in cords in each area quantified and expressed as percentage of total number of cell per area.

#### Electron microscopy and morphological analyses

Sciatic nerves were collected and fixed in 2% (vol/vol) glutaraldehyde in 0.12M phosphate buffer, post-fixed in 2% osmium tetroxide overnight at 4C and in 2% Uranyl Acetate 45 min at 4C. Nerves were then dehydrated in an ethanol series before embedding in epoxy resin.

Semithin sections were cut with a glass knife at 0.1 μm, dried carefully and stained with 0.5% toluidine blue in 2% borax at 75°C for 30 s. After dehydration, sections were mounted with DPX (Sigma) and representative images were acquired using wide-field microscopy.

Ultrathin sections were cut with a diamond knife at 70 nm, collected onto formvar coated slot grids, stained with lead citrate and then visualized using transmission electron microscopy (T12 Tecnai Spirit, FEI) using a Morada camera and iTEM software (Olympus SIS).

*g* ratios were determined by dividing the mean diameter of an axon without myelin by the mean diameter of the same axon with myelin. To determine the size distribution of myelinated fibers, axon diameter of 9 images (three 75.58x50.34 microns fields per mouse, 3 mice per genotype) were measured and binned based on their diameter. All measurements were acquired using Photoshop to draw the axons and their associated myelin sheath and Fiji software to measure their mean diameter.

### Quantification and Statistical Analysis

Statistical analysis was performed using Prism (GraphPad Software). Fisher’s exact test was used for the clustering experiments; Student’s t test was used for paired data and ANOVA with Bonferroni correction for all group data. All experiments for which quantifications were performed were carried out a minimum of three times as indicated in the figure legends. Data are presented as mean ± SEM p < 0.05 was considered significant.

### Data and Software Availability

Gene expression data are available in the Gene Expression Omnibus, GEO: GSE103039. Freely available software and algorithms used for analysis are listed in the resource table. Some unavailable analyses were specifically designed for the purpose of this paper using routines written in R R version 3.3.1 (https://www.r-project.org/). All custom scripts and data contained in this manuscript are available upon request from the Lead Contact.

## Author Contributions

Conceptualization, S.P., M.P.C., and S.M.; Methodology, M.P.C. and E.B.; Software, S.M., S.K., and L.F.C.G.; Investigation, M.P.C., E.B., A-L.C., L.Z., A.A., and J.J.B.; Writing – Original Draft, S.P.; Writing – Review & Editing, S.P., M.P.C., S.M., and A.C.L.; Funding Acquisition, S.P., S.M., and A.C.L.; Resources, A.C.L.; Visualization, S.P., M.P.C., and S.M.; Supervision, S.P. and S.M.

# Supplementary material for: The Wound Microenvironment Reprograms Schwann Cells to Invasive Mesenchymal-like Cells to Drive Peripheral Nerve Regeneration
**Source:** Neuron. 2017 Sep 27;96(1):98–114.e7. doi: 10.1016/j.neuron.2017.09.008
**Supplement:** Document S1. Figures S1–S7

**Supplemental Information**

**The Wound Microenvironment Reprograms  
Schwann Cells to Invasive Mesenchymal-like Cells  
to Drive Peripheral Nerve Regeneration**

**Melanie P. Clements, Elizabeth Byrne, Luis F. Camarillo Guerrero, Anne-Laure Cattin, Leila Zakka, Azhaar Ashraf, Jemima J. Burden, Sanjay Khadayate, Alison C. Lloyd, Samuel Marguerat, and Simona Parrinello**

Figure S1

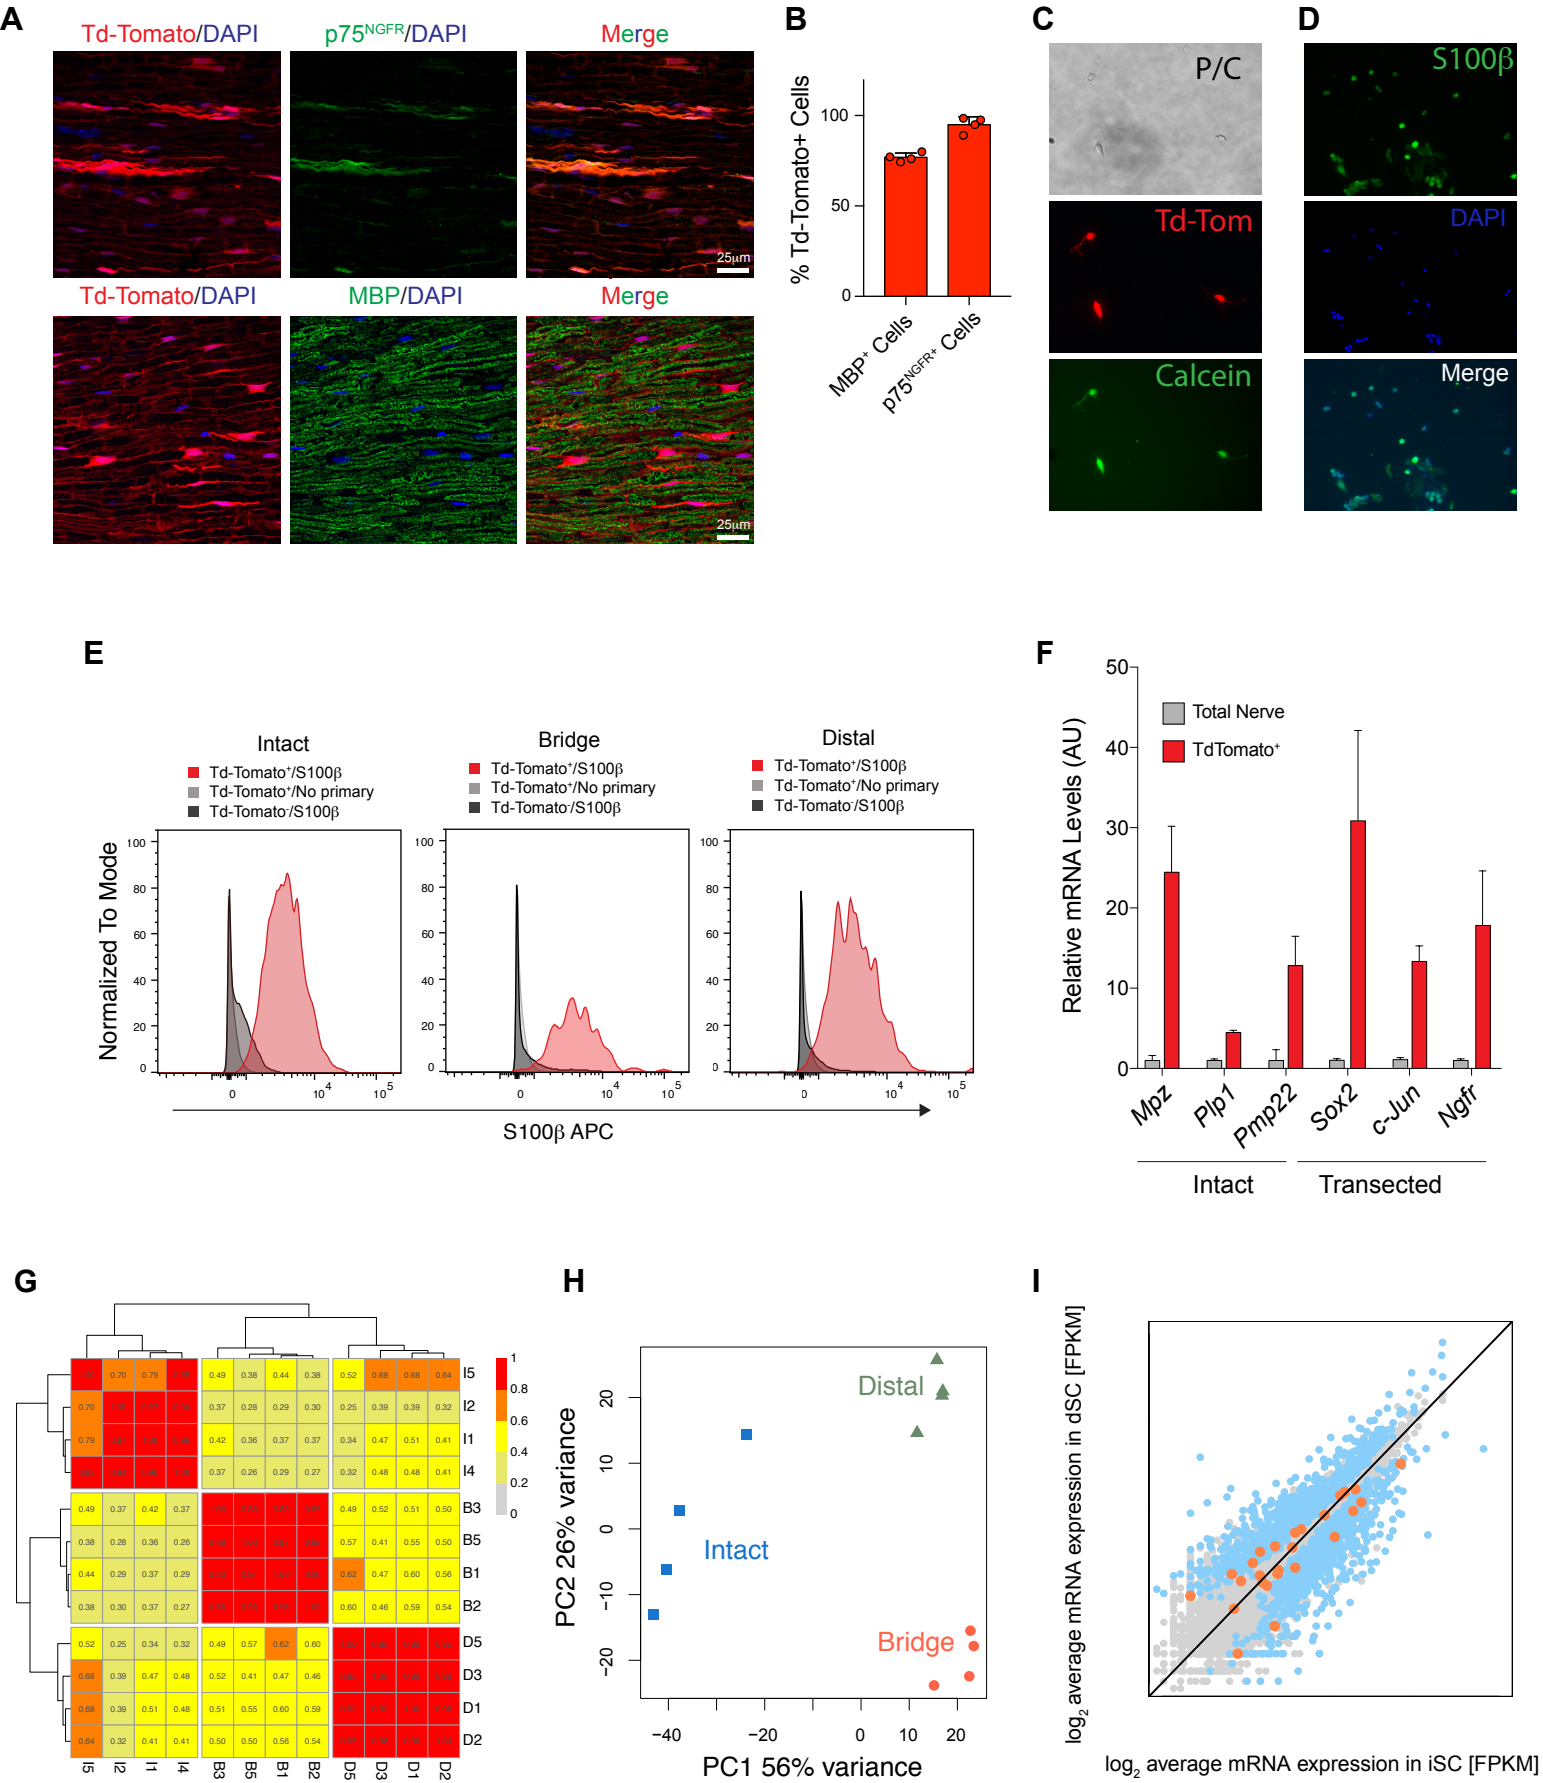

## Figure S1. Related to Figure 1

### Schwann cell specificity of TdTomato expression and validation of FACS-sorting strategy

(A) Representative longitudinal cryosections of adult sciatic nerves of *tdTom<sup>SC</sup>* mice stained for p75<sup>NGFR</sup> (green; top panel) and DAPI (blue) to identify non-myelinating Schwann cells, and Myelin basic protein (green; bottom panel) and DAPI (blue) to identify myelinating Schwann cells.

(B) Quantification of images from (A) showing recombination efficiency of the tdTomato allele in both myelinating (MBP) and non-myelinating (p75<sup>NGFR</sup>) Schwann cells.

Recombination efficiency is expressed as percentage of total tdTomato<sup>+</sup> cells (mean ± SEM). n=4.

(C) Images of FACS-purified tdTomato<sup>+</sup> Schwann cells purified from intact sciatic nerves of *tdTom<sup>SC</sup>* mice, plated in Schwann cell media for 6h and labelled with calcein AM. Phase contrast (P/C), tdTomato fluorescence and Calcein fluorescence (green) are shown, as indicated. Incorporation of Calcein confirms cell viability.

(D) Images of tdTomato<sup>+</sup> Schwann cells FACS-sorted from intact sciatic nerves, plated in Schwann cell media for 6h, fixed and stained with S100β (green) and DAPI (blue).

(E) FACS analysis of S100β expression in cell suspension prepared from intact, bridge (day 6) and distal (day 6) *tdTom<sup>SC</sup>* nerves. Histograms show the relative fluorescence intensity of tdTomato<sup>+</sup> Schwann cells stained with anti-S100β-APC linked antibodies (tdTomato<sup>+</sup>/S100β, red), control unstained tdTomato<sup>+</sup> Schwann cells (tdTomato<sup>+</sup>/no primary, light grey) and tdTomato<sup>-</sup> nerve cells stained with anti-S100β-APC linked antibodies (tdTomato<sup>-</sup>/S100β, dark grey). In each fraction (intact, distal and bridge) the vast majority of tdTomato<sup>+</sup> cells are also S100β<sup>+</sup>, indicating that the FACS sorted cells are indeed Schwann cells. In contrast a negligible fraction of tdTomato<sup>-</sup> cells are S100β positive.

(F) Gene expression levels of differentiation (*Mpz*, *Plp1*, *Pmp22*) and dedifferentiation markers (*Sox2*, *c-jun*, *Ngfr*) measured by RT-qPCR in FACS-purified Schwann cells and whole intact and injured nerves. Levels are expressed as fold change relative to whole intact nerves for differentiation markers and to distal stump of injured nerves for dedifferentiation markers. Data are represented as mean  $\pm$  SEM, n=4.

(G) Hierarchical clustering of Pearson correlations of DESeq2 normalised counts for the *in vivo* RNA-seq libraries from day 6 nerves included in this study. I, B and D stand for intact, bridge and distal Schwann cells, respectively. Colour represent Pearson correlation coefficient and actual values are displayed on their corresponding heatmap tiles.

(H) PCA analysis of DESeq2 expression scores for the *in vivo* RNA-seq libraries (day 6) included in this study after normalisation by variance stabilisation transformation.

(I) Comparison of the log<sub>2</sub> average gene expression scores in FPKM of the 4 libraries obtained from intact (iSC) and distal (dSC) Schwann cells, as indicated. Genes differentially regulated with adjusted p<0.05 after DESeq2 analysis are highlighted in light blue. Average expression of ERCC RNA controls spiked in at constant concentration in each libraries are highlighted in orange.

Figure S2

A

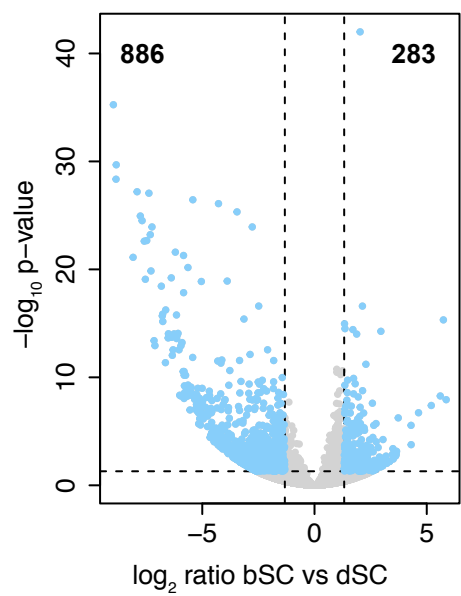

B

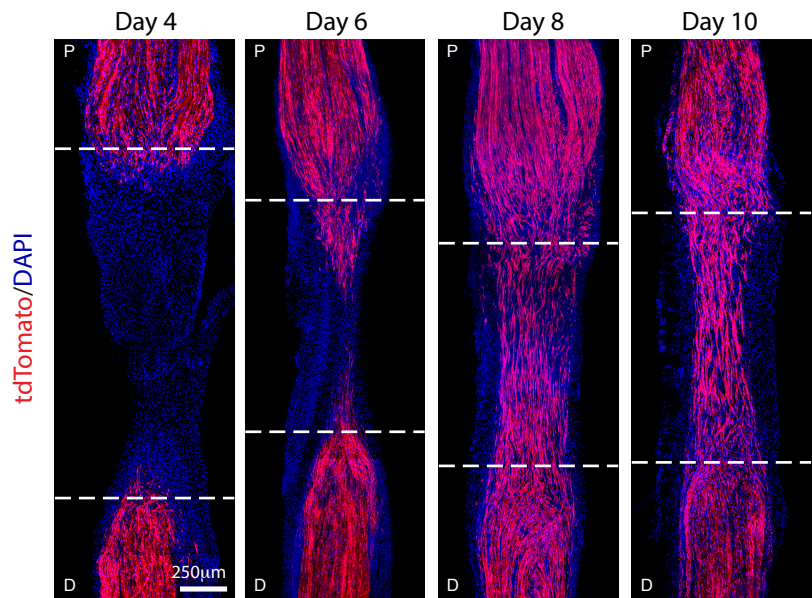

C

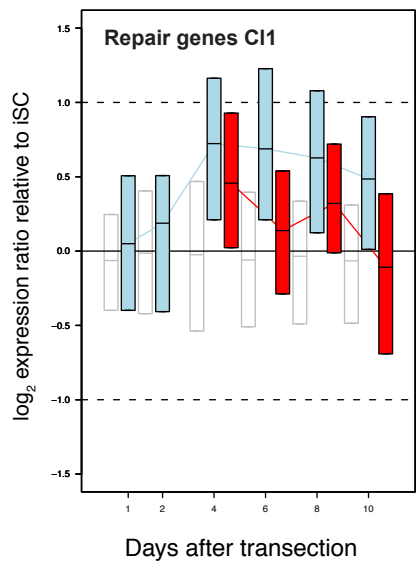

D

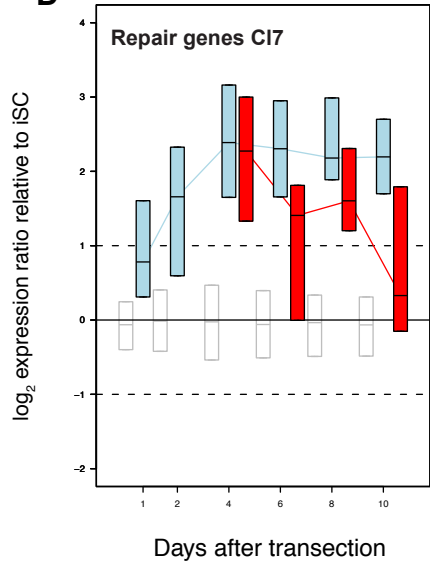

## Figure S2. Related to Figure 2

### Differentially expressed genes in bSC and dSC

(A) Volcano plot of DESeq2 differential gene expression analysis between bridge (bSC) and distal (dSC) Schwann cell RNA-seq datasets. Genes regulated over 2.5 fold (adjusted  $p < 0.05$ ) are highlighted in light blue.

(B) Representative images of longitudinal cryo-sections of transected *tdTom<sup>SC</sup>* nerves collected at days 4, 6, 8 and 10 post-transection. Schwann cells are shown in red and nuclei are counterstained with DAPI. Dotted lines indicate the boundaries of the bridge region, P denoted the proximal and D distal stumps at each time point. Note that migration of Schwann cells into the wound begins at day 4, peaks at d6 and subsides by day 8, when Schwann cell cords from proximal and distal stumps join together to reconnect the severed nerve ends.

(C, D) RNA-seq time course analysis of distal (dSCs) or bridge (bSCs) Schwann cell gene expression changes after sciatic nerve transection. dSCs/iSCs (blue) or bSCs/iSCs (red). DESeq2 expression ratios are plotted as a function of time after injury for two groups of repair genes associated with inflammation and ECM production, identified in cluster 1 (C11, C) and cluster 7 (C17, D) of figure 2A. Boxes denote the interquartile range and black strikes the median of all ratios in the list. Open boxes represent dSCs/iSCs expression ratios for all genes as a reference. Note that the repair genes expression is the highest in dSCs from day 6 onwards coinciding with robust SC invasion into the bridge. Data were acquired for cells isolated from single nerves,  $n=3-4$  per time point.

Figure S3

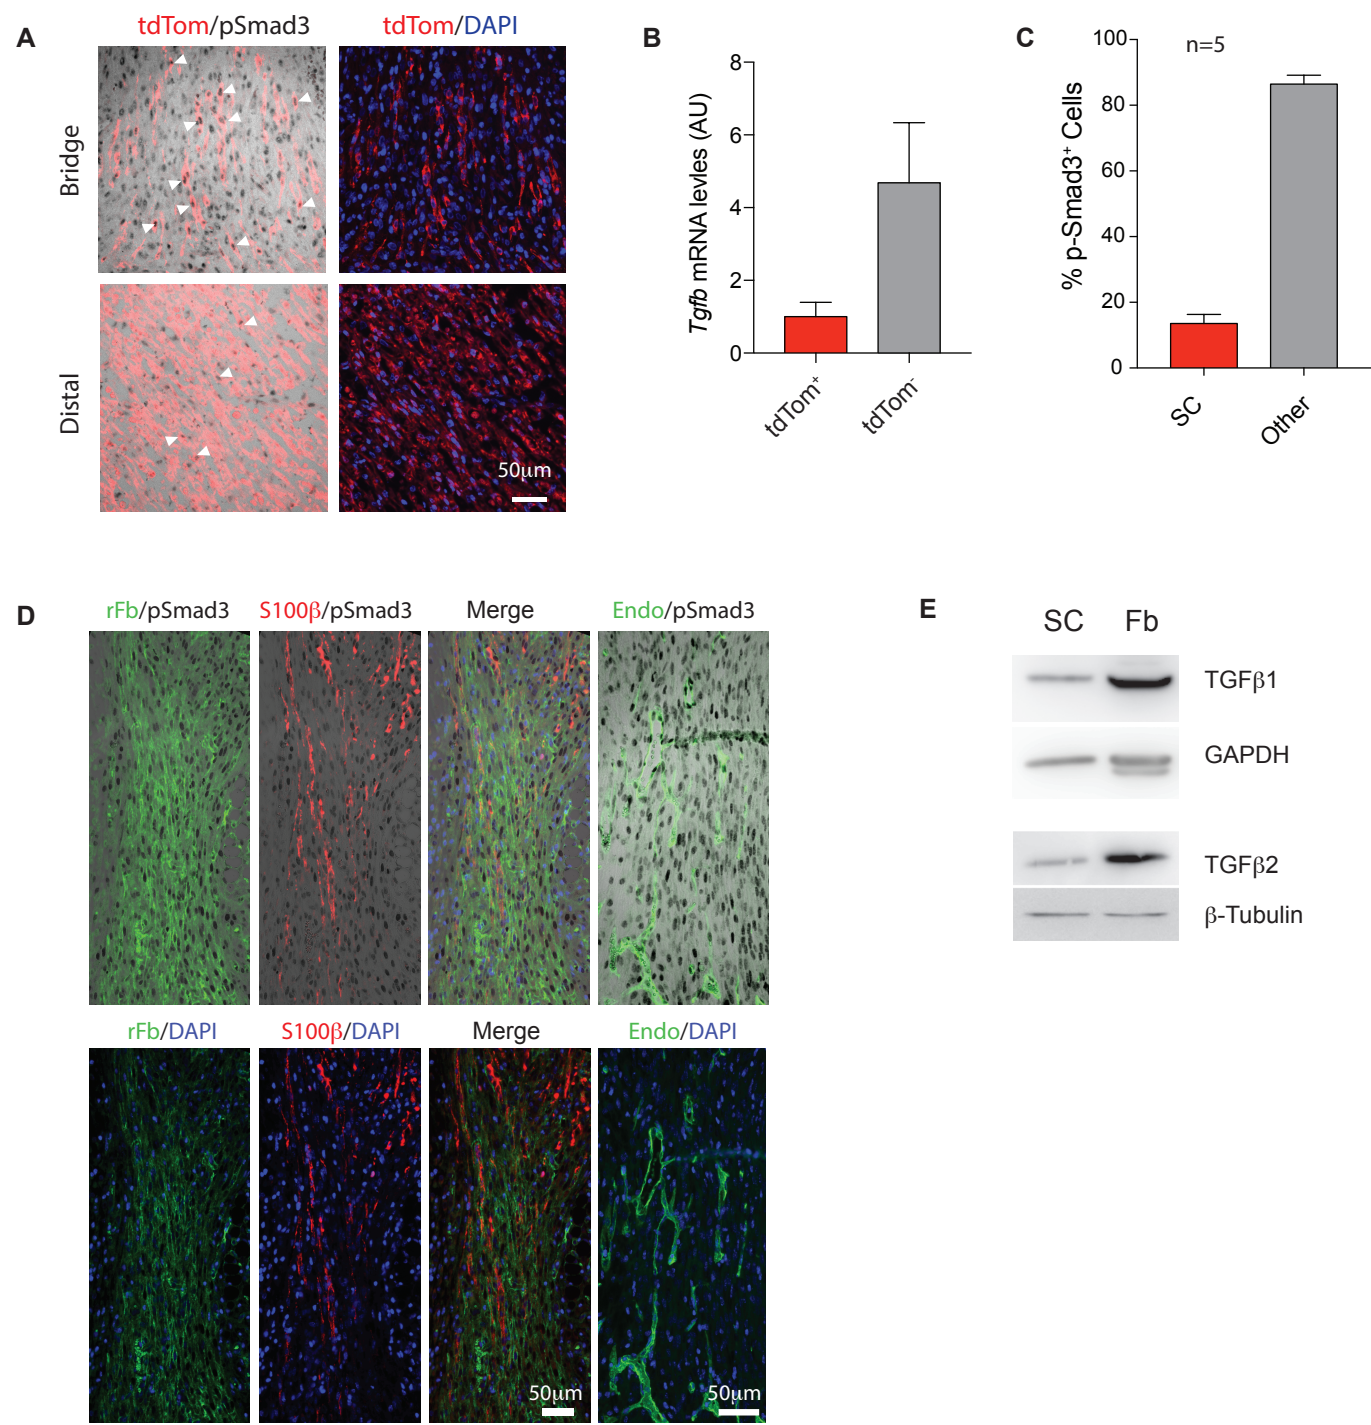

### Figure S3. Related to Figure 3

#### TGF $\beta$ expression is enriched in the bridge microenvironment

(A) p-Smad3 expression in the bridge (top) and distal (bottom) regions of cut *tdTom*<sup>SC</sup> nerves 6 days post-transection. Paraffin sections were stained for p-Smad3 (DAB), tdTomato (red) and DAPI (blue). White arrow heads indicate p-Smad3 co-localisation with SC nuclei. Numbers of p-Smad3<sup>+</sup> Schwann cells were similar to those found in Figure 3A and B using S100 $\beta$ .

(B) Quantitative RT-PCR analysis of TGF $\beta$  expression in FACS-purified tdTomato<sup>-</sup> bridge cells relative to tdTomato<sup>+</sup> bridge Schwann cells. Data are represented as mean  $\pm$  SEM, n=3.

(C) Quantification of the numbers of p-smad3<sup>+</sup> Schwann cells and other nerve cells in the bridge at 6 days post-transection assessed by immunohistochemistry as in Figure 3A. Approximately 50% of the total number of bridge cells express p-smad3. Of these cells, approximately 15-20% are Schwann cells and 80-85% are other wound cells. Data are represented as mean  $\pm$  SEM, n=5.

(D) Characterisation of p-smad3<sup>+</sup> cell types in the bridge. Representative images of paraffin sectioned nerves collected 6 days post-transection which were used for the quantifications presented in (B). Sections were stained for p-smad3 (DAB; top panel) and a fibroblast marker (reticular fibroblast rFb, green) to assess TGFR activity in fibroblasts and for the endothelial marker endomucin (green, right panel) to assess activity in blood vessels. Schwann cells were also labelled with S100 $\beta$  (red) and nuclei counterstained with DAPI (blue). Note that the majority of p-Smad3<sup>+</sup> non-Schwann bridge cells are fibroblasts and endothelial cells.

(E) Western blot analysis of TGF $\beta$ 1 and TGF $\beta$ 2 levels in cultured rat Schwann cells (SC) and perineurial fibroblasts (Fb). GAPDH and  $\beta$ -tubulin served as loading control.

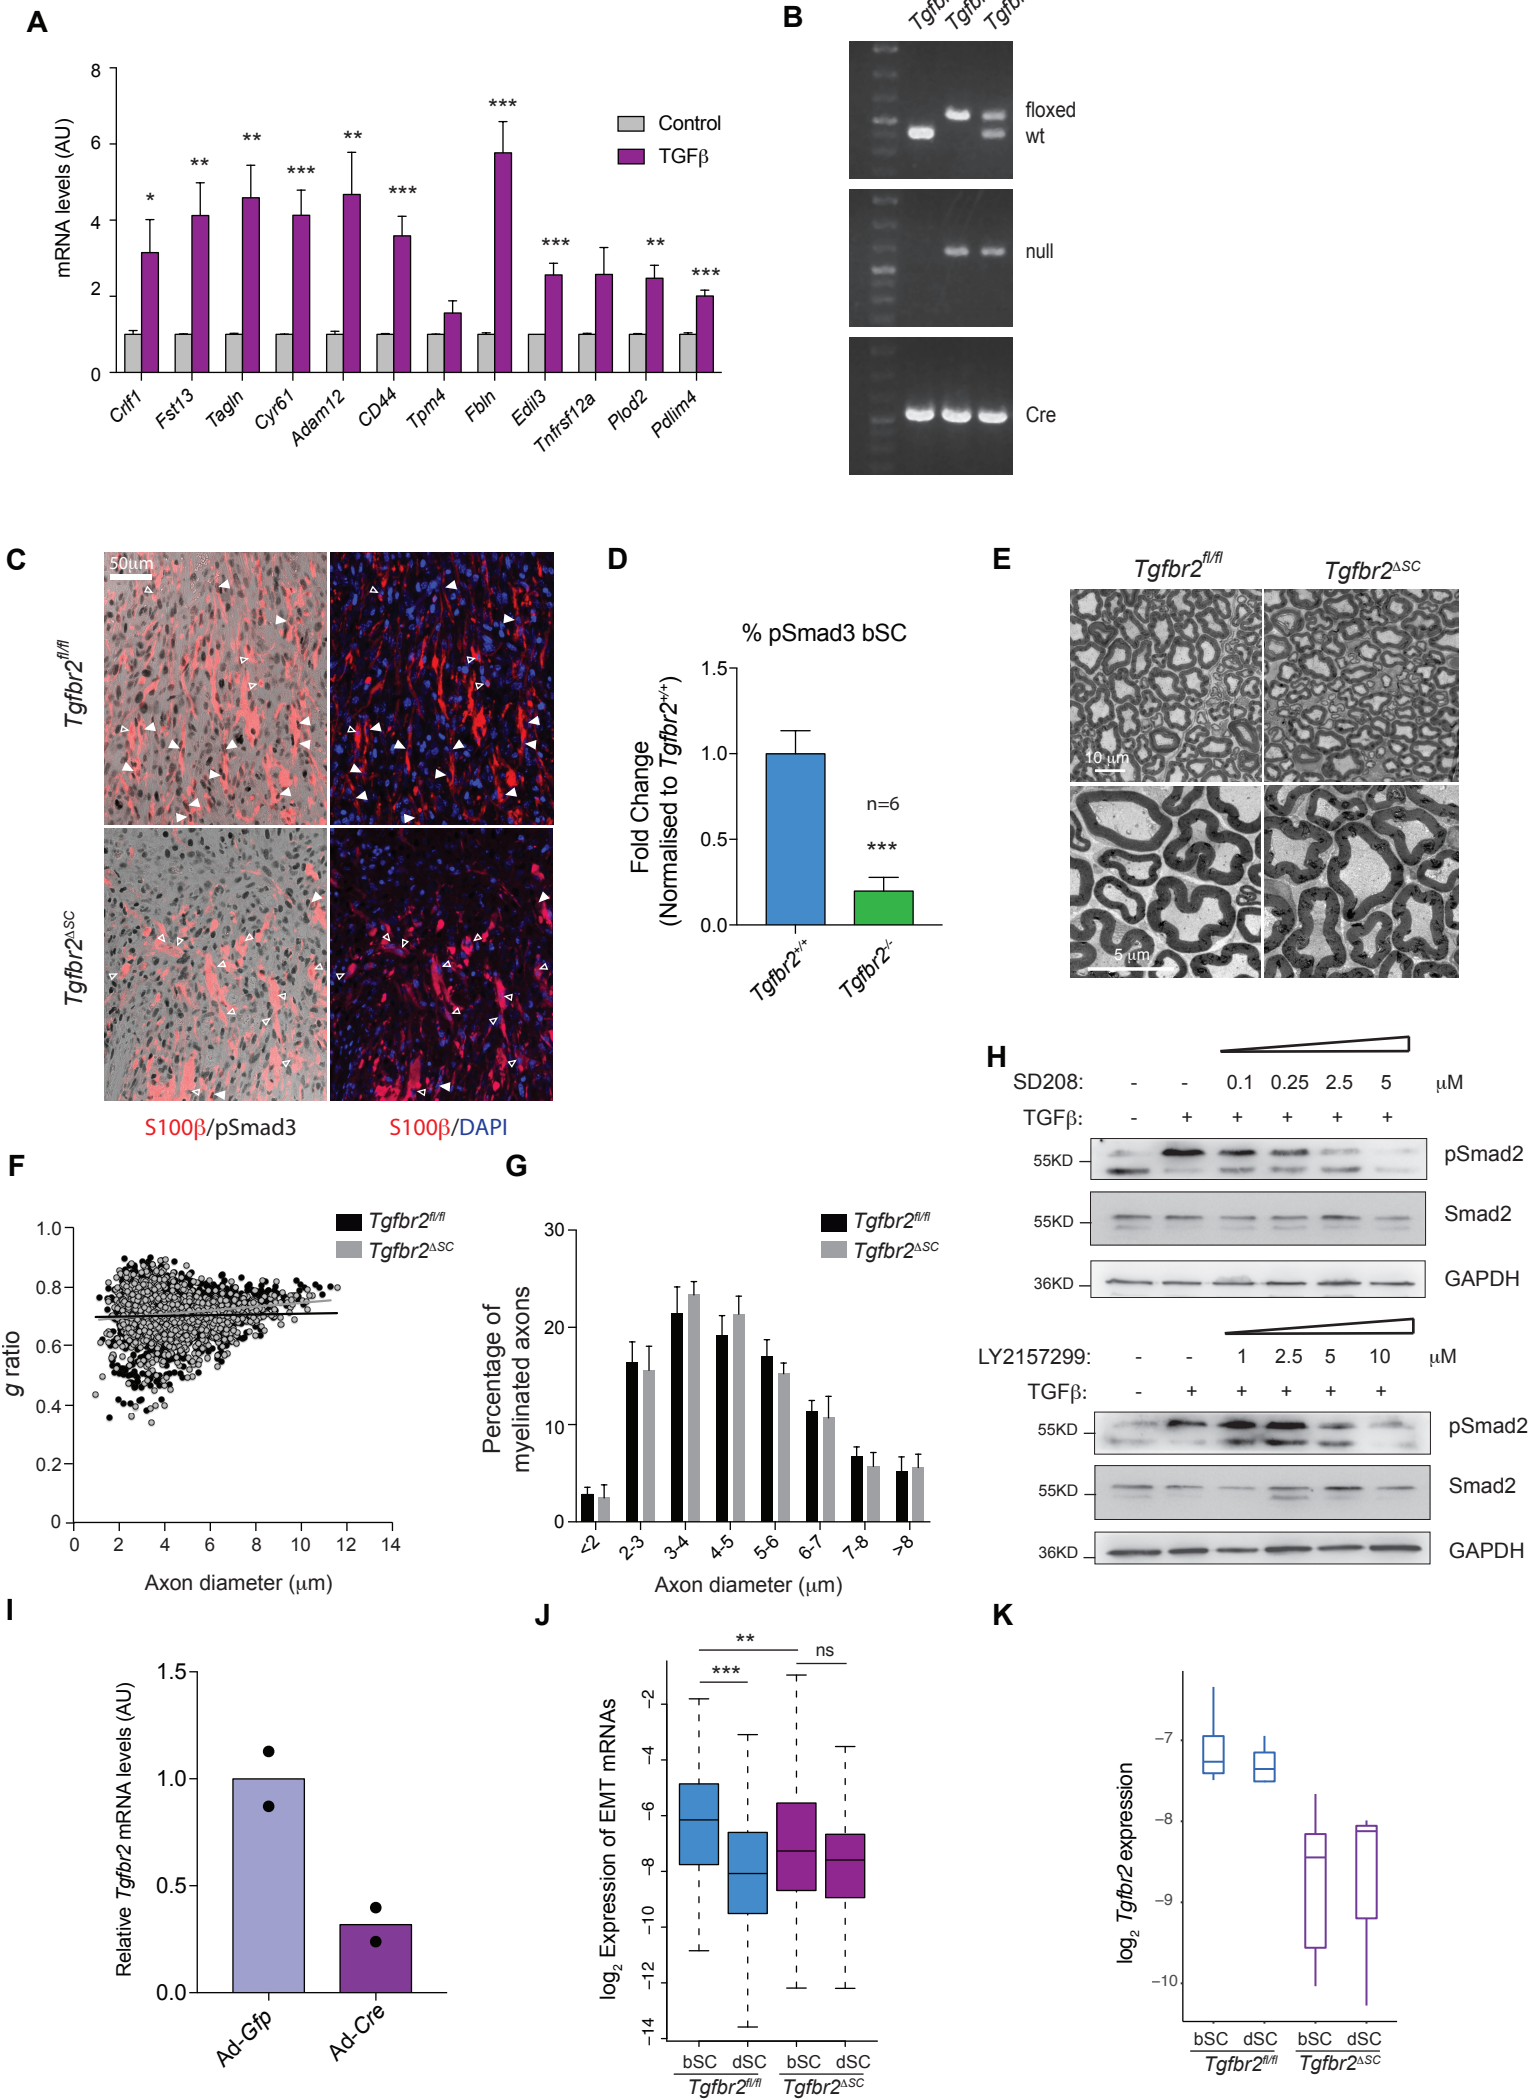

## Figure S4. Related to Figure 4

### Efficiency of *Tgfb $\beta$ 2* recombination in *Tgfb $\beta$ 2<sup>ASC</sup>* mice

- (A) Quantitative RT-PCR analysis of a panel of EMT genes that are specifically increased in bridge cells carried out in cultured rat Schwann cells untreated or treated with TGF $\beta$  for 16h. Data are represented as mean  $\pm$  SEM, n=3. *P* values were calculated using Students t-test \**p*<0.05; \*\**p*<0.01; \*\*\**p*<0.001.
- (B) PCR analysis of genomic DNA for floxed, wild type and recombined *Tgfb $\beta$ 2* allele and for P0A-Cre transgene. DNA was extracted from sciatic nerves of *Tgfb $\beta$ 2<sup>fl/fl</sup>*, *Tgfb $\beta$ 2<sup>fl/-</sup>*; *POA-Cre* and *Tgfb $\beta$ 2<sup>ASC</sup>* mice, as indicated.
- (C) p-Smad3 expression in the nerve bridge of *Tgfb $\beta$ 2<sup>fl/fl</sup>* and *Tgfb $\beta$ 2<sup>ASC</sup>* mice collected at 6d post-transection. Paraffin sections were stained for p-Smad3 (DAB), S100 $\beta$  (red) and DAPI (blue).
- (D) Quantification of the numbers of pSmad3<sup>+</sup> *Tgfb $\beta$ 2<sup>fl/fl</sup>* and *Tgfb $\beta$ 2<sup>ASC</sup>* bridge Schwann cells depicted in C. p-Smad3 expression is strongly reduced in the Schwann cells of knock-out animals relative to wild-type controls. n=10 for *Tgfb $\beta$ 2<sup>fl/fl</sup>* and 6 for *Tgfb $\beta$ 2<sup>ASC</sup>* animals. Data are normalised to *Tgfb $\beta$ 2<sup>fl/fl</sup>* controls and represent mean  $\pm$  SEM. *P* values were calculated using the two-tailed Student t-test n=5. \*\*\**p*<0.001.
- (E) Semithin sections (top panels) and electron micrographs (bottom panels) of *Tgfb $\beta$ 2<sup>fl/fl</sup>* and *Tgfb $\beta$ 2<sup>ASC</sup>* adult nerves. Scale bars, 10 $\mu$ m (top panels) and 5 $\mu$ m (bottom panels). Deletion of *Tgfb $\beta$ 2* in Schwann cells does not alter nerve structure.
- (F) *g* ratios expressed as a function of axon diameter do not vary between intact nerves of *Tgfb $\beta$ 2<sup>fl/fl</sup>* (black dots) and *Tgfb $\beta$ 2<sup>ASC</sup>* (grey dots) mice. The graph represents the *g* ratios obtained from more than 650 myelinated axons per genotype. n=3 per group.

(G) Quantification of distribution of myelinated fibers in intact *Tgfrb2<sup>fl/fl</sup>* and *Tgfrb2<sup>ASC</sup>* nerves. No significant difference in myelination is observed. Data are represented as mean  $\pm$  SEM n=4; *Tgfrb2<sup>fl/fl</sup>* (black bars) *Tgfrb2<sup>ASC</sup>* (grey bars).

(H) Western blot analysis of p-Smad2 and total Smad2 in rat Schwann cells left untreated or treated with TGF $\beta$  in the absence or presence of different concentration of TGFR inhibitors, as indicated. Note complete suppression of TGFR signalling at the concentrations used in this study (2.5mM for SD208 top; 5mM for LY2157299 bottom). GAPDH served as loading control.

(I) qRT-PCR analysis of *Tgfrb2* mRNA levels in cultured mouse Schwann cells prepared from *Tgfrb2<sup>fl/fl</sup>* mice and transduced with adenoviral GFP-Cre recombinase (adCre) to induce *Tgfrb2* recombination or adenoviral GFP (adGFP) as control. n=2.

(J) qRT-PCR analysis of 24 bridge-specific EMT genes in FACS-purified bridge (bSC) and distal (dSC) Schwann cells from the bridge and distal regions of single nerves of *Tgfrb2<sup>fl/fl</sup>* mice (blue boxes, n=6) and *Tgfrb2<sup>ASC</sup>* (purple boxes, n=5) at 6 days post-transection. Deletion of *Tgfrb2* in Schwann cells impairs the induction of EMT genes in the bridge, but not in the distal stump 6 days post-transection. Data are represented as log<sub>2</sub> expression of all EMT genes and are the same as those used on figure 4F. The whiskers extend to the most extreme data point which is no more than 1.5 times the interquartile range from the box. \*\* p<0.01, \*\*\*p<0.001.

(K) qRT-PCR of *Tgfrb2* expression in FACS-purified bridge (bSC) and distal (dSC) from *tdTom;Tgfrb2<sup>fl/fl</sup>* (blue boxes, n=6) and *tdTom;Tgfrb2<sup>ASC</sup>* (purple boxes, n=5) mice 6 days post-transection. As expected, *Tgfrb2* levels are downregulated in *tdTom;Tgfrb2<sup>ASC</sup>*.

Variability in the extent of *Tgfrb2* mRNA reduction was observed, consistent with the detected variability in recombination efficiency (Figure S4D). The whiskers extend to the most extreme data point which is no more than 1.5 times the interquartile range from the box.

Figure S5

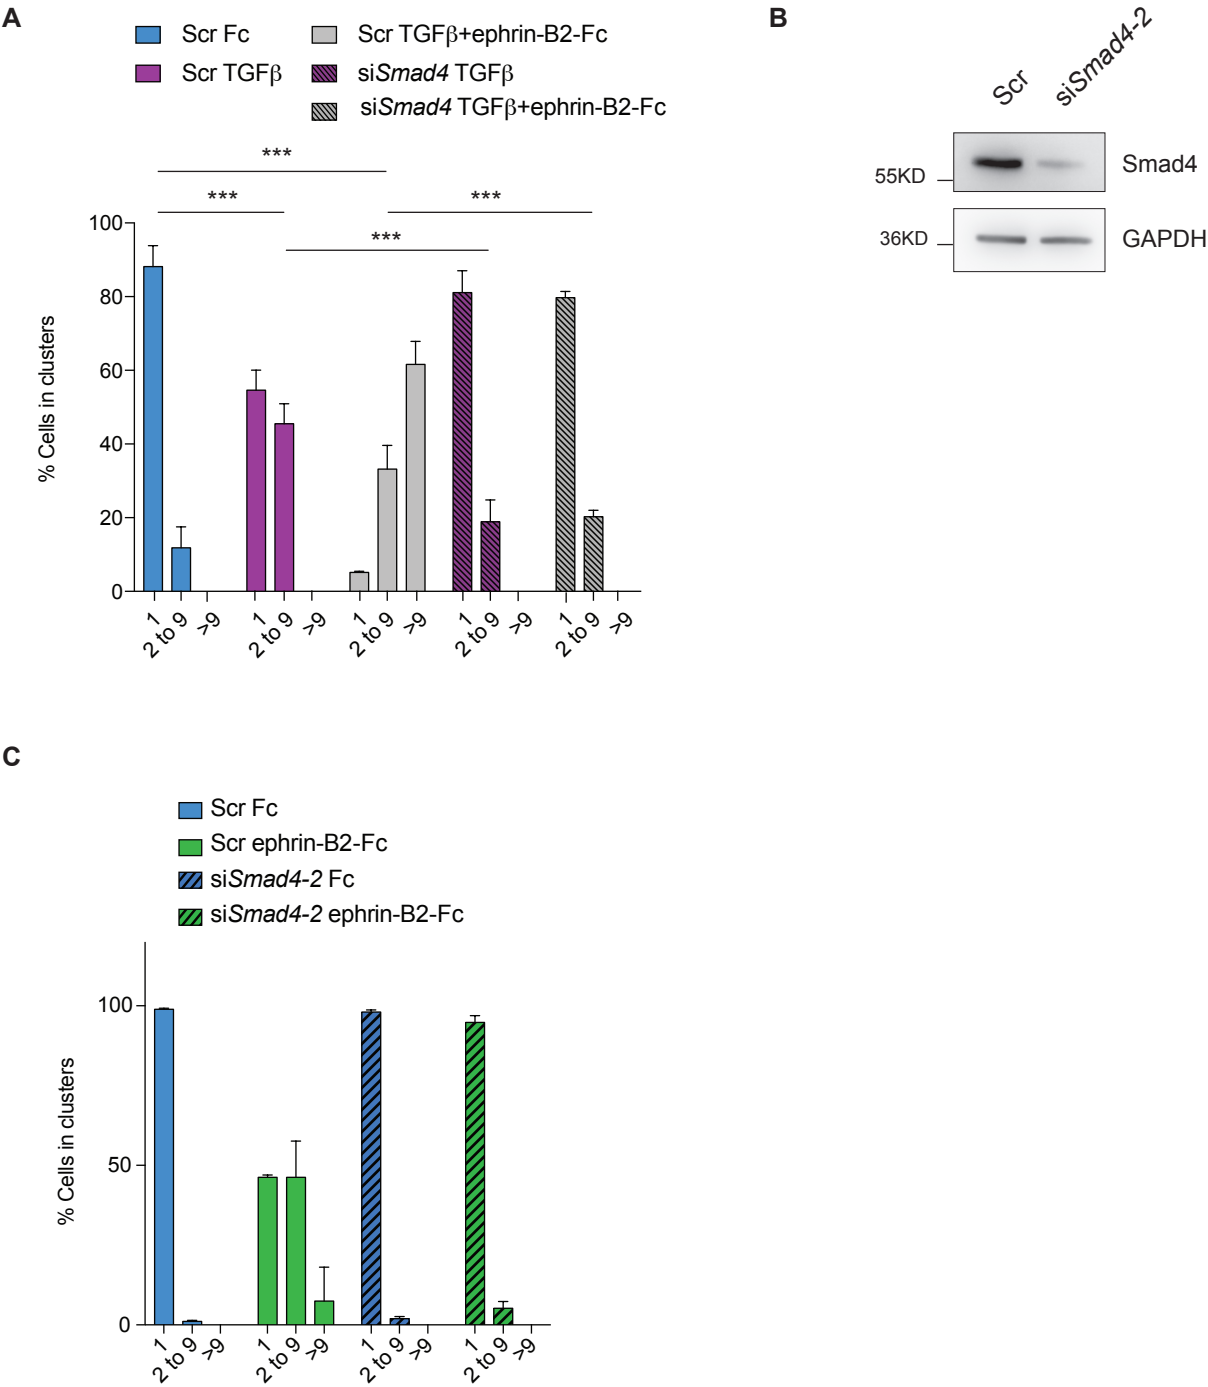

## Figure S5. Related to Figure 5

### Efficacy and specificity of *Smad4* knock-down

(A) Quantification of clustering of Scr and *Smad4*-siRNA treated Schwann cells plated on Fc control proteins or ephrin-B2-Fc ligands in the presence or absence of TGF $\beta$ , as indicated. TGF $\beta$  effects were completely abrogated in *Smad4* knock down cells, confirming efficacy of pathway inactivation. Cell clustering data is represented as mean  $\pm$  SEM. n=3, \*\*\*p<0.001, Fisher's exact test.

(B) Western blot analysis of *Smad4* levels in Schwann cells treated with Scr oligos or a second independent siRNA oligo to *Smad4* (*Smad4-2*).  $\beta$ -actin served as a loading control.

(C) Quantification of clustering of Scr and *Smad4-2* siRNA treated Schwann cells plated on Fc control proteins or ephrin-B2-Fc ligands, as indicated. n=2. Cell clustering data is represented as mean  $\pm$  SEM.

Figure S6

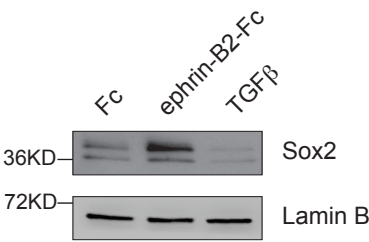

## **Figure S6. Related to Figure 6**

### **TGF $\beta$ does not cross-talk with EphB2 via Sox2**

Western blot analysis of Sox2 levels in nuclear extracts of rat Schwann treated with Fc, ephrin-B2-Fc or TGF $\beta$  for 16h. Lamin B was used as loading control. Note that TGF $\beta$  does not increase Sox2 levels.

Figure S7

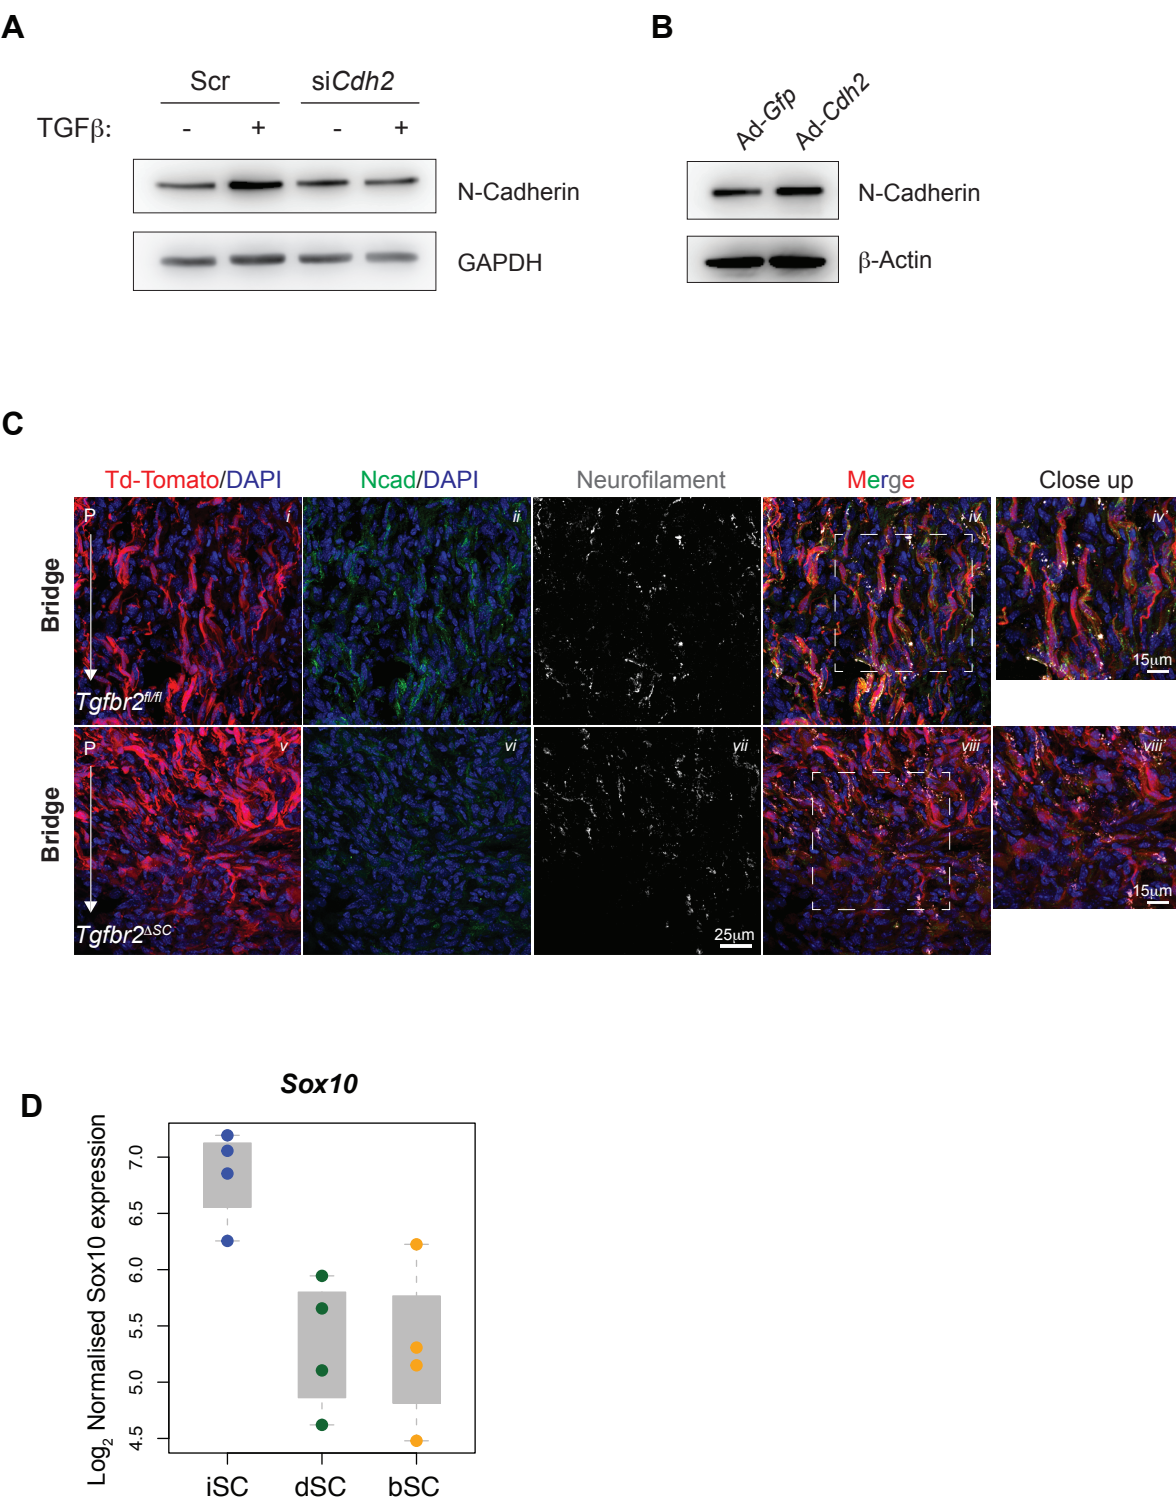

## Figure S7. Related to Figure 7

### Manipulation of N-cadherin levels for gain and loss of function studies

(A) Western blot analysis of N-cadherin levels in Scr-treated and partial *Cdh2* knock-down (*siCdh2*) Schwann cells before and after TGF $\beta$  treatment. GAPDH is used as loading control. Note that partial knock-down does not significantly affect basal N-cadherin levels but fully blocks the TGF $\beta$ -induced increase in N-cadherin observed in control Scr cultures.

(B) Western blot analysis of N-cadherin levels in Schwann cells transduced with GFP (Ad-*Gfp*) or *Cdh2* (Ad-*Cdh2*) encoding adenoviruses.  $\beta$ -actin served as loading control. The titer used for infection increased N-cadherin levels by approximately two-fold, a similar extent as TGF $\beta$  treatment in control cells (see Figure 6I).

(C) Representative images of N-cadherin staining in nerve bridges from tdTom;*Tgfb $\beta$ 2*<sup>fl/fl</sup> (top panels, *i-iv*) and *Tgfb $\beta$ 2*<sup>ASC</sup> (bottom panels, *v-viii*) mice 6d post-transection. Sections were stained for N-cadherin (green) and neurofilament (grey). Note the minimal co-localisation between N-cadherin and neurofilament and similar axonal densities in both genotypes, indicating that the differences in N-cadherin expression are not caused by the delayed axonal regrowth of *Tgfb $\beta$ 2*<sup>ASC</sup> mice. Inset panels are higher magnification of merged images *iv* and *viii* delineated by the dashed line. Scale bar = 25 $\mu$ m *i-iv* and *v-viii* and 10 $\mu$ m in close up panels.

(D) Boxplot of RNA-seq FPKM expression scores for *Sox10* in intact SCs (iSC, blue), bridge SCs (bSC, yellow) and distal SCs (dSC, green). Coloured dots represent single biological repeats. n=4, p=0.014 for both bSC and dSC relative to iSC. The whiskers extend to the most extreme data point which is no more than 1.5 times the interquartile range from the box.

# Supplementary material for: The Wound Microenvironment Reprograms Schwann Cells to Invasive Mesenchymal-like Cells to Drive Peripheral Nerve Regeneration
**Source:** Neuron. 2017 Sep 27;96(1):98–114.e7. doi: 10.1016/j.neuron.2017.09.008
**Supplement:** Document S2. Article plus Supplemental Information

# The Wound Microenvironment Reprograms Schwann Cells to Invasive Mesenchymal-like Cells to Drive Peripheral Nerve Regeneration

## Highlights

- Wound Schwann cells have a distinct dedifferentiation program
- TGF $\beta$  signaling reprograms wound Schwann cells to invasive mesenchymal-like cells
- TGF $\beta$  crosstalks with Eph signaling to drive collective Schwann cell migration
- Loss of TGF $\beta$  signaling in Schwann cells delays nerve regeneration

## Authors

Melanie P. Clements, Elizabeth Byrne, Luis F. Camarillo Guerrero, ..., Alison C. Lloyd, Samuel Marguerat, Simona Parrinello

## In Brief

Clements et al. show that the nerve-injury-induced Schwann cell dedifferentiation program is modulated by the wound microenvironment through TGF $\beta$ . TGF $\beta$  promotes regeneration by reprogramming Schwann cells to invasive, mesenchymal-like cells and crosstalking with Eph signaling to drive collective migration.

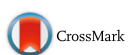

# The Wound Microenvironment Reprograms Schwann Cells to Invasive Mesenchymal-like Cells to Drive Peripheral Nerve Regeneration

Melanie P. Clements,<sup>1,2</sup> Elizabeth Byrne,<sup>1,2</sup> Luis F. Camarillo Guerrero,<sup>1,2,3,6</sup> Anne-Laure Cattin,<sup>4,6</sup> Leila Zakka,<sup>1,2</sup> Azhaar Ashraf,<sup>1,2</sup> Jemima J. Burden,<sup>4</sup> Sanjay Khadayate,<sup>1,2</sup> Alison C. Lloyd,<sup>4,5</sup> Samuel Marguerat,<sup>2,3</sup> and Simona Parrinello<sup>1,2,7,\*</sup>

<sup>6</sup>These authors contributed equally

<http://dx.doi.org/10.1016/j.neuron.2017.09.008>

## SUMMARY

Schwann cell dedifferentiation from a myelinating to a progenitor-like cell underlies the remarkable ability of peripheral nerves to regenerate following injury. However, the molecular identity of the differentiated and dedifferentiated states *in vivo* has been elusive. Here, we profiled Schwann cells acutely purified from intact nerves and from the wound and distal regions of severed nerves. Our analysis reveals novel facets of the dedifferentiation response, including acquisition of mesenchymal traits and a *Myc* module. Furthermore, wound and distal dedifferentiated Schwann cells constitute different populations, with wound cells displaying increased mesenchymal character induced by localized TGF $\beta$  signaling. TGF $\beta$  promotes invasion and crosstalks with Eph signaling via N-cadherin to drive collective migration of the Schwann cells across the wound. Consistently, *Tgfr2* deletion in Schwann cells resulted in misdirected and delayed reinnervation. Thus, the wound microenvironment is a key determinant of Schwann cell identity, and it promotes nerve repair through integration of multiple concerted signals.

## INTRODUCTION

The adult peripheral nervous system (PNS) retains significant regenerative potential, enabling the repair of even severe injuries such as full transection of the nerve trunk (Chen et al., 2007). Following a lesion to the nerve, the portion of the axons distal to the injury site degenerates. However, unlike central nervous system axons, damaged peripheral axons are able to regrow and reinnervate their targets (Chen et al., 2007). This process is underpinned by the remarkable plasticity of the PNS glia, the

Schwann cells (SCs) (Jessen et al., 2015; Kim et al., 2013a). In intact nerves, SCs are present in two differentiated states, either myelinating large-caliber axons (myelinating SCs) or ensheathing groups of small-caliber axons in Remak bundles (nonmyelinating SCs). In contrast, following injury, differentiated SCs reprogram to a progenitor-like cell. Dedifferentiated SCs switch off the myelination program and acquire an array of new phenotypes, which coordinately support nerve repair. These phenotypes include 1) secretion of neurotrophic factors to promote axonal survival, 2) clearance of myelin debris and expression of axonal guidance and adhesive cues to generate a favorable environment for axonal regrowth, 3) initiation of an inflammatory response to promote wound healing, and 4) proliferation to replace lost cells (Jessen et al., 2015).

Furthermore, upon transection injuries that generate a gap in the nerve, dedifferentiated SCs guide regrowing axons through the nerve bridge, a piece of connective tissue that forms across the gap to rejoin the severed stumps (McDonald et al., 2006). SCs from both stumps invade the bridge as multicellular cords and migrate directionally, eventually rejoining. This generates continuous cellular conduits across the wound and along which axons regrow to cross the gap and reinnervate the distal stump (Jessen et al., 2015; Parrinello et al., 2010).

At the molecular level, cord migration is driven by Eph/ephrin-mediated interactions between SCs and wound fibroblasts. Activation of EphB2 receptors on the SCs by ephrin-B ligands on fibroblasts induces SC sorting into cords through the relocalization of N-cadherin to cell-cell contacts in a Sox2-dependent manner (Parrinello et al., 2010).

Seminal work over the past few decades has uncovered key transcription factors (e.g., *c-jun*, *sox2*), epigenetic changes, and signaling pathways (e.g., ERK, Notch) that control SC reprogramming (Arthur-Farraj et al., 2012; Hung et al., 2015; Jessen et al., 2015; Le et al., 2005; Napoli et al., 2012; Woodhoo et al., 2009). However, a comprehensive molecular characterization of myelinating and dedifferentiated SCs *in vivo* is still lacking. Furthermore, despite the specialized function of bridge SCs, it remains unclear whether the reprogrammed state is

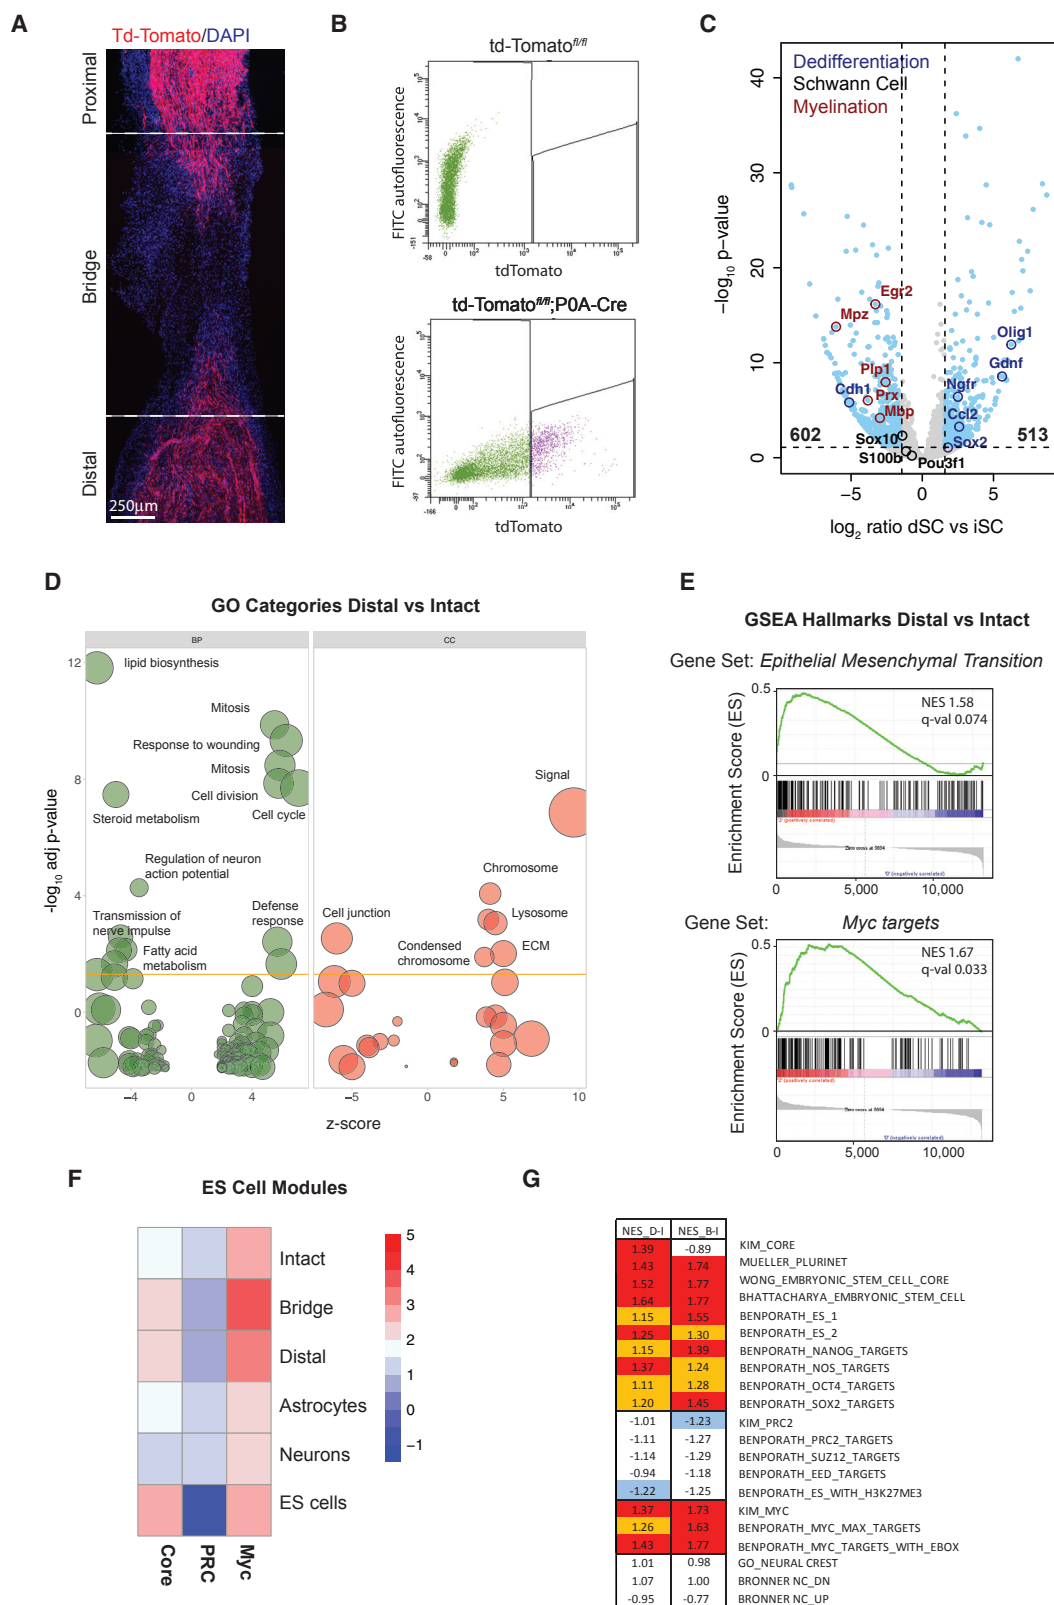

(legend on next page)

homogeneous throughout the injured nerve or whether regional differences in SC state may exist, particularly within the bridge.

This gap in our knowledge is largely due to the technical limitations of purifying sufficient numbers of SCs for standard downstream molecular analysis. Consistent with this, previous investigation of the transcriptional changes associated with nerve regeneration have been limited to analysis of whole nerves before and after injury (Arthur-Farraj et al., 2012; Jiang et al., 2014; Kubo et al., 2002; Le et al., 2005). However, interpretation of this type of analysis is confounded by the cellular heterogeneity of nerve tissue, the pronounced inflammatory response that ensues injury, and the difference in SC content between intact and injured nerves (Cattin et al., 2015; Jessen et al., 2015). Furthermore, whole-tissue approaches are not amenable to the analysis of bridge SCs due to the extensive influx of stromal and inflammatory cells into the nerve bridge. Nonetheless, deciphering the SC transcriptome and its modulation by the microenvironment is a prerequisite to the understanding of PNS regeneration and, more generally, of the molecular basis of somatic cell plasticity.

In this study, we developed a fluorescence-activated cell sorting (FACS)-based approach to prospectively purify SCs from mouse sciatic nerves. By combining this approach with RNA amplification protocols, we carried out transcriptional profiling of *in vivo* SCs from intact nerves and from bridge and distal stumps of transected nerves. Our analysis reveals novel phenotypes associated with SC reprogramming. Importantly, we also find that bridge SCs are a distinct subpopulation of progenitor-like SCs of increased mesenchymal character. We show that a localized increase in TGF $\beta$  signaling in the bridge underlies this change in order to promote SC invasion into the wound. Surprisingly, our studies also reveal an unprecedented crosstalk between TGF $\beta$  and EphB2, which we find is effected by transcriptional regulation of N-cadherin downstream of TGF $\beta$ .

Together, our findings indicate that extracellular cues from the wound microenvironment intersect with cell-intrinsic dedifferentiation mechanisms to reprogram the SC to an invasive, mesenchymal-like cell. They further identify TGF $\beta$  as a key mediator of peripheral nerve regeneration after transection and Eph/ephrin signaling as a novel TGF $\beta$  effector, with important implications for the EMT, wound healing, and cancer.

## RESULTS

### Purification of Differentiated and Progenitor-like SCs

To isolate SCs from nerve tissue, we generated Schwann-cell-specific tdTomato reporter mice (hereafter *tdTom<sup>SC</sup>*) by crossing *P0A-Cre* animals, which express Cre recombinase under the control of the neural crest-specific Myelin Protein Zero (*Mpz*) promoter, to *Rosa26<sup>tdTomato</sup>* reporter strains (Giovannini et al., 2000; Madisen et al., 2010). Consistent with previous studies, analysis of *tdTom<sup>SC</sup>* mice revealed strong tdTomato expression, unaffected by injury, in adult sciatic nerves (Figures 1A and S1A). Furthermore, coimmunostaining for the SC markers MBP and p75<sup>NGFR</sup>, which specifically label myelinating and nonmyelinating SCs, respectively, confirmed that tdTomato recombination was efficient and restricted to SCs (Giovannini et al., 2000; Zheng et al., 2008) (Figures S1A and S1B). Thus, tdTomato is a suitable marker for purification of differentiated and dedifferentiated SCs from their *in vivo* microenvironment using FACS.

To this end, the right sciatic nerve of *tdTom<sup>SC</sup>* mice was transected and, 6 days later, the contralateral intact nerve and distal stump of the severed nerve were collected together with the nerve bridge to determine potential effects of the wound microenvironment. This time point was specifically chosen because it coincides with complete SC dedifferentiation and extensive, but not complete, invasion into the bridge (Figure S2B) (Chen et al., 2007; Parrinello et al., 2010). Nerve tissue was dissociated to single cells, and SCs were sorted from other tdTomato<sup>−</sup> nerve cells based on tdTomato expression (Figure 1B). Single cell preparations from *P0A-Cre<sup>−</sup>* nerves were used as reference for setting FACS gates. Acute immunostaining and Calcein labeling of FACS-sorted tdTomato cells confirmed that tdTomato<sup>+</sup> cells were highly enriched for tdTomato expression, contained negligible contamination of tdTomato<sup>−</sup> cells, expressed the pan-SC marker S100 $\beta$ , and were viable (Figures S1C and S1D). FACS analysis of cell suspensions from all three nerve regions indicated that the vast majority of the tdTomato<sup>+</sup> but almost none of the tdTomato<sup>−</sup> cells were S100 $\beta$ <sup>+</sup>, further confirming the purity of sorted tdTomato cells (Figure S1E). Furthermore, qRT-PCR analysis indicated that tdTomato<sup>+</sup> cells from intact and transected nerves were enriched for the appropriate SC differentiation (*Mpz*, *Pip*, *Pmp22*) and dedifferentiation (*p75<sup>NGFR</sup>*,

### Figure 1. RNA Sequencing of Differentiated and Progenitor-like SCs Identifies Novel Features of Dedifferentiation

- (A) Example of a regenerating sciatic nerve of *tdTom<sup>SC</sup>* mice collected 6 days post-transection. A representative tiled fluorescent image of the nerve regions collected for FACS purification is shown. tdTomato<sup>+</sup> SCs are in red, and DAPI-stained nuclei are in blue. Dotted lines demarcate the nerve bridge.
- (B) Representative FACS plots of the purification of tdTomato<sup>+</sup> SCs from sciatic nerves of *tdTom<sup>SC</sup>* mice (bottom). Control *P0A-Cre<sup>−</sup>;tdTom<sup>fl/m</sup>* cells (top) were used for gating.
- (C) RNA-seq differential gene expression analysis of SCs from pooled distal stump (dSCs) and intact nerve (iSCs). Genes regulated over 2.5 $\times$  (adj.  $p < 0.05$ , light blue), myelination genes (red circles), SC markers (black circles), and dedifferentiation markers (dark blue circles) are highlighted.
- (D) Functional analysis of genes differentially regulated between dSCs and iSCs. Genes with dSC:iSC count ratios  $>2.5\times$  (adj.  $p < 0.05$ ) were selected.  $-\log_{10}$  of the enrichment  $p$  values for selected GO categories (BP: biological process, CC: cellular components) are plotted relative to Z scores of average dSC:iSC count ratios in each category. Circle size denotes the number of regulated genes.
- (E) GSEA enrichment plots of dSCs compared to iSCs for the “epithelial mesenchymal transition” and “Myc targets V1” MSigDB hallmarks.
- (F) Average  $\log_2$  FPKM expression of the ES core, PRC, and Myc modules from (Kim et al., 2010) for iSCs, pooled SCs isolated from the nerve bridge (bSCs), and dSCs, as well as differentiated cells of neural origin (Astrocytes, Neurons) and pluripotent ES cells (ES cells) (Zhang et al., 2014; Marks et al., 2012). FPKM have been median centered to allow comparison across datasets.
- (G) GSEA enrichment analysis of dSCs compared to iSCs (D–I) and bSCs compared to iSCs (B–I) for MSigDB gene sets related to pluripotency (lines 2–10), regulation by the Prc2 complex (11–15), regulation by Myc (16–18), three ES modules (lines 1, 11, and 16), and markers of neural crest identity (19–21). Numbers represent normalized enrichment score and colors represent the FDR  $q$  values  $\leq 0.1$  (red) or  $\leq 0.25$  (orange/blue). See also Figure S1.

Sox2, *c-Jun*) markers, respectively (Figure S1F). Therefore, our approach enables efficient purification of SCs from intact and severed nerve tissue.

We next characterized the *in vivo* SC transcriptome by high-throughput sequencing of cDNA (RNA-seq). Libraries were prepared from four biological replicates per nerve region using a Smart-seq2 based protocol, generating an average of  $\sim 33 \times 10$  reads per sample and leading to quantification of  $\sim 15,000$  genes (Picelli et al., 2014). Comparable transcriptome coverage was obtained from higher-RNA-input libraries derived from *in vitro* material, indicating that low RNA inputs did not compromise the sensitivity of our analysis (Table S1). Moreover, reproducibility of transcript level quantification between biological repeats was high, and PCA analysis separated the samples into three clearly distinct groups, which corresponded to nerve region of origin (Figures S1G and S1H).

Having confirmed the quality and reproducibility of the RNA-seq data, we first examined the transcriptional changes that accompany dedifferentiation by comparing the transcriptomes of SCs isolated from intact nerve (iSCs) and distal stump (dSCs) (Tables S2 and S3). Importantly, analysis of RNA spike-in controls was not supportive of a global relative increase in RNA polymerase II (RNAPII) transcription levels upon dedifferentiation (Figure S1I). Instead, differential expression analysis indicated that a relatively small proportion of the SC transcriptome changed significantly (1,692 genes; 1,115 with  $>2.5$ -fold change). This entailed similar numbers of up- and downregulated genes that included well-established markers for both populations, further corroborating the validity of our method (Figure 1C). Gene ontology (GO) and gene set enrichment analysis (GSEA) revealed several distinct biological features between differentiated and progenitor-like SCs. As expected, the transcriptome of dSCs was enriched for genes involved in cell cycle, immune recruitment, and phagocytosis, whereas GO terms associated with myelination and nerve conduction were significantly downregulated (Chen et al., 2007; Jessen et al., 2015) (Figure 1D). Moreover, our analysis revealed a switch in how SCs communicate with the surrounding nerve tissue, in that iSCs showed increased levels of cell-cell communication genes (cell junction), whereas dSCs favored expression of genes mediating communication with the extracellular matrix (extracellular signal and extracellular matrix). Notably, signatures of epithelial-to-mesenchymal transition (EMT) and activated Myc were among the most highly enriched GSEA gene sets in dSCs (Figure 1E).

The EMT has been linked to both somatic cell dedifferentiation to cancer stem cells and somatic cell reprogramming to induced pluripotent cells (iPS) (Ye and Weinberg, 2015). The transcription factor Myc is a crucial regulator of ES pluripotency and one of the original Yamanaka reprogramming factors (Takahashi and Yamanaka, 2016). Therefore, these signatures support the notion that dedifferentiation is a reprogramming event that converts SCs to progenitor-like cells (Arthur-Farraj et al., 2012). To investigate this further, we analyzed expression of the three transcriptional programs that define ES cell pluripotency (Kim et al., 2010). These comprise targets of core pluripotency factors (i.e., Sox2, Nanog, Oct4, Core module), polycomb-related factors, which repress lineage-specific genes (PRC module), and Myc

target genes (Myc module). Publicly available RNA-seq datasets of ES cells and differentiated CNS cells (astrocytes and neurons) served as reference transcriptomes (Marks et al., 2012; Zhang et al., 2014) (Figure 1F). Remarkably, we found that dSCs activate Core and Myc modules while repressing the PRC module, a behavior reminiscent of ES cells (Kim et al., 2010). In contrast, module activity patterns of iSCs were similar to those of differentiated cells. Consistent with these results, GSEA analysis indicated that signatures of ES cells were highly enriched in dSCs (Figure 1G) (Ben-Porath et al., 2008; Bhattacharya et al., 2004; Kim et al., 2010; Müller et al., 2008; Wong et al., 2008), whereas signatures of the neural crest, from which the SCs derive, were not (Simões-Costa et al., 2014). These results suggest that, although lineage characteristics are retained after injury, dedifferentiation is not a reversal of the SC developmental program. Rather, injury reprograms SCs to a stem-like state.

### Distal and Bridge SCs have Distinct Molecular Features

We next compared the transcriptomes of dSCs and bridge SCs (bSCs) (Tables S2 and S3). Interestingly, the number of differentially expressed genes between bSCs and dSCs, despite both of these being in a dedifferentiated state, was comparable to the number detected between iSCs and dSCs (2,021 genes; 1,169 with  $>2.5$ -fold change), with an overall bias toward downregulation in the bridge (Figure S2A). We generated seven gene clusters by K-means clustering of expression ratios that were further examined by GO analysis and combined with GSEA analysis of the entire dataset (Figures 2A and 2B; Table S4). Our analysis revealed a downregulation in genes essential to the repair program in bSCs, such as genes involved in inflammation, immune signaling, and ECM production, and a decrease in transcriptional activity. In contrast, genes involved in cell division, growth, and metabolism were strongly upregulated, suggesting that bridge cells might have an increased proliferative capacity. To test this more directly, we measured cell proliferation *in vivo* by pulsing *tdTom<sup>SC</sup>* mice with EdU for 4 hr from 4 to 10 days post-transection, a timeline encompassing all stages of SC migration into the bridge (Figure S2B). Consistent with the RNA-seq data, more EdU<sup>+</sup> SCs were detected in the bridge than in distal stump at all time points (Figures 2C and 2D), indicating that bSCs are more proliferative than their distal counterparts.

GSEA analysis indicated that the EMT and active Myc signatures detected upon transition from iSCs to dSCs were further enriched in bSCs, indicative of a potential change in differentiation state (Figure 2B). Indeed, closer examination of the bridge EMT signature revealed that bSCs had a more pronounced mesenchymal signature than did dSCs, with many EMT genes being more highly expressed in bSCs than in dSCs (Figure 2E). Of note, a similar decrease in *Cdh1* expression, a hallmark of the EMT, was detected in both dSCs and bSCs (dSCs/iSCs:  $-5.13$ ,  $p = 1.52 \times 10^{-6}$ ; bSCs/iSCs:  $-3.33$ ,  $p = 2.5 \times 10^{-3}$ ). To further assess these differences and determine whether they are distinctive properties of bSCs throughout repair, we carried out time-course analysis of bSC and dSC transcriptomes by RNA-seq (Table S6). SCs were acutely FACS-sorted from the bridge and distal stumps of single transected or contralateral intact nerves. dSCs were analyzed at days 1, 2, 4, 6, 8, and 10; nerve-matched bSCs were analyzed from day 4, the earliest

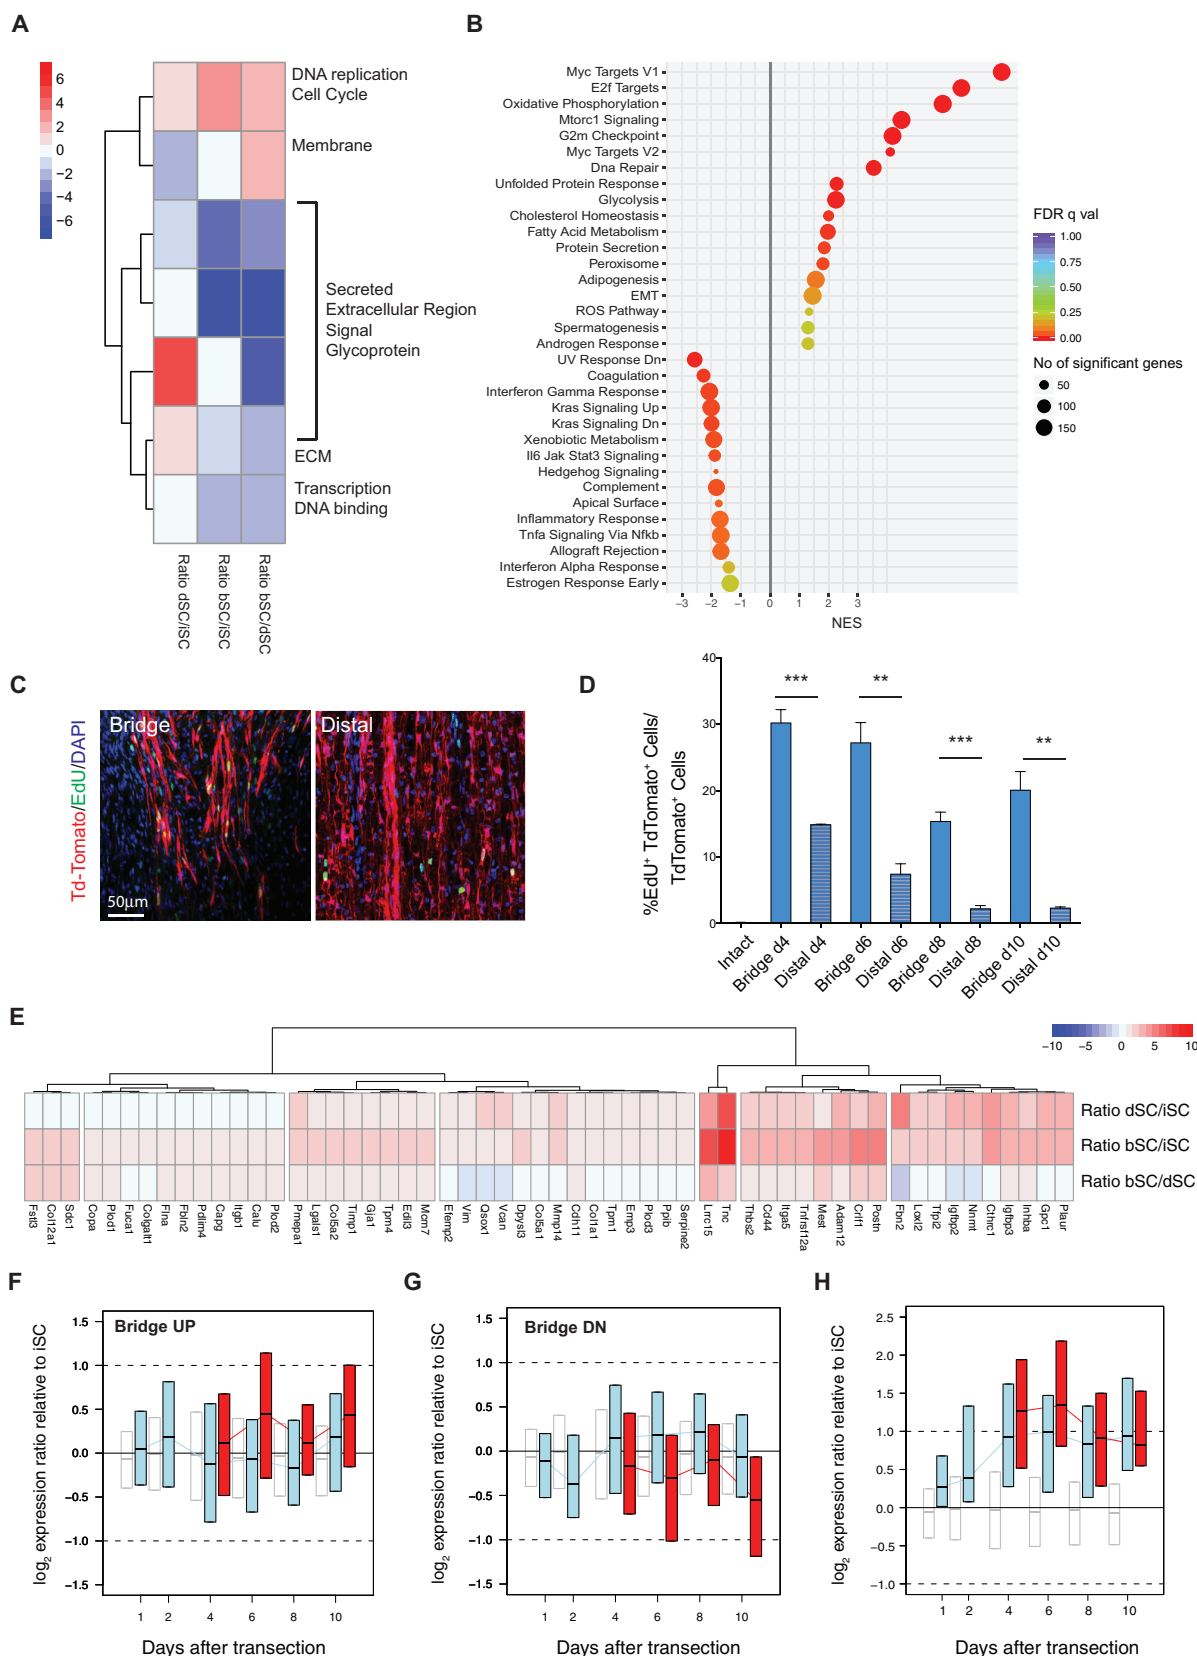

(legend on next page)

time point at which invasion into the bridge occurs, up to day 10 (Figure S2B). Importantly, this analysis revealed that the differences in gene expression between bSCs and dSCs observed at day 6 are established as soon as bSCs enter the bridge and are maintained over time (Figures 2F and 2G). Similarly, genes associated with repair (k-means clusters 1 and 7) were downregulated in bSCs at all time points (Figures S2C and S2D). In contrast, the increase in EMT genes was restricted to time points at which bSCs invade into the bridge, in that this increase began at day 4, peaked at day 6, and subsided at day 8, when invasion is largely complete (Figures 2H and S2B). Importantly, this enhanced EMT signature was never detected in dSCs, indicating that it is a bridge-specific phenotype (Figure 2H). Together, these results indicate that bridge SCs are a molecularly distinct subpopulation of dedifferentiated cells with reduced repair-promoting ability and with increased proliferation and differentiation toward the mesenchymal lineage.

### TGF $\beta$ Signaling Reprograms Bridge SCs to Invasive Mesenchymal-like Cells

The ECM and cellular composition of the bridge microenvironment is markedly different from the rest of the injured nerve (Cattin et al., 2015; McDonald et al., 2006; Parrinello et al., 2010). We therefore hypothesized that wound-specific extracellular signals might underlie the distinct molecular profile of bSCs. TGF $\beta$  is a particularly good candidate for this because it is a master regulator of the EMT and wound healing and has been previously linked to PNS regeneration (D'Antonio et al., 2006; Lamouille et al., 2014; reviewed in Mirsky et al., 2008). We therefore examined TGF $\beta$  activity in the regenerating nerve using two approaches. First, we coimmunostained wild-type nerves 6 days after cut for phosphorylated Smad3 (p-Smad3), the canonical downstream effector of the TGF $\beta$  pathway (Shi and Massagué, 2003), and also S100 $\beta$ , which labels all SCs in the injured nerve (Figure S1E). Consistent with previous reports of increased TGF $\beta$  levels upon injury, p-smad3<sup>+</sup>/S100 $\beta$ <sup>+</sup> cells could be detected throughout the cut nerve, but their number strongly increased in the bridge, indicating that TGF $\beta$  signaling activity is maximal in bSCs (Figures 3A and 3B) (Mirsky et al., 2008). Similar results were obtained in *tdTomato*<sup>SC</sup> nerves (Figure S3A). Second, we interrogated the *in vivo* SC transcriptome for signatures of active TGF $\beta$  signaling. To generate Schwann-cell-specific TGF $\beta$  signatures, we performed RNA-seq of *in vitro* rat

SCs that were cultured in the presence or absence of recombinant TGF $\beta$  for 16 hr. Transcripts differentially expressed in response to TGF $\beta$  treatment were used as signature gene sets for GSEA analysis of the *in vivo* datasets (Table S5). As shown in Figure 3C, we found that the Schwann-cell-specific TGF $\beta$  signatures were enriched significantly in bSCs, but not in iSCs or dSCs. To further assess TGF $\beta$  activity throughout the formation and invasion of bSC cords, we next examined TGF $\beta$  signature genes in the RNA-seq time course data. We found that TGF $\beta$  target gene expression is increased in bSCs relative to dSCs at all time points, confirming that TGF $\beta$  signaling is highest in invading bSCs within regenerating cut nerves (Figure 3D). Consistent with these findings, TGF $\beta$  mRNA levels were highly enriched in the bridge microenvironment; this was judged by qRT-PCR analysis of acutely FACS-sorted tdTomato<sup>+</sup> bridge cells compared to tdTomato<sup>+</sup> SCs (Figure S3B). Furthermore, the bridge contained large numbers of p-Smad3<sup>+</sup>/S100 $\beta$ <sup>+</sup> cells—many of which were fibroblasts and endothelial cells, the most abundant cell types in this region—and fibroblasts expressed higher levels of TGF $\beta$  than SCs *in vitro* (Figures S3C–S3E) (Cattin et al., 2015; Parrinello et al., 2010).

To understand the functional role of TGF $\beta$  signaling in the bridge, genes that were commonly upregulated in both bSCs and TGF $\beta$ -treated rat SCs were compared to GSEA Hallmark gene sets. This identified the EMT signature as the most significantly enriched gene set ( $p = 5.86 \times 10^{-15}$ ), indicating that TGF $\beta$  may be primarily involved in driving the increased mesenchymal transition of bSCs. In agreement with this, qRT-PCR analysis confirmed that many bSC-specific EMT genes were TGF $\beta$  targets (Figure S4A).

Next, we assessed the effects of loss of TGF $\beta$  function in bSCs. We ablated TGF $\beta$  receptor (TGFR) activity specifically in SCs by crossing the *P0A-Cre* strain to mice carrying conditional *Tgfr2* alleles, which encode for the obligatory component of the TGF $\beta$  receptor complex TGF $\beta$  receptor 2 protein (hereafter referred to as *Tgfr2*<sup>dSC</sup>) (Levéen et al., 2002). Genomic recombination of the *Tgfr2*-floxed alleles in the adult sciatic nerves of *Tgfr2*<sup>dSC</sup> mice was confirmed by PCR analysis (Figure S4B). To assess recombination efficiency and functional inactivation of the pathway, *Tgfr2*<sup>fl/m</sup> and *Tgfr2*<sup>dSC</sup> nerves were immunostained for p-smad3 and S100 $\beta$ , as in Figure 3. This showed efficient, but variable, SC-specific loss of TGFR activity (60% to

### Figure 2. Bridge and Distal SCs Have Distinct Molecular Signatures

(A) Seven k-means clusters of dSC:iSC, bSC:iSC and bSC:dSC expression ratios. Colors represent the mean of log<sub>2</sub> expression ratios in each cluster and condition. Selected functional categories enriched in each cluster are shown. Cluster numbers from top to bottom: 2,6,3,4,7,1,5, as in Table S4.  
(B) GSEA enrichment analysis of preranked bSC:dSC ratios for MSigDB hallmarks. Gene sets with FDR q values <0.25 are plotted relative to normalized enrichment scores (NES). Categories with negative or positive NES are down- or upregulated, respectively, in bSCs. Circle size denotes the number of enriched genes in each category and circle colors represent FDR q values as indicated.  
(C) Representative EdU staining (green) of actively proliferating tdTomato<sup>+</sup> SCs in the bridge and distal stump 6 days post-transection.  
(D) Quantification of EdU<sup>+</sup>/tdTomato<sup>+</sup> SCs relative to total tdTomato<sup>+</sup> SCs in the bridge and distal nerves at 4, 6, 8, and 10 days post-transection and in the intact nerve (mean  $\pm$  SEM).  $n = 6$  at day 6 and  $n = 3$  at days 4, 8, and 10, \*\* $p < 0.01$  and \*\*\* $p < 0.001$ , two-tailed paired Student's *t* test.  
(E) Hierarchical clustering of log<sub>2</sub> expression ratios for genes belonging to the “epithelial mesenchymal transition” MSigDB hallmark. Genes significantly upregulated (adj.  $p < 0.05$ ) in bSCs compared to iSCs are shown. Rows are dSC:iSC, bSC:iSC, and bSC:dSC log<sub>2</sub> ratios from top to bottom.  
(F–H) RNA-seq time course analysis of dSC and bSC gene expression changes after sciatic nerve transection. dSC:iSC (blue) or bSC:iSC (red) expression ratios are plotted relative to time after injury for the genes (F) upregulated in bSCs relative to dSCs from figure S2A, (G) downregulated in bSCs relative to dSCs from S2A, and (H) belonging to the EMT signature from (E). Boxes denote the interquartile range, and black strikes denote the median of ratios in the list. Open boxes represent dSC:iSC ratios for all genes as a reference. Data from cells isolated from single nerves are shown;  $n = 3$ –4 per time point. See also Figure S2.

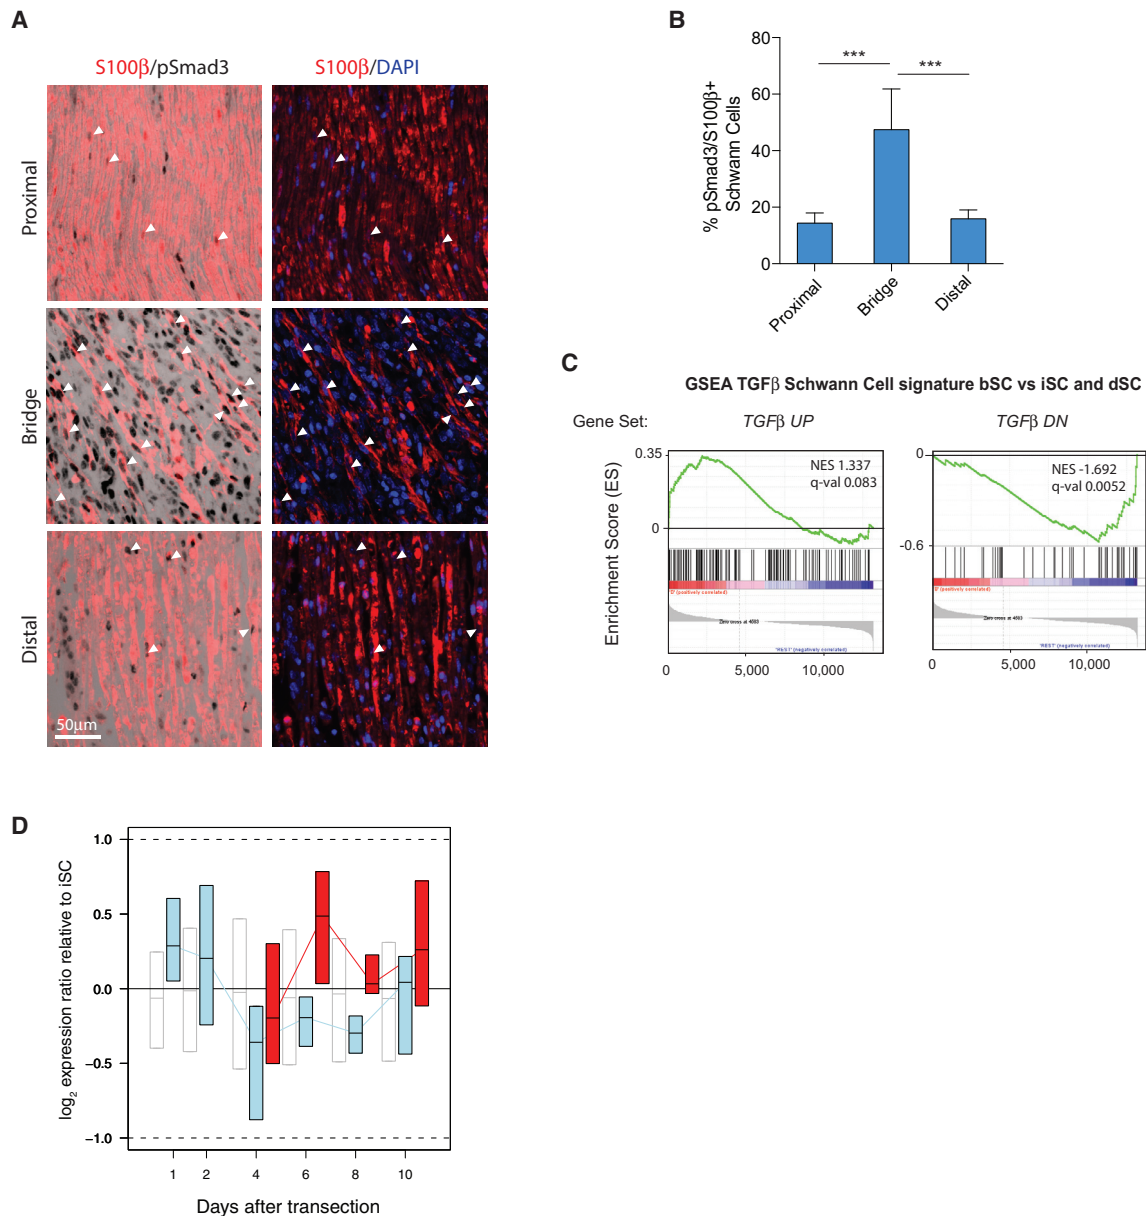

**Figure 3. TGFβ Signaling Is Increased in the Nerve Bridge**

(A) p-Smad3 expression in the proximal (top), bridge (middle), and distal (bottom) nerve 6 days post-transection. Paraffin sections were stained for p-Smad3 (DAB), the SC marker S100β (red), and DAPI (blue). White arrowheads indicate p-Smad3 colocalization with SC nuclei.

(B) Quantification of p-Smad3-expressing SCs in each region (mean ± SEM). n = 9, \*\*\*p < 0.001, one-way ANOVA with Bonferroni correction.

(C) GSEA enrichment plots of bSCs compared to dSCs and iSCs for the SC-specific transcriptional response to TGFβ (this study). TGFβ UP and TGFβ DN gene sets are up- or downregulated, respectively, by TGFβ.

(D) RNA-seq time course analysis of dSC or bSC gene expression changes after sciatic nerve transection. dSC:iSC (distal:intact; blue) or bSC:iSC (bridge:intact; red) expression ratios are plotted relative to time after injury for the 30 TGFβ UP genes with the highest significant bSC:dSC ratios in the dataset in (C) (p < 0.05). Boxes denote the interquartile range, and black strikes denote the median of ratios in the list. Open boxes represent dSC:iSC expression ratios for all genes as a reference. Data from cells isolated from single nerves are shown; n = 3–4 per time point. See also Figure S3.

80% of all SCs), consistent with previous studies (Figures S4C and S4D) (Giovannini et al., 2000; Zheng et al., 2008). Importantly, ultrastructural analysis by electron microscopy of intact *Tgfr2*<sup>dSC</sup> adult sciatic nerves revealed that they were similar to controls, indicating that this model can be used to study PNS

regeneration in the absence of confounding developmental defects (Figures S4E–S4G).

Six days following transection, *Tgfr2*<sup>dSC</sup> and *P0A-Cre*<sup>−</sup> *Tgfr2*<sup>fl/fl</sup> control nerve bridges were immunostained for S100β, and SC regrowth from the proximal stump was examined by

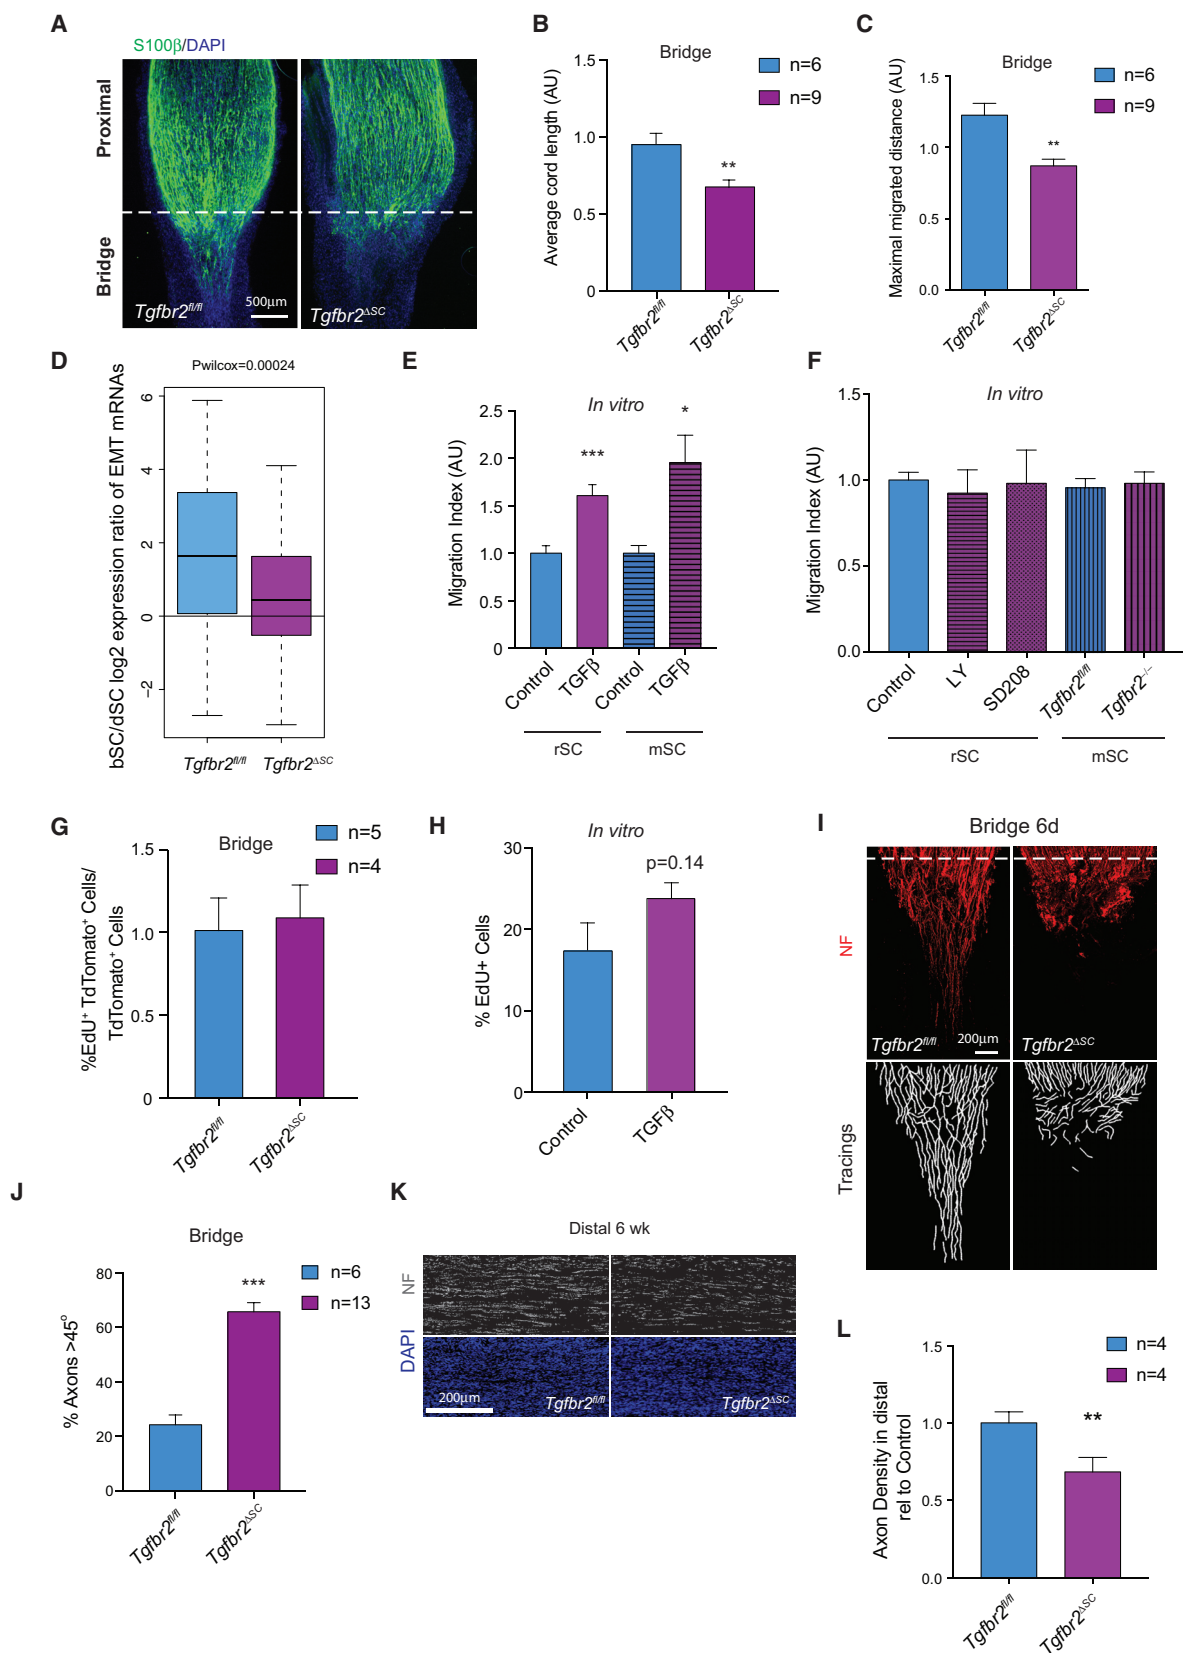

(legend on next page)

quantifying the average SC cord length and maximal migrated distance into the bridge. This revealed a marked defect in bridge regeneration in *Tgfr2*<sup>ΔSC</sup> compared to controls (Figure 4A). In control nerves, numerous parallel SC cords invaded and migrated robustly into the bridge, as expected (McDonald et al., 2006; Parrinello et al., 2010). In contrast, in *Tgfr2*<sup>ΔSC</sup> mice, SC invasion was uneven and severely stunted, with cells extending much shorter distances from the proximal stump (Figures 4B and 4C). To determine whether this phenotype depended on loss of TGFβ-induced mesenchymal traits, we crossed *Tgfr2*<sup>ΔSC</sup> to *tdTomato* reporter mice, FACS-sorted bSCs from day-6 cut nerves of the resulting *tdTomato*;*Tgfr2*<sup>ΔSC</sup> and littermate controls, and measured expression of bSCs-specific EMT genes by qRT-PCR. We found that the EMT signature was significantly downregulated in bSCs, but not in dSCs of *Tgfr2*<sup>ΔSC</sup> (Figures 4D, S4J, and S4K). In addition, we carried out Boyden chamber assays and found that TGFβ treatment significantly increases the ability of cultured rat and *Tgfr2*<sup>fl/fl</sup> mouse SCs to invade through fibronectin, a major component of the bridge ECM (Figure 4E) (Cattin et al., 2015). In contrast, although SCs themselves produce TGFβ (Figure S3E), neither pharmacological inhibition of TGFR in rat cells using two highly selective inhibitors (Akhurst and Hata, 2012) nor genetic deletion of *Tgfr2* in mouse SCs that were freshly isolated from *Tgfr2*<sup>fl/fl</sup> mice affected invasion (Figures 4F, S4H, and S4I). Together, these results indicate that basal TGFR signaling is dispensable for sustaining the invasive ability of SCs. Rather, activation of TGBR by extrinsic TGFβ in the bridge enhances SC invasiveness.

TGFβ was shown to drive proliferation of cultured SCs in the presence of Neuregulin-1, a key SC mitogen (Parkinson et al., 2001). This raised the possibility that wound TGFβ might also be responsible for the increased proliferation of bSCs. We therefore measured EdU incorporation in bSCs of *tdTomato*;*Tgfr2*<sup>ΔSC</sup> and control mice. As shown in Figure 4G, we found no significant difference in the number of EdU<sup>+</sup>/tdTomato<sup>+</sup> bSCs, indicating that TGFβ does not regulate SC proliferation within the bridge. Consistent with this, TGFβ treatment of SCs cultured in serum, a condition that mimics the wound environment, did not significantly affect their proliferation (Figure 4H). We conclude that TGFβ induces a specialized mesenchymal transition in bSCs to increase their invasiveness, whereas bSCs proliferation is TGFβ independent.

### TGFβ Potentiates and Enables Eph-Dependent SC Sorting

While analyzing the regenerating nerve bridge of *Tgfr2*<sup>ΔSC</sup>, we noticed that SC cord migration into the bridge was highly disorganized. As regrowing axons comigrate with SCs from the proximal stump, we examined whether this aberrant SC migratory pattern also affected axons (Cattin et al., 2015; McDonald et al., 2006; Parrinello et al., 2010). Immunostaining for axonal markers revealed that whereas in control mice axonal regrowth into the bridge was directed toward the distal stump, regrowing *Tgfr2*<sup>ΔSC</sup> axons were disordered and misdirected. Indeed, quantification of the angles of axonal regrowth relative to the long axis of the nerve showed a marked increase in the percentage of axons that grew at >45° angles in *Tgfr2*<sup>ΔSC</sup> compared to

#### Figure 4. TGFβ Drives SC Invasion into the Bridge

- (A) Representative immunofluorescence staining for the SC marker S100β (green) in longitudinal sections of regenerating proximal stumps of *Tgfr2*<sup>ΔSC</sup> mice and P0A-Cre<sup>+</sup> control littermates *Tgfr2*<sup>fl/fl</sup> 6 days post-transection. Nuclei are stained with DAPI. Dashed lines mark the border between the proximal stump and the nerve bridge.
- (B) Average length of the SC cords from the *Tgfr2*<sup>ΔSC</sup> and *Tgfr2*<sup>fl/fl</sup> cut nerves from (A) (mean ± SEM). n = 6 for *Tgfr2*<sup>fl/fl</sup>, n = 9 for *Tgfr2*<sup>ΔSC</sup>, \*\*p < 0.01, two-tailed paired Student's t test.
- (C) Maximal migrated distance of the SC cords from *Tgfr2*<sup>ΔSC</sup> and *Tgfr2*<sup>fl/fl</sup> cut nerves from (A) (mean ± SEM). n = 6 for *Tgfr2*<sup>fl/fl</sup>, n = 9 for *Tgfr2*<sup>ΔSC</sup>, \*\*p < 0.01, two-tailed paired Student's t test.
- (D) qRT-PCR analysis of the bridge-specific mesenchymal gene signature in bSCs and dSCs FACS-sorted from single nerves of *tdTomato*;*Tgfr2*<sup>fl/fl</sup> and *tdTomato*;*Tgfr2*<sup>ΔSC</sup> mice. Boxplots represent log<sub>2</sub> bSC:dSC expression ratios of 24 bridge-specific EMT genes. Pooled data for *Tgfr2*<sup>fl/fl</sup> (blue bar, n = 6) and *Tgfr2*<sup>ΔSC</sup> (purple bar, n = 5) mice are shown; p<sub>Wilcoxon</sub> = 0.00024. The whiskers extend to the most extreme data point, which is no more than 1.5 × the interquartile range from the box.
- (E) SC invasion through fibronectin-coated Boyden chambers in the absence or presence of TGFβ. Rat SCs (rSC, solid bars) and mouse SCs (mSC, hatched bars) were treated with vehicle (blue bar) or TGFβ (purple bar, 10 ng/mL) (mean ± SEM). n = 3, \*p < 0.05, \*\*\*p < 0.001, one-way ANOVA.
- (F) SC invasion through fibronectin-coated Boyden chambers upon inhibition of TGFR signaling. Rat SCs (rSC) were left untreated or treated with TGFR inhibitors LY2157299 (LY; purple hatched bar) or SD208 (SD; purple spotted bar) for 24 hr prior to the assay. Mouse SCs (mSC) were either wild-type (*Tgfr2*<sup>fl/fl</sup>, blue vertical lines) or knockout (*Tgfr2*<sup>-/-</sup>; purple vertical lines) (mean ± SEM). n = 3.
- (G) EdU incorporation in the bridges of *tdTomato*;*Tgfr2*<sup>fl/fl</sup> (blue bar, n = 5) and *tdTomato*;*Tgfr2*<sup>ΔSC</sup> (purple bar, n = 4) mice 6 days post-transection. EdU incorporation in *tdTomato*;*Tgfr2*<sup>ΔSC</sup> is normalized to controls (mean ± SEM).
- (H) EdU incorporation in rat SCs treated with vehicle (Control, blue bar) or TGFβ (TGFβ, purple bar) for 16 hr *in vitro* (mean ± SEM). n = 3, p = 0.14, two-tailed paired Student's t test.
- (I) Representative immunofluorescence staining for the axonal marker neurofilament (red) in longitudinal sections of regenerating proximal stumps of *Tgfr2*<sup>ΔSC</sup> mice and P0A-Cre<sup>+</sup> control littermates (*Tgfr2*<sup>fl/fl</sup>) 6 days post-transection (Top). Dashed lines mark the border between the proximal stump and the bridge. The bottom panels show axonal tracings of images from the top panels obtained in NeuronJ.
- (J) Angles of axonal regrowth relative to the long axis of the nerves. Means ± SEM of the percentage of axons at angles >45° per group are shown. n = 6 for *Tgfr2*<sup>fl/fl</sup> and n = 13 for *Tgfr2*<sup>ΔSC</sup>, \*\*\*p < 0.001, two-tailed paired Student's t test.
- (K) Analysis of distal stump reinnervation 6 weeks post-transection in *Tgfr2*<sup>fl/fl</sup> and *Tgfr2*<sup>ΔSC</sup> mice. Representative images of neurofilament staining in distal nerves are shown.
- (L) Quantification of neurofilament staining in the distal nerves of *Tgfr2*<sup>fl/fl</sup> and *Tgfr2*<sup>ΔSC</sup> mice shown in (K). Axon density was measured by fluorescence quantification in ImageJ. Data are normalized to *Tgfr2*<sup>fl/fl</sup> controls (blue bar) ± SEM n = 4 for each set, \*\*p < 0.01, two-tailed paired Student's t test. See also Figure S4.

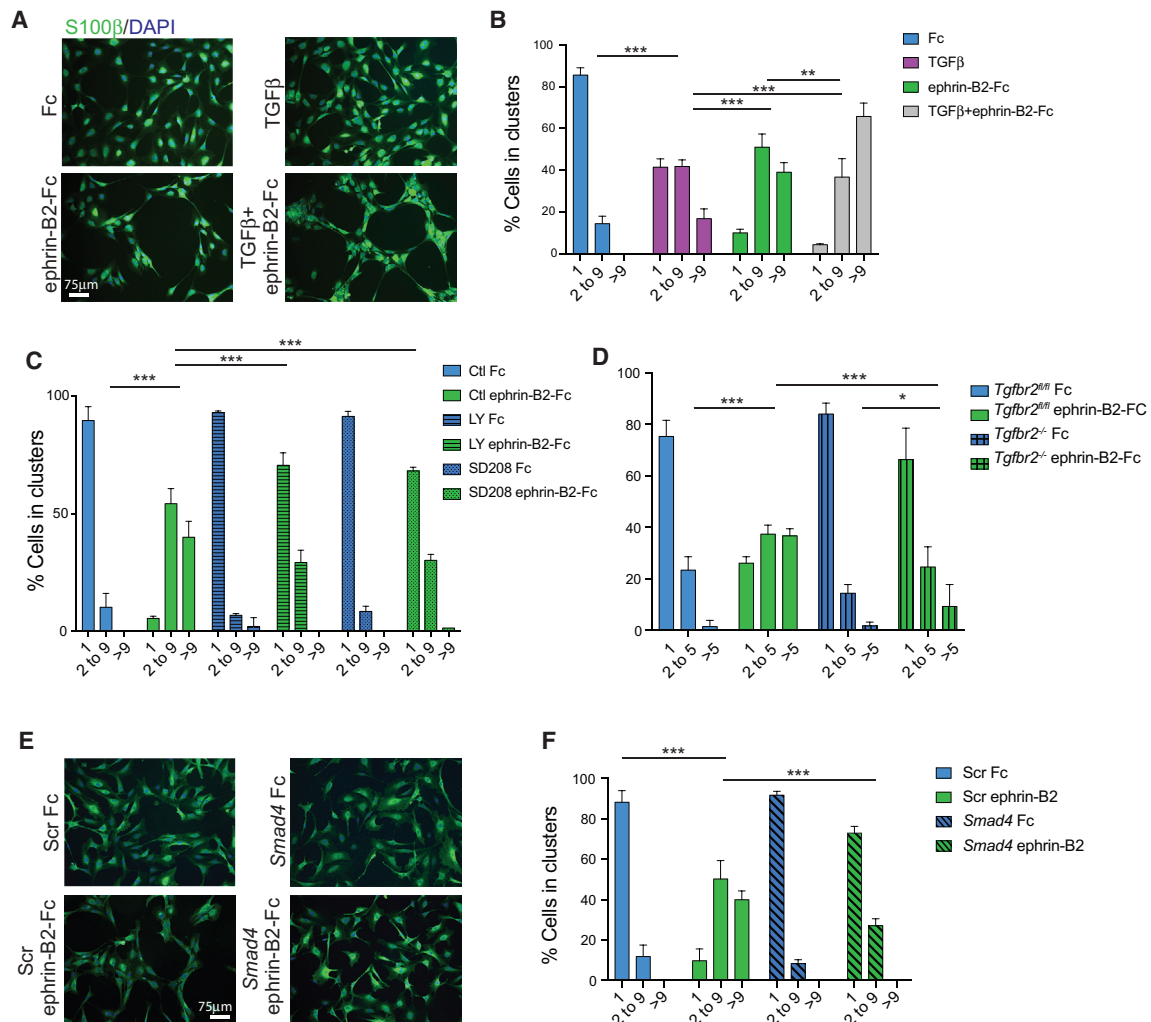

### Figure 5. TGF $\beta$ Crosstalks with EphB2 to Modulate SC Sorting

(A) Fluorescence images of rat SCs stained for S100 $\beta$  (green) plated on Fc control or ephrin-B2-Fc ligand in the presence or absence of TGF $\beta$ .

(B) Quantification of cell sorting shown in (A) (mean  $\pm$  SEM).  $n = 3$ , \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ , Fisher's exact test.

(C) Quantification of cell sorting as in (B) of rat SCs plated on Fc or ephrin-B2-Fc in the absence or presence of TGF $\beta$  inhibitors LY2157299 (LY) or SD208 (SD). Cell sorting data is represented as mean  $\pm$  SEM  $n = 3$ , \*\*\* $p < 0.001$ , Fisher's exact test.

(D) Quantification of cell sorting as in (B) for wild-type (*Tgfr2*<sup>fl/fl</sup>) and knockout (*Tgfr2*<sup>-/-</sup>) mouse SCs plated on Fc or ephrin-B2-Fc (mean  $\pm$  SEM).  $n = 3$ , \* $p < 0.05$ ; \*\*\* $p < 0.001$ , Fisher's exact test.

(E) Representative fluorescence images of rat SCs treated with Scr siRNA or siRNA against *Smad4* (*siSmad4*) and cultured on Fc or ephrin-B2-Fc recombinant proteins.

(F) Quantification of cell sorting from (E) (mean  $\pm$  SEM).  $n = 3$ , \*\*\* $p < 0.001$ , Fisher's exact test. See also Figure S5.

controls (Figures 4I and 4J). The defect in SC and axonal migration into the bridge observed in *Tgfr2*<sup>ΔSC</sup> mice resulted in a significant decrease in reinnervation of the distal stump at 6 weeks post-transection (Figures 4K and 4L). However, no significant differences in the number or remyelination of distal axons were detected by electron microscopy at 3 months, suggesting that compensatory mechanisms enable long-term regeneration (data not shown).

This phenotype is remarkably similar to the regeneration defect of EphB2 knockout mice, raising the interesting possibility that the two pathways might interact *in vivo* (Parrinello et al., 2010). We previously reported that treatment of cultured SCs

with recombinant ephrin-B2 ligands recapitulates their *in vivo* cell sorting behavior in response to bridge fibroblasts, resulting in the grouping of SCs into defined clusters (Parrinello et al., 2010). We therefore used this assay to examine effects of TGF $\beta$  on EphB2-mediated SC sorting. SCs were cultured on control Fc or ephrin-B2-Fc proteins in the presence or absence of TGF $\beta$  for 16 hr, and clustering was scored following immunostaining for S100 $\beta$ . Surprisingly, we found that TGF $\beta$  induced mild clustering on its own and significantly enhanced cell sorting in response to ephrin-B2, leading to larger and more compact clusters (Figures 5A and 5B). Furthermore, we examined the effects of loss of TGF $\beta$  activity on ephrin-B2-induced cell sorting

in rat SCs cultured in the presence or absence of TGFR inhibitors and in freshly isolated *Tgfr2*<sup>-/-</sup> and *Tgfr2*<sup>fl/fl</sup> mouse cells. In both experiments, cell sorting was impaired (Figures 5C and 5D), indicating that EphB2 is strictly dependent on TGF $\beta$  signaling for function. These effects were mediated by Smad-dependent transcription downstream of TGFR because siRNA to the Co-Smad *Smad4*, which is required for nuclear translocation and transcriptional activity of p-Smads and which specifically inactivated TGF $\beta$  signaling in our system (Figure S5A), also severely disrupted SC clustering in response to ephrin-B2 (Figures 5E and 5F) (Shi and Massagué, 2003). Efficiency and specificity of the knockdown were confirmed by western blot analysis and parallel cell-sorting experiments, respectively, using a second independent siRNA oligo (Figures S5B, S5C, 6B, and 6I). Thus, TGF $\beta$  potentiates EphB2-dependent cell sorting, and its absence abolishes EphB2 function.

### N-Cadherin Mediates TGF $\beta$ /Eph Crosstalk

We next determined the mechanisms by which TGF $\beta$  modulates the EphB2 pathway. On activation by ephrin-B ligands, EphB2 becomes phosphorylated (p-EphB2) and induces cell sorting by post-translationally modifying and stabilizing the pluripotency factor Sox2, which, in turn, increases Schwann cell-cell adhesion via relocalization of N-cadherin to cell-cell contacts (Parrinello et al., 2010). We therefore asked whether TGF $\beta$  directly modulates any of these pathway components. Western blot analysis indicated that EphB2 phosphorylation was largely unaffected by either TGF $\beta$  treatment or *Smad4* knockdown (Figures 6A–6C). Of note, a small increase in phosphorylation levels was detected in TGF $\beta$  samples. However, it was not accompanied by EphB2 internalization, a hallmark of activation, indicating that it did not elicit significant signaling (Figures 6A and 6B). Similarly, whereas ephrin-B2 stimulation increased Sox2 levels as expected (Parrinello et al., 2010), TGF $\beta$  treatment did not (Figure S6). In contrast, analysis of N-cadherin in cell-sorting assays revealed marked regulation by TGF $\beta$ . TGF $\beta$  alone relocalized N-cadherin to Schwann cell-cell contacts to a similar extent as ephrin-B2 ligands alone, and the two ligands combined synergized to potentiate this effect (Figures 6D and 6E). Conversely, treatment with TGF $\beta$  inhibitors or *Smad4* knockdown abrogated the ability of ephrin-B2 to redistribute N-cadherin (Figures 6F and 6G). This was paralleled by changes in N-cadherin protein levels; TGF $\beta$  increased N-cadherin levels, whereas *Smad4* knockdown and inhibitor treatment strongly reduced basal N-cadherin levels, depleting both soluble and actin-bound N-cadherin pools (Figures 6H and 6I).

N-cadherin is a key EMT gene and a well-established TGF $\beta$  target (Yang et al., 2015). To test whether TGF $\beta$  may regulate *Cdh2*, the N-cadherin encoding gene, at the transcriptional level, we performed qRT-PCR analysis. We found that whereas *Cdh2* mRNA levels were unaffected by treatment with ephrin-B2 on its own, as expected, exposure to TGF $\beta$  alone or with ephrin-B2 significantly increased *Cdh2* expression. Inhibition of TGF $\beta$  signaling had the opposite effect, reducing *Cdh2* mRNA levels by about 50% (Figures 6J–6L) (Parrinello et al., 2010).

To functionally assess whether transcriptional regulation of N-cadherin mediates the TGF $\beta$ /EphB2 crosstalk, we carried out gain- and loss-of-function cell sorting experiments. First,

we knocked down *Cdh2* using a concentration of siRNA oligos sufficient to block its increase in response to TGF $\beta$  but insufficient to significantly alter *Cdh2* basal levels and thus inhibit basal ephrin-B2-induced clustering (Figure S7A). This partial *Cdh2* knockdown abolished clustering in TGF $\beta$  samples and reduced cell sorting to the levels of ephrin-B2-treated samples in cells treated with both ligands (Figure 7A). Then we ectopically increased *Cdh2* expression by adenoviral transduction to a level similar to TGF $\beta$  treatment (Ad-*Cdh2* cells, Figure S7B) and quantified cell sorting in the presence or absence of ephrin-B2 relative to GFP-transduced controls (Ad-*Gfp* cells). We found that untreated Ad-*Cdh2* cells phenocopied TGF $\beta$ -treated Ad-*Gfp* cultures and that treatment of Ad-*Cdh2* cells with ephrin-B2 ligands closely mimicked the synergistic effects of TGF $\beta$  and ephrin-B2 treatment combined (Figure 7B). Furthermore, increased *Cdh2* levels fully rescued ephrin-B2-induced cell sorting in the presence of TGFR inhibitors (Figure 7C). Together, these results indicate that the increase in *Cdh2* expression is both necessary and sufficient to potentiate cell sorting downstream of TGF $\beta$ .

Finally, we examined the relevance of these findings to TGF $\beta$ -mediated nerve regeneration *in vivo*. We first assessed effects of *Tgfr2* loss on SC cords in the bridge. We found a decrease in the number of SCs in cords and an increase in single cells indicative of impaired EphB2-mediated cell sorting (Figures 7D and 7E). Then we analyzed N-cadherin expression *in vivo*. Consistent with a bridge-specific function, N-cadherin levels were 1.96-fold higher in bSCs than in dSCs in our RNA-seq dataset (Figure 7F). In addition, qRT-PCR analysis indicated that, although variable due to the low RNA input and the variable recombination efficiency seen in the *Tgfr2*<sup>dSC</sup> mice, *Cdh2* levels trended toward downregulation in *Tgfr2*<sup>dSC</sup> bSCs compared to *Tgfr2*<sup>fl/fl</sup> bSCs, but remained unchanged in dSCs (Figure 7G). At the protein level, immunofluorescence analysis indicated that whereas N-cadherin was highly enriched at Schwann cell-cell contacts in the bridges of control nerves, the protein appeared mislocalized and more diffuse in *Tgfr2*<sup>dSC</sup> nerves (Figure 7H). This difference was not due to axonal *Cdh2* expression; colocalization of neurofilament and N-cadherin proteins was minimal, and similar numbers of axonal fibers were seen in both genotypes (Figure S7C). Together, these observations confirm that N-cadherin is a TGF $\beta$  effector within regenerating nerves *in vivo*.

## DISCUSSION

Since the groundbreaking discovery that differentiated somatic cells can be induced to become pluripotent by overexpression of defined transcription factors, the molecular basis of experimental reprogramming has been the focus of intense investigation (Merrell and Stanger, 2016; Takahashi and Yamanaka, 2016). However, increasing evidence suggests that, at least in some adult mammalian tissues, reprogramming can also occur naturally in response to injury (Merrell and Stanger, 2016). One of the most striking examples of physiological reprogramming is the dedifferentiation of SCs that occurs in peripheral nerve regeneration (Jessen et al., 2015; Kim et al., 2013a).

Here we developed a method to isolate pure populations of differentiated and dedifferentiated SCs from their *in vivo* nerve

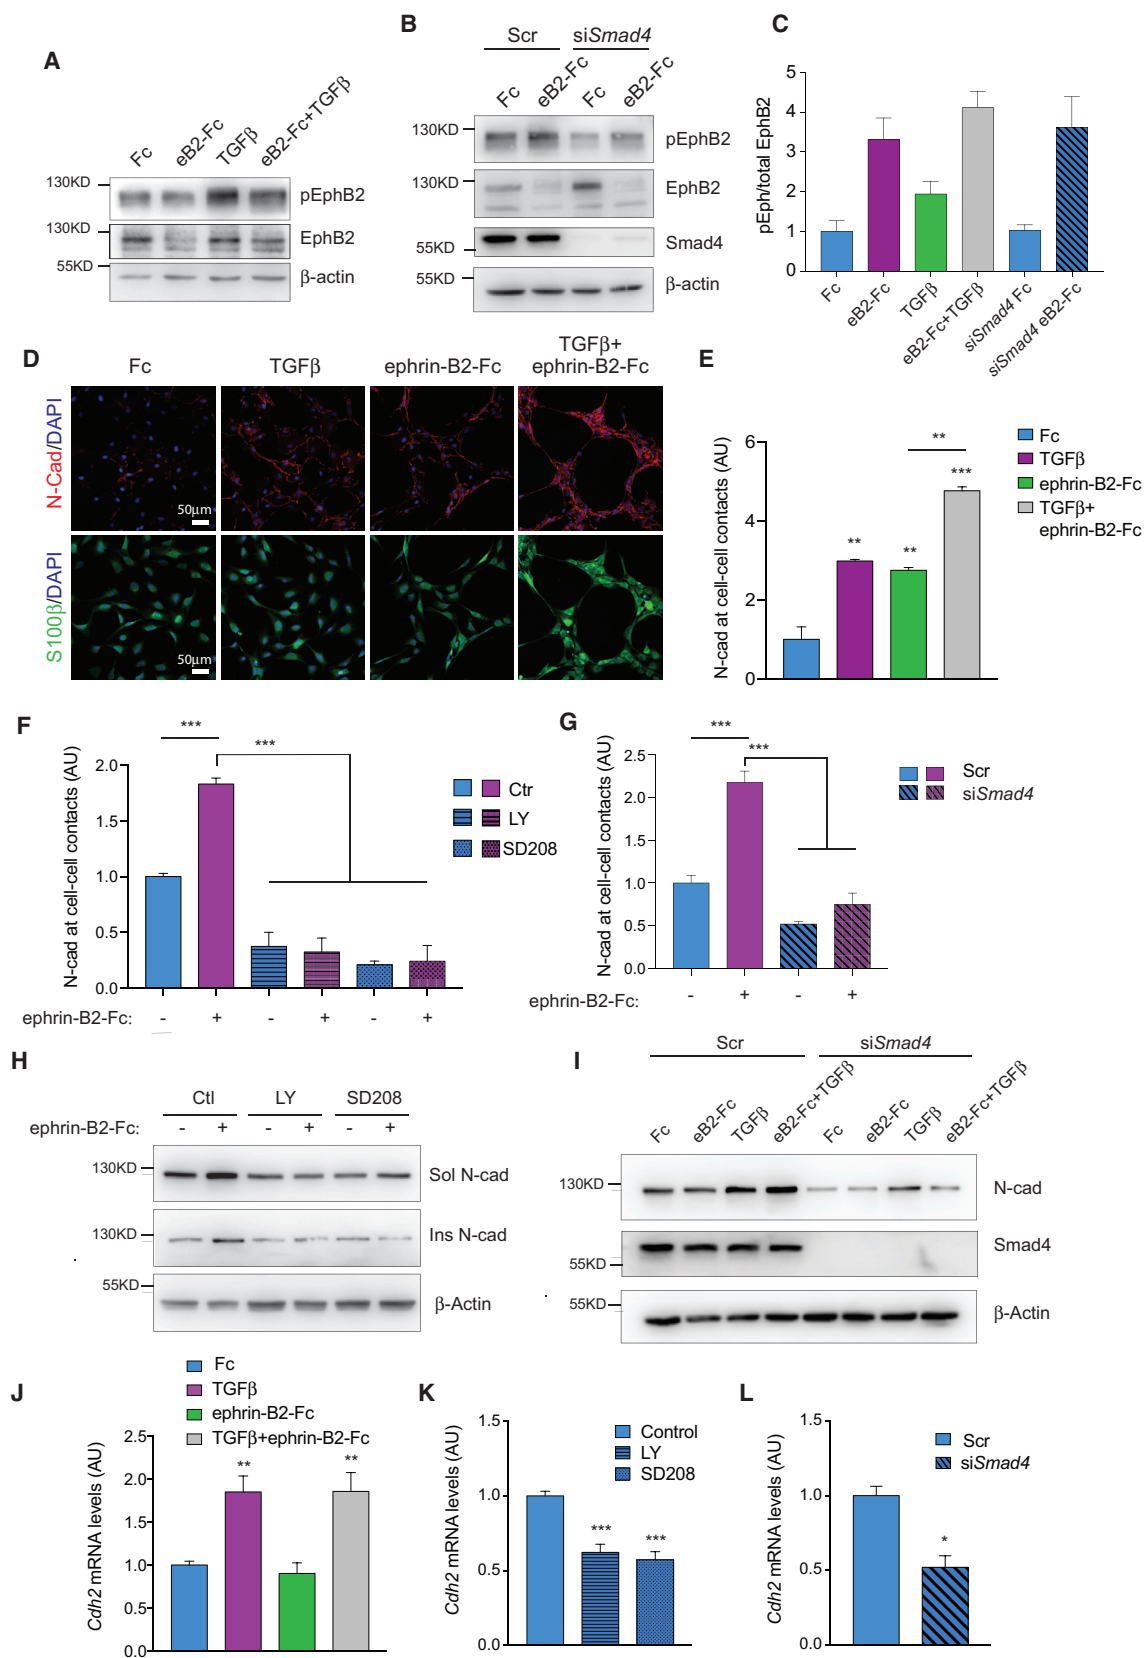

(legend on next page)

microenvironment, enabling us to define the molecular profile of both states. This revealed several new features of SC reprogramming, including the acquisition of mesenchymal traits. The EMT has emerged as a hallmark of cell fate conversion in development, tumorigenesis and somatic cell reprogramming (Ye and Weinberg, 2015). Our work indicates that natural reprogramming is also accompanied by passage through an EMT-like transition. This finding is further underscored by a recent study on leprosy (Masaki et al., 2013), which demonstrated that the leprosy bacteria reprograms SCs to mesenchymal-like stem cells by down-regulating lineage determinants and upregulating EMT genes. Consistent with previous reports, we found SC marker gene expression to be retained in injury-induced dedifferentiation. Indeed, our analyses showed that both bSCs and dSCs remain S100 $\beta$ <sup>+</sup> and express significant amounts of Sox10 mRNA (Figures S1E and S7D) (Chen et al., 2007; Jessen et al., 2015). Interestingly, however, we found that Sox10 mRNA levels were reduced to similar extents in both dSCs and bSCs compared to iSCs (Figure S7D). Thus, a mesenchymal-like transition is likely not idiosyncratic to leprosy infection, but a physiological response to injury, which is exploited and augmented by the bacteria.

The identification of a partial mesenchymal transition provides important insights into the nature of SC dedifferentiation. Traditionally, dedifferentiation has been considered as a reversal to an earlier developmental stage in the SC lineage (Chen et al., 2007). However, an important study recently challenged this view. The authors demonstrated that dedifferentiated SCs upregulate a specialized repair-promoting transcriptional program orchestrated by *c-jun* and suggested that injury reprograms cells to a “repair cell” (Arthur-Farraj et al., 2012). Our analysis supports this idea and confirms that dedifferentiated SCs are more closely related to ES cells than their developmental progenitors, the neural crest. It also uncovers acquisition of mesenchymal traits as an additional molecular feature of the repair cell. Interestingly, the mesenchymal program was not altered

in *c-Jun* knockout mice, suggesting that other EMT-specific transcription factors are likely involved (Arthur-Farraj et al., 2012). Consistent with this idea, *c-jun* expression was not affected in bSCs and dSCs from *Tgfb2*<sup>dSC</sup> mice (data not shown), whereas the EMT factors Zeb1, Sox9, and HMGA2 were all upregulated in dedifferentiated SCs (Tables S2 and S3) (Lamouille et al., 2014).

The ability to carry out RNA-seq on minute numbers of cells purified from the *in vivo* nerve enabled us to compare the transcriptomes and ES modules of distal and bridge cells. We found that bSCs and dSCs are distinct cell populations with different transcriptomes and repair features, indicating that the microenvironment is a key regulator of the dedifferentiation program. Bridge cells switch off repair genes, increase expression of mesenchymal and Myc target genes, and proliferate more extensively than their distal counterparts. Intriguingly, this transcriptional profile is reminiscent of partially dedifferentiated cancer cells, suggesting that the wound microenvironment may promote a cancer-like phenotype (Kim et al., 2010; Ye and Weinberg, 2015). A link between wounding and cancer is well established in many tissues, including the PNS (Ribeiro et al., 2013; Zhu et al., 2016). Our results reinforce this link and suggest that modulation of cell plasticity may be a key mechanism by which injury sensitizes normal cells to tumorigenesis. They might also explain recent findings that nerve injury induces neurofibroma formation selectively at the wound site in a mouse model of neurofibromatosis type 1 (Ribeiro et al., 2013).

We identified TGF $\beta$  as an important mediator of the bSC phenotype. Although TGF $\beta$  signaling has been previously linked to the regulation of SC proliferation, apoptosis, and myelination, its role in nerve regeneration had not been previously assessed (D’Antonio et al., 2006; reviewed in Mirsky et al., 2008; Parkinson et al., 2001). We showed that TGF $\beta$  signaling is strongly increased across many cell types within the bridge and exploited our conditional, SC-specific *Tgfb2* knockout model to

#### Figure 6. The TGF $\beta$ /EphB2 Crosstalk Is Mediated by N-Cadherin

- (A) Western blot analysis of p-EphB2 and total EphB2 levels in rat SCs seeded on Fc control or ephrin-B2-Fc ligands (eB2-Fc) in the presence of TGF $\beta$  or with ephrin-B2-Fc and TGF $\beta$  combined for 16 hr.  $\beta$ -actin is used as a loading control.
- (B) Western blot analysis of p-EphB2 and total EphB2 levels in rat SCs treated with Scr siRNA or siRNA against *Smad4* (si*Smad4*) and seeded on Fc control or ephrin-B2-Fc (eB2-Fc) ligands for 16 hr. *Smad4* indicates knock down efficiency and  $\beta$ -actin loading.
- (C) Densitometric quantification of western blots shown in (A) and (B) obtained in Fiji (mean  $\pm$  SEM), n=3.
- (D) Representative confocal images of rat SCs treated with the indicated ligands for 16 hr and stained for S100 $\beta$  (green) and N-cadherin (red).
- (E) Quantification of N-cadherin fluorescence at cell-cell junctions in the conditions shown in (D). Bar graphs show pixel intensities normalized by cell number (mean  $\pm$  SEM). n = 3, \*\*p < 0.01; \*\*\*p < 0.001, two-tailed paired Student’s t test.
- (F) Quantification of N-cadherin fluorescence at cell-cell junctions in SCs treated with Fc (–) or ephrin-B2-Fc (+) in the absence (Ctr) or presence of LY2157299 (LY) and SD208 (SD) TGFR inhibitors. Means  $\pm$  SEM are shown; n = 3, \*\*\*p < 0.001, one-way ANOVA.
- (G) Quantification of N-cadherin fluorescence at cell-cell junctions in Scr and *Smad4* knockdown SCs treated with Fc (–) or ephrin-B2-Fc (+). Means  $\pm$  SEM are shown; n = 3, \*\*\*p < 0.001, one-way ANOVA.
- (H) Western blot analysis of actin-bound and soluble N-cadherin in SCs cultured on Fc (–) or ephrin-B2-Fc (+) in the absence (Ctl) or presence of LY2157299 (LY) and SD208 (SD) TGFR inhibitors.  $\beta$ -actin is shown for loading.
- (I) Western blot analysis of total N-cadherin in Scr and *Smad4*-knockdown SCs plated on Fc and ephrin-B2-Fc in the presence or absence of TGF $\beta$  (TGF $\beta$ ; eB2-TGF $\beta$ ). *Smad4* indicates knockdown efficiency and  $\beta$ -actin loading.
- (J) Quantitative RT-PCR analysis of *Cdh2* levels in SCs treated with Fc, TGF $\beta$ , ephrin-B2-Fc, and TGF $\beta$  and ephrin-B2-Fc combined, as indicated. Fold changes relative to Fc-treated controls are shown (mean  $\pm$  SEM). n = 6, \*\*p < 0.01, two-tailed paired Student’s t test.
- (K) qRT-PCR analysis of *Cdh2* levels in SCs cultured in the absence (Control) or presence of LY2157299 (LY) and SD208 TGFR inhibitors, as in (J). Means  $\pm$  SEM are shown. n = 8, \*\*\*p < 0.001, two-tailed paired Student’s t test.
- (L) Quantitative RT-PCR analysis of *Cdh2* levels in SCs treated with Scr siRNA or siRNA against *Smad4* (si*Smad4*). Means  $\pm$  SEM are shown. n = 4, \*p < 0.05, two-tailed paired Student’s t test.

selectively study its role in bSCs. We found that TGF $\beta$  exerts two highly interrelated and synergistic functions in PNS repair that are specific to bridge SCs: it reprograms bSCs to an invasive, mesenchymal-like cell type to drive invasion into the wound, and it concomitantly enhances EphB2-mediated cell sorting to promote directional collective migration. Together, these phenotypes drive repair through the hostile bridge microenvironment to enable peripheral nerve regeneration.

However, consistent with a previous study, TGF $\beta$  signaling was dispensable for bSC proliferation, indicating that signals other than TGF $\beta$  are responsible (D'Antonio et al., 2006). Our data suggest that TGF $\beta$  is also not a key regulator of the increased Myc activity detected in the bridge. Indeed, although TGF $\beta$  increased Myc expression *in vitro*, the overlap in differentially expressed Myc target genes between TGF $\beta$ -treated SC and bSCs-specific genes was minimal (Tables S2 and S5). It will be important to identify the signals that drive proliferation and Myc within the wound in the future.

Whereas the ability of TGF $\beta$  to induce a mesenchymal transition is well established, a crosstalk with Eph signaling has never been observed (Xu et al., 2009). Remarkably, TGF $\beta$  not only enhanced cell sorting downstream of EphB2 but was also necessary for EphB2 function. The crosstalk was mediated by the EphB2 effector N-cadherin, which we show is also a TGF $\beta$  target. Overall, our mechanistic studies suggest a model whereby TGF $\beta$  enhances Eph effects by maintaining high N-cadherin protein levels within bSCs. Upon activation by wound fibroblasts, Eph signaling relocates N-cadherin to cell-cell contacts, leading to robust SC sorting and directional migration. In contrast, in the absence of TGF $\beta$  signaling, N-cadherin expression decreases to levels that are insufficient for Eph-mediated cell sorting, resulting in disorganized migration of the SCs and their accompanying axons.

In summary, our findings indicate that dedifferentiation is a multifaceted process controlled by the interplay of cell-intrinsic programs and cell-extrinsic signals. Following injury, neuronal degeneration relieves prodifferentiative axonal signals, thereby triggering SC dedifferentiation through activation of cell-intrinsic transcriptional programs. Extrinsic signals from the microenvironment then superimpose on these programs in a context-

dependent manner to adapt SC function to the specific repair requirements of their surrounding tissue.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Animals
  - Sciatic nerve transections
  - Schwann Cell Cultures
- METHOD DETAILS
  - Preparation of mouse Schwann cells for FACS and RNA extraction
  - Characterization of FACS sorted cells
  - RNA-Sequencing Library Preparation
  - Cell Clustering Experiments and Infections
  - Invasion Assays
  - Immunofluorescence, Immunohistochemistry and Western Blotting
  - Quantitative RT-PCR
  - In vivo quantifications
  - Electron microscopy and morphological analyses
- QUANTIFICATION AND STATISTICAL ANALYSIS
- DATA AND SOFTWARE AVAILABILITY

## SUPPLEMENTAL INFORMATION

Supplemental Information includes seven figures and six tables and can be found with this article online at <http://dx.doi.org/10.1016/j.neuron.2017.09.008>.

A video abstract is available at <http://dx.doi.org/10.1016/j.neuron.2017.09.008#mmc9>.

## AUTHOR CONTRIBUTIONS

Conceptualization, S.P., M.P.C., and S.M.; Methodology, M.P.C. and E.B.; Software, S.M., S.K., and L.F.C.G.; Investigation, M.P.C., E.B., A.-L.C., L.Z., A.A., and J.J.B.; Writing – Original Draft, S.P.; Writing – Review & Editing, S.P., M.P.C., S.M., and A.C.L.; Funding Acquisition, S.P., S.M., and A.C.L.; Resources, A.C.L.; Visualization, S.P., M.P.C., and S.M.; Supervision, S.P. and S.M.

## Figure 7. An Increase in N-Cadherin Levels Mediates TGF $\beta$ Effects on EphB2-Dependent Cell Sorting In Vitro and In Vivo

- (A) Quantification of cell sorting in Scr or partial *Cdh2* knockdown in rat SC cultures treated with Fc, TGF $\beta$ , ephrin-B2, and TGF $\beta$  and ephrin-B2 combined, as indicated. Cell sorting data is represented as mean  $\pm$  SEM.  $n = 3$ , \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ , Fisher's exact test.
- (B) Quantification of cell sorting in rat SCs transduced with adenoviruses encoding GFP (Ad-Gfp) or *Cdh2* (Ad-*Cdh2*) and treated with Fc, TGF $\beta$ , ephrin-B2-Fc, or TGF $\beta$  and ephrin-B2-Fc combined, as indicated (mean  $\pm$  SEM).  $n = 3$ , \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ , Fisher's exact test.
- (C) Quantification of cell sorting in rat SCs transduced with adenoviruses encoding GFP (Ad-Gfp) or *Cdh2* (Ad-*Cdh2*) and treated with Fc or ephrin-B2-Fc in the absence or presence of LY2157299 (LY) and SD208 (SD) inhibitors, as indicated (mean  $\pm$  SEM).  $n = 3$ , \*\*\* $p < 0.001$ , Fisher's exact test.
- (D) *In vivo* cell sorting in *tdTom;Tgfb2<sup>fl/fl</sup>* and *tdTom;Tgfb2<sup>ΔSC</sup>* in the bridge. Representative images of SC cords invading the bridge in *tdTom;Tgfb2<sup>fl/fl</sup>* and *tdTom;Tgfb2<sup>ΔSC</sup>* at 6 days post-transection.
- (E) Quantification of the *in vivo* cell sorting shown in panel D. Numbers of SCs in cords proximal to the migration front in *tdTom;Tgfb2<sup>fl/fl</sup>* and *tdTom;Tgfb2<sup>ΔSC</sup>* bridges are shown (mean  $\pm$  SEM).  $n = 6$  for each genotype, \*\* $p < 0.01$ , Fisher's exact test.
- (F) Boxplot of RNA-seq FPKM expression scores for *Cdh2* in dSCs and bSCs. Colored dots represent single biological repeats. The whiskers extend to the most extreme data point, which is no more than 1.5 $\times$  the interquartile range from the box.
- (G) qRT-PCR analysis of *Cdh2* levels in bSCs and dSCs from single nerves 6 days post-transection from *Tgfb2<sup>fl/fl</sup>* (blue bars,  $n = 4-5$ ) and *Tgfb2<sup>ΔSC</sup>* mice (purple bars,  $n = 3-5$ ). The whiskers extend to the most extreme data point, which is no more than 1.5 $\times$  the interquartile range from the box.
- (H) Representative fluorescence images of N-cadherin protein levels in longitudinal sections of nerve bridges from *tdTom;Tgfb2<sup>fl/fl</sup>* (top) and *tdTom;Tgfb2<sup>ΔSC</sup>* (bottom) mice 6 days post-transection. P marks the proximal side and the arrow marks the direction of SC invasion. See also Figure S7.

## ACKNOWLEDGMENTS

This work was funded by the Medical Research Council (S.P., S.M.), the Medical Research Council funding to the MRC LMCB University Unit at UCL (award code MC\_U12266B), and Cancer Research UK (A.C.L.). It used the computing resources of the UK Medical Bioinformatics partnership (UK MED-BIO; aggregation, integration, visualization, and analysis of large, complex data), which is supported by the Medical Research Council (grant no. MR/L01632X/1) and Imperial College High Performance Computing Service. We thank M. Herlyn for N-cadherin adenovirus, T. Adejumo and J. Elliott for help with FACS, F. Siebzehrnubel for helpful discussion, and M. Saint for technical advice.

Received: December 17, 2016

Revised: July 7, 2017

Accepted: September 6, 2017

Published: September 27, 2017

## REFERENCES

How the deposited data were processed for this re-analysis (not part of the article)

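RNA-seq data of 3 experiments were used. In the first, SCs were sorted from intact nerves (iSCs) and, 6 days after transection, from the bridge (bSCs) and the distal stump (dSCs), with 4 libraries per region and the nerves of 3 mice pooled in each library. In the second, SCs were sorted from single nerves in a time course of 35 libraries: 5 of intact nerves, 3 of dSCs at each of days 1, 2, 4, 6, 8 and 10, and 3 of bSCs at each of days 4, 6, 8 and 10. In the third, cultured rat SCs were kept for 16 h with TGFβ at 10 ng/ml or without it, with 3 libraries of each. The condition of every library was taken from the sample labels.

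The authors aligned the reads with TopHat to the mouse build mm9 or the rat build Rnor_5.0, counted them per gene with HTSeq and deposited the raw counts, without normalization or filtering. The mouse counts list 24016 genes by symbol and 92 ERCC spike-ins, and the rat counts list 26405 genes by Ensembl identifier. HTSeq's own categories (reads on no feature, ambiguous, not aligned and multiply aligned) were set aside before any calculation. Lanes of one library were summed. Chi-square per degree of freedom between the lanes of a library was at most 1.316 in mouse and 7.611 in rat, against at least 48.2 between mouse replicates and 10.83 between any replicates, and 0 pairs of libraries were identical.

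Counts on genes were between 11435463 and 22617054 per pooled-nerve library (median 13527755), between 9240883 and 22426128 per single-nerve library (median 13149913) and between 412821 and 565296 per rat library. Genes with at least 1 count numbered from 11735 to 14987, from 10042 to 15815 and from 9860 to 12207 in the same order. The rat depth limits the test to 3888 genes, and in the single nerves the count minimum left 7171 genes.

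Calculations were done with R 4.3.3. Differential expression was tested with edgeR 4.0.16, with TMM normalization, its filter on low counts (in the single nerves at least 100 counts in at least 85% of the libraries, as in the paper's methods), its quasi-likelihood test and Benjamini-Hochberg adjustment, in a single fit per experiment. A gene was counted as changed at an adjusted p under 0.05, and changes past 2.5-fold were counted separately. The rat signature used more than 2-fold and an adjusted p under 0.0001, the thresholds of Table S5. CPM values are scaled by the TMM factors. Gene lists were scored in each library as the mean log2 CPM of the listed genes, with a prior count of 2. The lists were Reactome sets (from fgsea 1.28.0, matched by Entrez identifier), the EMT genes of Figure 2E, the signatures of Table S5, the clusters of Table S4 and the genes that differed here between bSCs and dSCs. Scores of the pooled nerves were compared with exact permutation tests of the library labels. In the single nerves, bSC and dSC libraries were paired by the animal of the labels, which gave 10 pairs, and compared with exact sign-flip permutation tests, and dependence on the day was tested over all 16800 arrangements of the pairs into days. Overlaps of lists were tested with Fisher's exact test.

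Genes named in the text are those the paper names for these data, and for each comparison the 5 genes with the largest increase and the 5 with the largest decrease among those past an adjusted p of 0.05 whose libraries did not overlap between the groups, of which not every one is given. From the lists of Figure 2E and Table S5, the 3 genes with the largest and the 3 with the smallest ratio of bSCs to dSCs were eligible. Coordinates are those of NCBIM37, the Ensembl name of mm9.

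The alternatives were DESeq2 1.42.0, its size factors within edgeR, no filter on low counts, a fit of only the groups compared, the pool, rat or animal number as a replicate block, a covariate for libraries given as one lane or as a pair, and the fit without each library in turn. For scores they were the median in place of the mean, a prior count of 0.5, all genes with a count, subtraction of the mean of all genes, and limma's camera test (limma 3.58.1). Further alternatives chosen after seeing the data were DESeq2 with shrunken fold changes, the lanes of Table S2, the time course without 4 libraries with few detected genes, and only the pairs with matching sex-specific transcripts.

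The tests were first run on simulated counts with the means and dispersions of these libraries and 200 genes changed 4-fold. The number recovered at an adjusted p under 0.05 was 36 with 4 pooled-nerve libraries per group, 159 with 3 rat libraries and 20 with 3 single-nerve libraries, with 2, 7 and 1 unchanged genes called. Groups of 4 or 5 libraries were searched for a library far from the others with Dixon's ratio of the gap to the range. Groups in which every library had the same value were left out of this search, an exclusion added after seeing the data.

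GO terms, hallmark sets and the transcriptional modules that the paper used were not used here. One bSC library of day 10 was left out of the pairs because its labels name different animals, and it was kept in the fits across genes. Rat genes could not be given by symbol, so a result for Myc in the rat cultures and an overlap with a rat list computed here were left out.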

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

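All the tests in this part, of the number of detected genes and of marker genes for single libraries and of the time course for single genes, were chosen only after the result was seen. Of 122 groups of 4 or 5 libraries searched for a library far from the others, 8 held one, against 6.1 expected by chance at this threshold, so no pattern among them stands out from chance. For each, the test asked whether the value is low in the library with the fewest detected genes of its group. A second test asked whether the library had the lowest Schwann cell marker score and the highest macrophage and fibroblast marker scores of its group, as more RNA from other cells would give. The libraries of a group share their condition, so no biological explanation was tested.

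In iSCs, the cholesterol biosynthesis score of replicate 5 was 5.56, against 6.70 to 6.92 in the other 3 libraries. This library had the fewest detected genes of the iSC libraries (13600), so loss of transcripts in preparation is a candidate explanation of the low score. The same library had the highest log2 CPM of Tgfbr2, 8.14 against 7.53 to 7.63, and 13600 detected genes do not account for a high value. Its Schwann cell marker score was 5.85 against 7.42 to 8.24 in the others, its macrophage score 8.09 against 3.69 to 5.39 and its fibroblast score 10.1 against 7.36 to 9.71, so more RNA from other cells is a candidate explanation of both values. Olig1 in iSC replicate 4 had a log2 CPM of -2.27 against -2.92 in the others, which comes from a single read against none. That library had 14166 detected genes, not the fewest of its group, and a Schwann cell marker score of 7.42, not the lowest.

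In dSCs, the score of the genes lowered by TGFβ was 3.32 in replicate 2, against 4.19 to 4.22 in the others. With 12432 detected genes, the fewest of the dSC libraries, loss of transcripts may explain the low score. More RNA from other cells may do so too, since this library had the lowest Schwann cell marker score (4.81 against 5.19 to 6.21) and the highest macrophage (9.17) and fibroblast (9.89) scores of the dSC libraries. Ngfr had a log2 CPM of 10.81 in dSC replicate 3 against 9.16 to 9.38 in the others, a high value in a library with 14375 detected genes, so a lack of detected genes is not the reason. Its Schwann cell marker score of 6.21 was the highest of the dSC libraries, which goes against more RNA from other cells.

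In bSCs, replicate 1 had a log2 CPM of -1.49 for Sox2 (others 3.48 to 3.74) and of 0.80 for Hmga2 (others 4.52 to 4.83). It had 11735 detected genes, the fewest of the bSC libraries, so loss of transcripts may explain both values. It also had 21046705 counts on genes, so a low depth is not the reason. Its Schwann cell marker score (4.54) was the lowest and its fibroblast score (8.08) the highest of the bSC libraries, but its macrophage score (7.77) was not, so the values cannot be told apart from more RNA from other cells. For Hmga2, the other 3 bSC libraries lie above every iSC library. Without bSC replicate 1 its log2 fold change in bSCs over iSCs was 3.52 (adjusted p = 0.0175 from edgeR), against 3.12 (adjusted p = 0.0519) with all libraries.

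In single intact nerves, the score of cluster 7 of Table S4 was 2.34 in the library numbered 0, against 4.62 to 5.34 in the other 4. It had 10572 detected genes, and another intact library with fewer had a score in the range of the others, so the number of detected genes does not account for it. Its Schwann cell marker score of 5.65 was not the lowest of the intact libraries either.

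Among genes whose libraries did not overlap, the largest increases in the pooled nerves were in Wif1, Aurkb and Cpa4. The paper's text does not discuss these genes, although Table S4 lists Wif1 in cluster 7 and Aurkb and Cpa4 in cluster 2. For each, the test asked whether the single nerves show the difference too. Wif1 was higher in dSCs than in iSCs by a log2 fold change of 11.47 (adjusted p = 0.00440 from edgeR), with 6555 to 9764 counts in each dSC library against 0 to 7 in iSCs. In single nerves at day 6 it was higher than in intact nerves by 8.65 in mean log2 CPM, in 3 of 3 dSC libraries (exact permutation test, p = 0.0179, the smallest that 3 against 5 libraries allow), so the difference is not particular to the pooled libraries. Other technical explanations, such as RNA from other cells, were not tested for Wif1, so a biological one is left as a hypothesis. Aurkb was higher in bSCs than in iSCs by 13.19 (adjusted p = 9.5e-05 from edgeR), with 0 counts in each iSC library. In single nerves the difference was 4.90, in 3 of 3 libraries (exact permutation test, p = 0.0893), so the pattern cannot be told apart from one particular to the pooled libraries. Cpa4 was higher in bSCs than in dSCs by 9.68 (adjusted p = 0.0220 from edgeR), with no count in dSCs. Over the single-nerve pairs the difference was -0.0141 (6 of 10 pairs higher, exact sign-flip permutation test, p = 1), so the increase may be particular to the pooled libraries.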

How the results depend on the processing

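DESeq2 with shrunken fold changes, the lanes combined as in Table S2, the time course without 4 libraries and the sex-matched pairs were chosen only after the result was seen, and the other alternatives were set before the data were examined. Across 55 results and 886 comparisons with an alternative, 731 kept their direction and their side of the threshold (or, for counts, stayed within 1.5 times), 9 changed direction and 21 results changed under none of their alternatives. The cause of the changes given here was not tested.

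In the pooled nerves, the EMT score of Figure 2E stayed higher in dSCs than in iSCs (from 1.54 to 1.95 in mean log2 CPM) and higher in bSCs than in dSCs (from 0.51 to 1.28) under every alternative run for it, although the paper chose these genes for being higher in bSCs than in iSCs of these libraries. The same held for the lower junction score (from -1.39 to -0.86) and cholesterol biosynthesis score (from -3.36 to -2.22) of dSCs against iSCs, the higher DNA replication score of bSCs against dSCs (from 0.85 to 1.41), the lower score of TGFβ-lowered genes in bSCs (from -1.80 to -0.92) and Cdh1 in dSCs against iSCs (from -12.09 to -5.28). With a library left out or with pairs, the scores were compared by size only, without a test. In the single nerves, some lists kept a difference between bSCs and dSCs that passed under each alternative. These were the EMT genes (from 0.22 to 0.54), the genes lower in bSCs (from -1.40 to -0.79) and cluster 1 (from -1.08 to -0.67). The TGFβ-raised genes did so too (from 0.58 to 1.00), but they were chosen for being higher in bSCs of the pooled nerves. A minimum of 10000 detected genes left out none of these libraries and so tests nothing. The overlap of TGFβ-raised and EMT genes had odds ratios from 8.40 to 11.4. Results that stayed short of the threshold throughout were Cdh2 in bSCs over dSCs (from 0.67 to 1.46), Zeb1 in bSCs (from 0.33 to 0.81), Sox9 in dSCs (from 1.01 to 2.09) and the day dependence of every list but the genes lower in bSCs.

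Counts of changed genes moved with the test, with the replicate block and with single libraries. Between dSCs and iSCs, 732 genes became 1537 with DESeq2, 1447 with shrunken fold changes, 1590 with the lanes of Table S2 as well, and 287 with the pool number as a replicate block. In the same order, genes up past 2.5-fold (271) became 536, 454, 488 and 116, and genes down (322) became 560, 510, 550 and 163. Between bSCs and iSCs, 2022 genes became 3358 with DESeq2, 3243 with shrunken fold changes and the lanes of Table S2, and 968 with the block. Between bSCs and dSCs, 746 genes became 2111 with DESeq2, 1791 with shrunken fold changes, 1953 with the lanes of Table S2 as well, 236 with the block and 485 in a fit of those 2 regions. Genes up past 2.5-fold (167) became 342, 277, 277 and 74, and genes down (388) became 1049, 774, 843, 135 and, with only those regions, 248. With each library left out in turn, the counts ran from 310 to 1007 between dSCs and iSCs (up from 140 to 503, down from 144 to 363), from 1318 to 2082 between bSCs and iSCs, and from 325 to 800 between bSCs and dSCs (up from 76 to 195, down from 198 to 428).

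In the rat cultures, the 1 gene up at the signature thresholds became 4 with DESeq2, 3 with no filter on low counts and 24 with the rat number as a replicate block, and the 0 genes down (232 of all genes at an unadjusted p under 0.05) became 3 with no filter and 9 with the block. Leaving out a library gave from 0 to 2 genes up and from 0 to 1 down. The rat depth, at most 565296 counts per library, limits the test to 3888 genes. In single nerves, day 4 gave 0 genes under each alternative (76 at an unadjusted p under 0.05 with all libraries). The 1 gene at day 6 became 13 with DESeq2, 3 with only the groups compared and 20 with the animal as a replicate block (from 0 to 6 with a library left out). At day 8 leaving out a library gave from 0 to 1 gene (53 at an unadjusted p under 0.05 with all libraries). The 1 gene at day 10 became 41 with DESeq2, 2 with edgeR's own filter, 0 with only the groups compared (209 at an unadjusted p under 0.05 with all libraries), 23 without the 4 libraries with the fewest detected genes, and from 0 to 42 with a library left out. No paired analysis was possible at day 10 because the bSC and dSC libraries share only 1 animal with labels free of conflict.

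Among genes at a claim, Cdh1 in bSCs over iSCs was -4.69 with adjusted p = 0.0741 in edgeR's fit of only those regions, and from -7.02 to -4.23 with a library left out, short of the threshold in 6 of the 8 fits. Sox10 in dSCs was -1.74 with the pool number as a replicate block (adjusted p = 0.0528 from edgeR), and from -1.71 to -1.26 in dSCs and from -1.74 to -1.15 in bSCs with a library left out, short of it in 6 of 8 fits each. Zeb1 in dSCs passed with DESeq2 (1.11), shrunken fold changes (1.07), the lanes of Table S2 (1.12) and both of these (1.1). Hmga2 in dSCs passed with DESeq2 (3.50), only those regions (3.54), shrunken fold changes (2.87) and those with the lanes of Table S2 (2.89), and in bSCs with DESeq2 (3.08), shrunken fold changes (2.51), the lanes of Table S2 (3.10) and both (2.51). With a library left out, Hmga2 was from 2.83 to 4.44 in dSCs and from 2.82 to 4.07 in bSCs, and Sox9 in bSCs from -2.69 to -0.59, past the threshold in 1 of 8 fits. In the comparisons of 63 further results for single genes with their alternatives, 931 stayed on their side of the threshold, 3 became significant, 111 lost significance (77 with a library left out, 23 with the pool block) and none changed direction.

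Several scores moved when the mean of all genes, which is lower in bSCs, was subtracted. The generic transcription score of bSCs against dSCs turned from -0.17 to 0.27 (exact permutation test, p = 0.0286; camera 0.27, p = 0.135). The innate immune, cytokine and matrix scores shrank to -0.18, -0.35 and -0.24 (camera -0.19, -0.36 and -0.24), short of the threshold. The citric acid cycle score rose to 0.67 (camera 0.68) and the cell cycle score to 1.09 (camera 1.12), past it, as did the cell cycle score with the median (0.64) and DESeq2's size factors (0.62). In dSCs against iSCs, the cell cycle score passed after subtraction (0.57, camera 0.58), the innate immune score with the median (0.23) and camera (0.52) and the matrix score with the median (0.49) and camera (0.40). The matrix score ran from -0.0023 to 0.31 with a library left out. The score of TGFβ-raised genes in bSCs (0.06) turned to -0.0138 with a prior count of 0.5 and ran from -0.0194 to 0.23 with a library left out, and it passed after subtraction (0.60) and with camera (0.61).

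Over the 6 pairs with matching sex-specific transcripts, the genes higher in bSCs (0.61, p = 0.0625) and cluster 7 (-2.31, p = 0.0938) no longer passed the exact sign-flip permutation test. For the genes lower in bSCs, days accounted for 0.419 to 0.769 of the sum of squares with a pair left out, past the threshold in 1 of 10 fits. The difference between correlations within and between regions fell from 0.458 to 0.0398 on log2 CPM of all genes and 0.0371 with ranks. On log2 CPM of the tested genes the difference was 0.111. The spike-in ratio of dSCs to iSCs turned from -0.40 to 0.53 with the replicate block and ran from -1.49 to 0.27 with a library left out.

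The tests of Myc in the rat cultures and of the overlap of EMT genes with a rat list computed here were not run, since the rat genes have no symbols in the tables used here.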

Differences from the paper's values

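DESeq2 with shrunken fold changes and the lanes combined as in Table S2 were chosen only after the result was seen, and the other alternatives were set before the data were examined. The paper's methods name DESeq2 as its test, whereas the values given first here are from edgeR.

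The paper states 1692 genes changed between dSCs and iSCs, and 732 were found here. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of the paper's value (1537) and the others did not. DESeq2 with shrunken fold changes gave 1447, and with the lanes of Table S2 as well 1590, both chosen after seeing the values. For changes past 2.5-fold the paper states 1115 genes, and 593 were found here. DESeq2 (1096), a fit of only those regions (744) and the fit without iSC replicate 5 (866) came within 1.5 times, and the other alternatives set before the data were examined did not. Shrunken fold changes gave 964, and with the lanes of Table S2 1038, both chosen after seeing the values. The paper's bars show about 510 genes up and about 600 down in Fig. 1C, read by eye, against 271 and 322 here. DESeq2 gave 536 up and 560 down, the fit without iSC replicate 5 gave 503 up, and the fit of only those regions gave 432 down, while the other alternatives set before the data were examined stayed further away. Shrunken fold changes gave 454 up and 510 down, and with the lanes of Table S2 488 up and 550 down, both chosen after seeing the values.

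Between bSCs and dSCs the paper states 2021 changed genes, and 746 were found here. DESeq2 gave 2111, and none of the other alternatives set before the data were examined came within 1.5 times. Shrunken fold changes gave 1791, and with the lanes of Table S2 1953, both chosen after seeing the values. Past 2.5-fold the paper states 1169 genes, against 555 here. DESeq2 gave 1391, the only one of the alternatives set before the data were examined to come that close, and shrunken fold changes gave 1051 and, with the lanes of Table S2, 1120, both chosen after seeing the values. The paper's bars show about 280 genes up and about 890 down in Fig. S2A, read by eye, against 167 and 388 here. DESeq2 gave 342 up and 1049 down, and the fits without bSC replicate 1 and without dSC replicate 3 gave 191 and 195 up. Other alternatives set before the data were examined did not come within 1.5 times. Shrunken fold changes gave 277 up and 774 down, and with the lanes of Table S2 277 up and 843 down, both chosen after seeing the values.

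For Cdh1 in dSCs over iSCs the paper gives a log2 ratio of -5.13, and the log2 fold change here was -10.22. None of the alternatives set before the data were examined closed the gap. DESeq2 with shrunken fold changes gave -5.28, and with the lanes of Table S2 -5.34, both chosen after seeing the values.

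In Table S1 the paper gives 15075 genes quantified in the TGFβ library T8, against 9860 rat genes with at least 1 count in its deposited counts. No alternative changes this number. In Table S5 the paper lists 132 genes raised and 42 lowered by TGFβ, against 1 and 0 here at the same thresholds (232 genes had an unadjusted p under 0.05). None of the alternatives set before the data were examined closed the gap, and the closest, the rat number as a replicate block, gave 24 raised and 9 lowered genes.

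Some statements of the paper were also not found in the values here. The paper states that Sox9, Zeb1 and Hmga2 are raised in dedifferentiated SCs. Here the log2 fold change of Sox9 over iSCs was -1.43 in bSCs and 1.27 in dSCs (adjusted p = 0.219 and 0.444 from edgeR), and edgeR's adjusted p was 0.0769 and 0.212 for Zeb1 in dSCs and bSCs and 0.0668 and 0.0519 for Hmga2, with higher means in each. With DESeq2, the paper's test, the adjusted p was 0.0183 for Zeb1 in dSCs and 0.00165 and 0.00399 for Hmga2 in dSCs and bSCs, while Zeb1 in bSCs (adjusted p = 0.2) stayed short of the threshold. Hmga2 also passed edgeR's test in dSCs with only those regions (adjusted p = 0.0446), without iSC replicate 5 in dSCs and bSCs (adjusted p = 0.0299 and 0.0254) and without bSC replicate 1 in bSCs (adjusted p = 0.0175). Shrunken fold changes, on their own or with the lanes of Table S2, passed for Zeb1 in dSCs and for Hmga2 in both, and the lanes of Table S2 in edgeR for Zeb1 in dSCs and Hmga2 in bSCs, all chosen after seeing the values.

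The paper states that the EMT increase in bSCs is restricted to the time of invasion. Here the difference between bSCs and dSCs over all libraries was 0.36, 0.54, 0.23 and 0.15 at days 4, 6, 8 and 10. Over all libraries it was highest at day 6, as in the paper. Over the pairs it was highest in the single pair of day 10, at 0.71. A dependence on the day was not detectable (exact permutation test over the pairs, p = 0.546, and permutation test over all libraries, p = 0.694). The paper states that the TGFβ signatures are enriched in bSCs only. Here the score of the TGFβ-raised genes differed by 0.06 between bSCs and the other regions (exact permutation test, p = 0.723). After subtraction of the mean of all genes the difference was 0.60 (exact permutation test, p = 0.00404), and camera, which like the paper's enrichment test sets the list against other genes, gave 0.61, past its threshold. The score of the TGFβ-lowered genes differed by -1.46 (exact permutation test, p = 0.00202). The paper states that dSCs favor matrix genes, and here the Reactome matrix score of dSCs and iSCs differed by 0.19 (exact permutation test, p = 0.514). With the median over the same genes it differed by 0.49 (exact permutation test, p = 0.0286), camera gave 0.40, past its threshold, and 22 of the genes were higher and 9 lower in dSCs past edgeR's adjusted p.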

Other observations

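The tests of Schwann cell markers, of fibroblast markers for the matrix score, of endothelial and pericyte markers in single bSC libraries, of the lane combinations of Table S2, of the rat counts and of the 4 libraries with few detected genes were chosen only after the result was seen, and the other tests in this part were set earlier.

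The number of changed genes was counted in other splits of the same libraries that part the same pairs of pool, rat or animal numbers as the real split. Between dSCs and iSCs, 1 of the 8 splits, the real one, gave as many genes with an adjusted p under 0.05 as the 732 found, and the same held for the genes up and the genes down past 2.5-fold, for the genes changed between bSCs and iSCs, and for the genes changed, up and down between bSCs and dSCs. In each of these comparisons the other 7 splits gave 0 genes. In the rat cultures, 1 of 4 splits gave as many genes up at the signature thresholds and 4 of 4 as many genes down, where the real split gives 0 (232 at an unadjusted p under 0.05). In single nerves, for bSCs against dSCs, 4 of 4 splits gave as many genes as the real one at days 4 and 8, where it gives 0 (76 and 53 at an unadjusted p under 0.05), and 1 of 4 at days 6 and 10. With 8 or 4 splits no share under 0.05 can be reached, so the share cannot decide whether a grouping of libraries by chance gives the counts. Where the real split gives 0 genes, every split matches it whatever the data, so nothing is tested there. In the pooled nerves, 732, 2022 and 746 changed genes in the real splits stood against 0 in each other split. No other split thus gave such counts. The other splits mix libraries of both regions in each group, so a difference between regions widens the spread there. A count of 0 in them therefore adds nothing to the share, and a grouping by chance is not decided for the pooled nerves. For the counts of 1 in the rat cultures and at days 6 and 10, it stays open too.

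The higher EMT score of bSCs was weighed against RNA from other cells in the sorted libraries, with marker genes of each cell type. The markers of fibroblasts differed between bSCs and dSCs by -2.90 in mean log2 CPM in the pooled nerves (exact permutation test, p = 0.0286) and by -0.601 over the single-nerve pairs (exact sign-flip permutation test, p = 0.00781, higher in 2 of 10 pairs), those of macrophages by -1.49 (p = 0.0286) and -0.196 (p = 0.426, 3 of 10) and those of perineurial cells by -0.594 (p = 0.171) and -0.618 (p = 0.0234, 1 of 10). More RNA from fibroblasts with unchanged marker expression is therefore dropped as a source of the higher score. The same holds for macrophages in the pooled nerves and perineurial cells in the single nerves. Cells of these types that express the markers less in the bridge could give the same values, and such cells were not tested. The markers of macrophages in the single nerves and of perineurial cells in the pooled nerves were not detectably lower, so for these a contribution cannot be told. The markers of endothelial cells were higher in bSCs, by 1.08 in the pooled nerves (exact permutation test, p = 0.2) and by 0.831 in the single nerves (exact sign-flip permutation test, p = 0.0117, 8 of 10), and those of pericytes by 0.478 (p = 0.429) and 0.235 (p = 0.459, 6 of 10). RNA from endothelial cells may therefore contribute to the EMT difference in the single nerves, where a contribution of pericytes cannot be told either. In the pooled nerves, the endothelial scores of 3 bSC libraries (lowest 5.44) were above each dSC library (highest 4.91), so RNA from endothelial cells may contribute to the EMT scores of these. The other 1 of the 4 bSC libraries, replicate 5, had the highest EMT score (8.68) with endothelial (3.31) and pericyte (4.44) scores below those of each dSC library (lowest 3.51 and 4.62). Such cells are therefore dropped as the source of its score. The markers of Schwann cells were lower in bSCs, by -0.432 in the pooled nerves (exact permutation test, p = 0.343) and by -0.862 in the single nerves (exact sign-flip permutation test, p = 0.0352, higher in 3 of 10), so a smaller share of Schwann cell RNA may contribute in the single nerves. Between dSCs and iSCs these markers differed by -1.98 (exact permutation test, p = 0.0571). Lower expression of the markers within SCs would give the same values and was not tested apart from it. How much of the EMT score such RNA would make up was not tested.

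The lower innate immune score of bSCs was weighed against fewer macrophages among the sorted cells. Macrophage markers differed by -1.49 in mean log2 CPM between bSCs and dSCs (exact permutation test, p = 0.0286), so less macrophage RNA may account for the lower score. The same markers were higher in dSCs than in iSCs by 3.29 (exact permutation test, p = 0.0286), so macrophage RNA may also contribute to immune genes that were higher in dSCs. The lower matrix score of bSCs was weighed against fewer fibroblasts in the same way. The 4 fibroblast markers outside the matrix set differed by -3.61 (exact permutation test, p = 0.0286), so less fibroblast RNA may account for that score.

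The animals of the single-nerve pairs were compared with Xist and with genes of the Y chromosome. In 6 of the 10 pairs both libraries carried the transcripts of the same sex, so mislabelled animals or libraries may lie behind the other 4. At day 8, the dSC libraries numbered 1 and 2 carried Y transcripts and the bSC libraries with those numbers carried Xist. At day 6, the dSC libraries numbered 0 and 1 carried both, although each comes from a single nerve (Xist at 220 and 135 CPM, Y genes at 113 and 107 CPM), and their bSC libraries carried one of them. Of the 35 single-nerve libraries, 16 carried Xist, 17 Y transcripts and 2 both. Of the 12 pooled libraries, 5 carried Xist, 4 Y transcripts and 3 both. By region, 3 of the 4 iSC libraries carried Xist and 1 both, whereas of the 4 dSC and the 4 bSC libraries 1 carried Xist, 2 Y transcripts and 1 both. The kind was the same in 4 of the 4 pool numbers that bSCs and dSCs share and in 0 of the 3 that dSCs and iSCs share, so the pool numbers do not pair iSC libraries with dSC or bSC libraries of the same mice. The sex of the mice also differs between intact and injured nerves in these libraries, and its effect on the comparisons with iSCs was not tested. No biological explanation was tested for the mismatches.

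The normalized counts of Table S2 are a constant multiple of the summed lanes for 10 of the 12 mouse libraries. For bSC replicate 5, 0.499% of the genes had the same multiple. For the sum of its first lane and the second lane of bSC replicate 2, 100% of the genes had it, with 37.6% of the counts on the genes of Table S2 read here from replicate 2, and over the whole lanes 13542 genes and spike-ins had a count, the number that the paper's Table S1 lists for bSC replicate 5 (12622 in its summed lanes). The column was therefore made from these lanes. A swap of the deposited lanes themselves is dropped, since the lanes of bSC replicate 5 differed by a chi-square per degree of freedom of 1.226, within the range of the other mouse libraries. For dSC replicate 5, 1.50% of the genes had the same multiple of the summed lanes and 100% the same multiple of its first lane alone, in which 14514 genes and spike-ins had a count, again the number in the paper's Table S1 (14739 in the summed lanes).

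The rat libraries have few reads on genes, a median of 1.24% of the uniquely aligned reads. Counting on the strand opposite to that of the library is a possible explanation, which cannot be told apart from others here because deciding it needs the rat annotation. The normalized counts of the part of Table S2 read here, 447 to 468 genes per library, sum to at least 1.27 times all counts on genes deposited for the same rat library (up to 2.06 times). The paper's rat results may therefore rest on other counts than the deposited ones.

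Few genes differed between bSCs and dSCs at single days of the time course. A wider spread brought into the shared fit by the 4 libraries with the fewest detected genes is a candidate explanation. Without them the numbers of changed genes summed over the 4 days to 24 against 2, all but 1 at day 10, so it cannot be told apart from a property of that day. In the simulated counts, 10% of the genes changed 4-fold were recovered with 3 libraries per group, so the test misses most changes of that size.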
